# Global cellular response to chemotherapy-induced apoptosis

**DOI:** 10.7554/eLife.01236

**Published:** 2013-10-29

**Authors:** Arun P Wiita, Etay Ziv, Paul J Wiita, Anatoly Urisman, Olivier Julien, Alma L Burlingame, Jonathan S Weissman, James A Wells

**Keywords:** apoptosis, proteomics, ribosome profiling, caspase, myeloma, Human

## Abstract

How cancer cells globally struggle with a chemotherapeutic insult before succumbing to apoptosis is largely unknown. Here we use an integrated systems-level examination of transcription, translation, and proteolysis to understand these events central to cancer treatment. As a model we study myeloma cells exposed to the proteasome inhibitor bortezomib, a first-line therapy. Despite robust transcriptional changes, unbiased quantitative proteomics detects production of only a few critical anti-apoptotic proteins against a background of general translation inhibition. Simultaneous ribosome profiling further reveals potential translational regulation of stress response genes. Once the apoptotic machinery is engaged, degradation by caspases is largely independent of upstream bortezomib effects. Moreover, previously uncharacterized non-caspase proteolytic events also participate in cellular deconstruction. Our systems-level data also support co-targeting the anti-apoptotic regulator HSF1 to promote cell death by bortezomib. This integrated approach offers unique, in-depth insight into apoptotic dynamics that may prove important to preclinical evaluation of any anti-cancer compound.

**DOI:** http://dx.doi.org/10.7554/eLife.01236.001

## eLife digest

Many cancer treatments work by causing cancer cells to enter an advanced stage of a process known as programmed cell death or apoptosis. When a cell begins apoptosis, it takes a series of metabolic steps–such as fragmenting its DNA or reducing its volume–that eventually kills it. The cancer cells in tumours are able to grow because they are able to avoid apoptosis.

When cancer cells are treated with cytotoxic drugs they do not die immediately but try to stave off the effect of the drug. However, we still know relatively little about what happens at the molecular levels as cancer cells struggle to avoid apoptosis.

Now Wiita et al. have combined two methods for studying cancer cells–deep sequencing of RNA and quantitative proteomics–to simultaneously observe a variety of processes, including the transcription of genes to produce messenger RNA (mRNA) molecules, the translation of these mRNA molecules to produce proteins, and the proteolysis (or breakdown) of these proteins when the cells were subjected to chemotherapy.

Wiita et al. studied how human myeloma cells responded to bortezomib, a drug that is used to treat various blood cancers, and found that ribosomes–the complex molecular machines that perform the translation step– reacted to the chemotherapy by preferentially translating certain mRNA molecules in order to produce a set of proteins that protect the cell. Developing drugs to inhibit the effects of these stress-response proteins could make the cancer cells more responsive to existing anticancer drugs. When this effort to stay alive is ultimately unsuccessful, the destruction of proteins appears surprisingly unrelated to the previous attempts that were made to protect the cell.

With further work the “global cellular response” approach developed by Wiita et al. could lead to the discovery of new drug targets, improve our understanding of drug resistance in chemotherapy, and provide new ways to monitor how patients respond to treatment.

**DOI:** http://dx.doi.org/10.7554/eLife.01236.002

## Introduction

Most cytotoxic chemotherapeutics eliminate tumor cells by activating the intrinsic apoptotic pathway (Kaufmann and Earnshaw, 2000). The final stages leading to mitochondrial pore formation and caspase activation have been well-described at the molecular level (Gonzalvez and Ashkenazi, 2010; Spencer and Sorger, 2011; Parrish et al., 2013). However, prior to these terminal stages of apoptosis, it is becoming clear that cells fight to resist the pharmacological insult in ways that appear unique to the treatment applied (Geva-Zatorsky et al., 2010). Existing genome-wide studies of cellular response to chemotherapeutic treatment have primarily relied on changes at the transcriptional level (Lamb et al., 2006). Elegant single cell studies have tracked a subset of proteins in response to various chemotherapeutics (Cohen et al., 2008; Geva-Zatorsky et al., 2010). Recent work has identified hundreds of caspase cleavage substrates in apoptotic cells treated with chemotherapeutics (Shimbo et al., 2012).

However, each of these approaches only captures a segment of the functional reaction to a chemotherapeutic insult and does not tell the full story of how cancer responds to apoptosis-inducing drug treatment. It is known that cells undergoing apoptosis show strong suppression of protein translation (Bushell et al., 2004). While a few specific transcripts are known to escape this translational suppression (Spriggs et al., 2010), the general link between transcriptional and translational changes during apoptosis is not well understood. Furthermore, different chemotherapeutics produce distinct quantitative signatures of caspase cleavage substrates following apoptosis (Shimbo et al., 2012), and it is unclear how the cellular response to chemotherapy prior to apoptotic induction may influence the later deconstruction of cellular protein contents.

Here we examine in depth the response of a multiple myeloma cell culture line (MM1.S) exposed to the proteasome inhibitor bortezomib, a clinically relevant model system. Multiple myeloma, one of the most common blood cancers, is an aggressive malignancy of clonal plasma cells. Proteasome inhibition has become an effective first-line therapy for this disease, though myeloma currently has no known cure (Lonial et al., 2011). We use a suite of emerging systems-level approaches to globally examine the dynamic interplay between transcription, translation, and proteolytic degradation during chemotherapy-induced apoptosis in this system (Figure 1A). Via ribosome profiling, we identify preferential translation and translational regulation of genes expected to reduce unfolded protein stress after bortezomib treatment. Surprisingly, despite these changes in translational control, during rapid apoptosis only a few critical pro-survival proteins are detectably increased in proteomic studies. Furthermore, we find that cleavage patterns by both caspase and non-caspase proteases during apoptosis are largely independent of drug response at the transcriptional and translational level prior to cell death. We also use this integrated data to examine the potential of small molecule therapeutics to work in concert with bortezomib in myeloma. Such a global examination of how cells struggle at all levels with a chemotherapeutic insult provides important insights into mechanisms of therapeutic resistance and novel methods to assess tumor response to chemotherapy.

**Figure 1.**
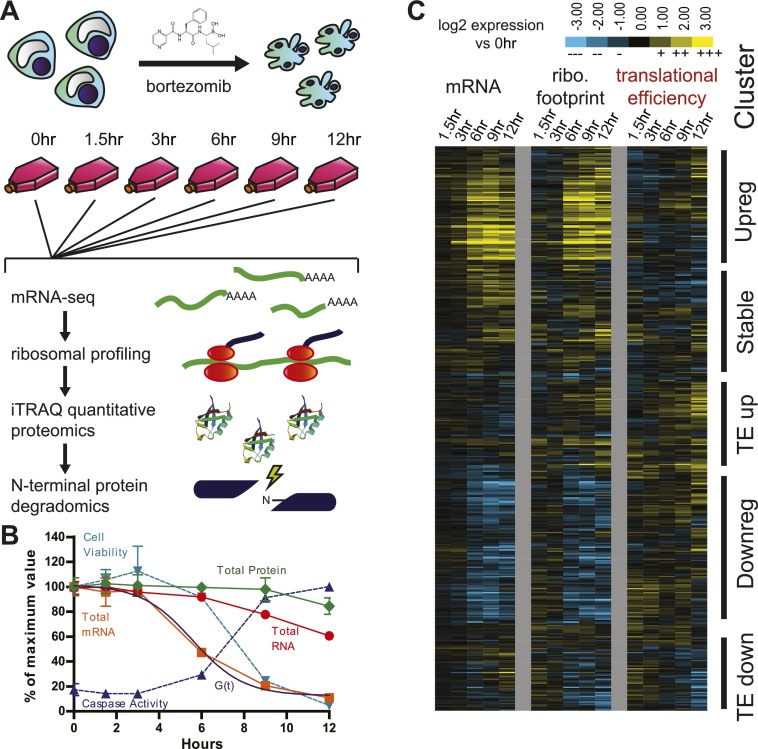
Experimental design and paired mRNA-seq/ribosome profiling data. (**A**) MM1.S cells were prepared in six separate flasks each containing 3 × 10^8^ cells. All time points past 0 hr were exposed to 20 nM bortezomib. Cells were harvested and analyzed using four systems-level technologies shown. (**B**) Cells undergo rapid apoptosis with initial increase in caspase activation seen at 6 hr and <10% cell viability by 12 hr (duplicate, mean ± SD). Total RNA and mRNA were isolated and measured by spectrophotometry; total protein was measured by BCA assay (measured in duplicate, isolated from 10^6^ cells; mean ± SD). G(*t*), describing global mRNA degradation, is derived from a sigmoid fit to the total mRNA data. (**C**) Heat map showing log_2_ expression compared to 0 hr for normalized mRNA and ribosome footprint read density (reads per kilobase million, RPKM) for 5680 well-expressed transcripts (Figure 1—source data 1). Also shown is calculated translational efficiency (TE) relative to 0 hr, calculated as the ratio of (footprint RPKM)/(mRNA RPKM) per transcript at each time point. We used unsupervised hierarchical clustering to define five broad groups of transcripts with relation to mRNA, footprint, and translational efficiency changes. **DOI:** http://dx.doi.org/10.7554/eLife.01236.003 10.7554/eLife.01236.004Figure 1—source data 1.Deep sequencing data, translational efficiency, and gene clusters.(**A**) mRNA-seq and (**B**) ribosome profiling deep sequencing data with assigned UCSC hg19 identifier, associated UniProt accession number, and gene identifier as defined by kgXref feature in UCSC genome browser. For samples at each time point, we display raw reads that uniquely mapped to canonical transcript as well as mapped reads normalized to total read number and transcript length (reads per kilobase million, RPKM) for comparison across samples. These 5680 tracked transcripts had RPKM ≥1 across all 12 samples (six mRNA-seq, six ribosome footprint). (**C**) Translational efficiency (TE) for all tracked transcripts as measured by (RPKM of footprint sample/RPKM of mRNA-seq sample) at each time point. Table is ordered by descending TE at 0 hr. The histone genes are artifactually elevated as these mRNA's do not contain poly (**A**) tails and are therefore under-represented in the mRNA-seq data, as previously noted in Ingolia et al. (2011). (**D**) List of transcripts included in each Cluster (as in Figure 1C) as uploaded to Ingenuity Pathway Analysis server for analysis (results in Table 1).**DOI:** http://dx.doi.org/10.7554/eLife.01236.004

**Figure 1—figure supplement 1.**
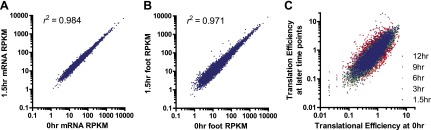
Sample comparison and biological subgroups. (**A**) mRNA and (**B**) footprint samples prepared and sequenced independently at early time points show strong correlation in read density, demonstrating consistency in experimental methods. In footprint samples the mean difference between read density at 1.5 hr and 0 hr across transcripts = 28%, reflecting both experimental error and biological variation. (**C**) Translational efficiency spans >10-fold across all tracked transcripts without any large shifts across time points. **DOI:** http://dx.doi.org/10.7554/eLife.01236.005

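Before most transcripts had responded to bortezomib, the 1.5 h libraries resembled those at 0 h. The squared correlation of RPKM between 0 h and 1.5 h across 5680 transcripts was 0.984 for mRNA (95% bootstrap interval 0.974 to 0.992) and 0.972 for footprints (0.952 to 0.984). The mean absolute difference per transcript was 13.4% for mRNA and 27.9% for footprints. On the log2 scale, where abundant transcripts weigh less, the squared correlations were 0.973 and 0.939. A group of heat shock chaperones already stood apart in the 1.5 h footprint library. DNAJB1, a co-chaperone of HSP70, had a log2 footprint ratio to 0 h of 3.11 from counts, and the small heat shock protein HSPB1 had 2.60. BAG3, a nucleotide exchange factor of HSP70, had 2.46 and HSP90AA1, the inducible cytosolic HSP90, had 1.74. The log2 mRNA ratios of these genes at 1.5 h lay between -0.08 and 0.17. A share of 3.57% of the 6 h or 5.60% of the 12 h footprint library among the 1.5 h reads could give footprint ratios like these, and it was not excluded. Transcripts are not independent replicates, and each assay had 1 library per time point, so these values describe a single pair of libraries. The deposited 1.5 h footprint RPKM had been smoothed, with an SD of 0.0158 log2 about the values that its counts give.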

**Figure 1—figure supplement 2.**
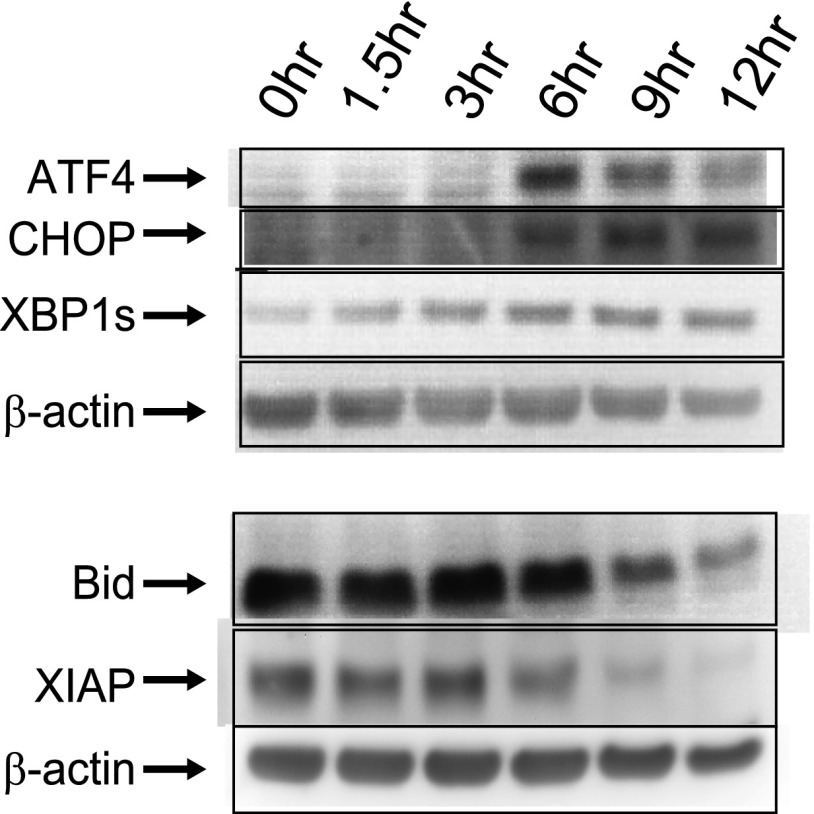
Immunoblots. Western blotting for proteins related to ER stress/UPR (ATF4, CHOP, XBP1s [‘s’ for spliced, active form]) and apoptosis (Bid, XIAP). **DOI:** http://dx.doi.org/10.7554/eLife.01236.006

**Figure 1—figure supplement 3.**
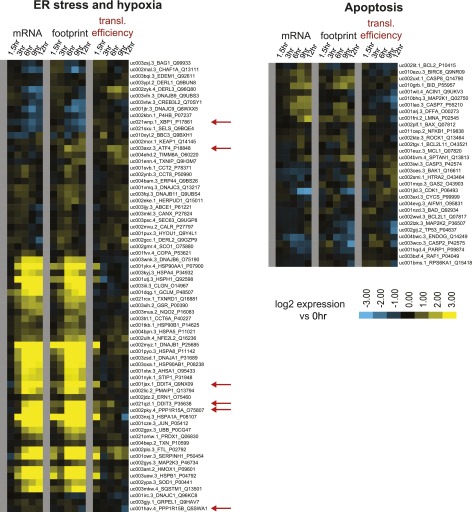
Biological subgroups. Genes curated from the literature related to ER stress (left) and apoptosis (right) that were found in among the ∼5700 tracked transcripts. Genes highlighted with ribosome footprint analysis are highlighted with red arrows (*DDIT3* = CHOP; *DDIT4* = REDD1; *PPP1R15A* = GADD34). All data are shown as Log_2_ expression ratio vs 0 hr. **DOI:** http://dx.doi.org/10.7554/eLife.01236.007

## Results

### Simultaneous monitoring of multiple systems-level processes during apoptosis

We designed our experiment to monitor four systems-level processes simultaneously in the same cellular population, from transcription through protein production and proteolysis (Figure 1A). Deep sequencing of mRNA (mRNA-seq) examines the detailed transcriptional response of myeloma cells to bortezomib-induced stress. We pair this data with ribosome profiling, the deep sequencing of ribosome-protected mRNA fragments during active translation; this approach offers significant insight into proteome dynamics and translational regulation not available by monitoring transcript expression alone (Ingolia et al., 2009, 2011; Stern-Ginossar et al., 2012). To directly measure changes at the protein level after bortezomib perturbation, we use isobaric labeling by iTRAQ (Mertins et al., 2012) and tandem mass spectrometry to measure in an unbiased fashion the relative abundance of ∼2600 proteins. Finally, using enzymatically-driven labeling of free protein α-amines (N-terminomics) (Mahrus et al., 2008; Agard et al., 2012), we develop a quantitative mass spectrometry assay to monitor to the relative kinetics of both caspase and non-caspase cleavage events during apoptotic cellular deconstruction. To begin, we prepared separate flasks of MM1.S cells and harvested cells at five time points after induction of apoptosis with 20 nM bortezomib. Similar to previous studies (Shimbo et al., 2012), caspase activity was first detected at 6 hr and the majority of cells were non-viable by 12 hr (Figure 1B). mRNA levels were also markedly decreased prior to loss of cell viability, as previously seen across a range of apoptotic conditions (Del Prete et al., 2002; Bushell et al., 2004). Total RNA levels, primarily reflecting ribosomal RNA abundance, and total protein levels were relatively stable.

### Ribosome occupancy generally tracks with transcript production

To understand how myeloma cells were struggling after bortezomib exposure, we determined the relative changes in transcription and translation within the remaining mRNA pool at each time point. 

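MM1.S, a human multiple myeloma cell line, was exposed to 20 nM bortezomib, an inhibitor of the proteasome, and harvested after 0, 1.5, 3, 6, 9 and 12 h. Each of the 6 flasks gave 1 mRNA-seq library of poly(A) RNA and 1 ribosome profiling library of ribosome-protected footprints, so 12 libraries cover the course and no time point has a replicate. The authors aligned uniquely mapping reads to human genome build hg19 and deposited raw read counts and RPKM for 5680 well-expressed transcripts. The counts in the table add up to 7443039, 9013031, 9477641, 10362152, 7103374 and 5999256 reads at 0, 1.5, 3, 6, 9 and 12 h for mRNA. For footprints they add up to 7729832, 6381722, 5539649, 10755131, 2976356 and 1946201 reads, so the late footprint values rest on the fewest reads. The median transcript had 724 mRNA and 588 footprint reads at 0 h, and 558 and 139 reads at 12 h. Fold changes are ratios of RPKM to 0 h, and TE is footprint RPKM divided by mRNA RPKM. From the counts, edgeR fitted a straight line in hours to each transcript, with TMM normalization. Its slope is given as the log2 change over 12 h with its standard error. The TE slope is the difference between the footprint and mRNA slopes in a joint fit over all 12 libraries with the flask as a factor, and it can depart from the difference of the slopes fitted separately. Transcripts with a Benjamini-Hochberg adjusted p under 0.05 over 5680 are called. A p of this kind measures the scatter of 6 flasks about a line, with 4 residual degrees of freedom, and a slope can exceed the observed fold where a course levels off. Changes in mRNA are relative to the mRNA that remains in the cells, and changes in footprints to the footprints of the same library. A rise in TE is therefore relative to the other transcripts. The amount of translation, which the paper finds to decrease by polysome analysis, is not part of these values. Gene lists of pathways and complexes were tested against all other transcripts with camera, at a preset correlation between genes of 0.01, over 25 lists and 3 readouts. With a correlation estimated from the 6 time points, none of the 39 list calls held, and the lowest adjusted p was 0.516. The lists hold only transcripts that could be named, 4292 from the paper's supplement. The 1381 transcripts left without a name had lower counts (median of the mean mRNA count 563 against 927).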

We normalized mRNA-seq and ribosome profiling sample using reads per kilobase million (RPKM) and focused our analysis on 5680 well-expressed transcripts (Figure 1C). We compared log_2_ expression vs the untreated sample and organized the data using unsupervised hierarchical clustering. This approach allowed us to center on relative expression changes found in multiple independent samples. 

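From 6 h on, footprints moved in the direction of the mRNA for HSPB1, which rose, and for HMGB1, which fell. HSPB1, a small heat shock chaperone on chromosome 7 from 75931990 to 75933612 of GRCh37, stood at 78.8-, 151- and 152-fold its 0 h level in mRNA at 6, 9 and 12 h. Its footprints stood at 91.4-, 259- and 185-fold. HMGB1, a chromatin protein encoded on chromosome 13 from 31030841 to 31191734, stood at 0.467, 0.264 and 0.219 of its 0 h mRNA level and at 0.383, 0.219 and 0.266 of its 0 h footprint level. The TE of HSPB1 was 6.08-fold at 1.5 h, where reads of a later footprint library were not excluded, 0.576-fold at 3 h and 1.16-, 1.72- and 1.22-fold at 6, 9 and 12 h. The TE slopes of both genes were not called, at -0.25 ± 0.80 (SE, adjusted p = 0.887 from edgeR) and 0.16 ± 0.32 (adjusted p = 0.807). Across all 5680 transcripts, Pearson's r between the log2 changes of footprints and mRNA from 0 h was 0.0534 at 1.5 h and 0.452 at 3 h. It was 0.884 at 6 h, 0.845 at 9 h and 0.669 at 12 h. Few mRNAs had changed at the early times, when only 8 at 1.5 h and 97 at 3 h were 2-fold from their 0 h level. Transcripts are not independent replicates, so no p is attached to r. With the 1.5 h libraries as the baseline, r at 3 h was 0.164, and at the later times it lay between 0.513 and 0.734.

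**Figure D1:**
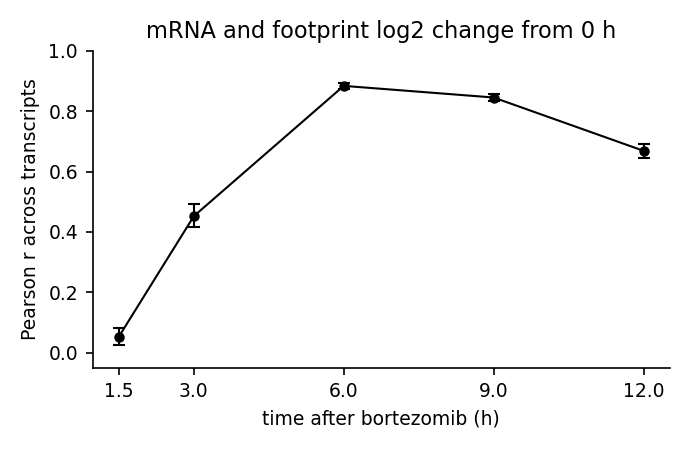
Pearson's r across 5680 transcripts between the log2 ratios to 0 h of footprint and mRNA RPKM, against the time after bortezomib in hours; bars are 95% bootstrap intervals over transcripts. The value is 0.0534 at 1.5 h, highest at 6 h (0.884) and lower again at 12 h (0.669).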

We generally found that changes in ribosome footprints tracked with changes in transcript abundance. The transcripts could be sub-divided into five clusters (Figure 1C). Clusters ‘Upreg’ and ‘Downreg’ encompass transcripts that are generally increased or decreased, respectively, at both the level of mRNA and footprint reads (Figure 2A,B). 

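Chaperones, an iron-storage protein and the heme-degrading enzyme HMOX1 led the transcripts that rose in both assays, and several genes of DNA replication were among the largest falls. HSPB1 had slopes of 9.24 ± 1.64 (SE, adjusted p = 0.00741) in mRNA and 8.69 ± 1.39 (SE, adjusted p = 0.00266) in footprints, from edgeR. SERPINH1, a collagen chaperone of the ER, rose by 8.27 and 9.03, DNAJB1 by 8.07 and 7.12, and BAG3 by 7.76 and 7.29. HMOX1, which is induced by oxidative stress, had slopes of 7.11 ± 0.52 (SE, adjusted p = 7.05e-04) and 7.01 ± 0.55 (SE, adjusted p = 4.80e-05). Its mRNA stood at 95.0-fold and its footprints at 115-fold the 0 h level by 12 h. ZFAND2A, a proteasome-associated stress protein, HSP90AA1, the ferritin light chain FTL and the stress-response gene DDIT4 were also among the 10 largest rises, as was 1 transcript without a name. Of the 10 largest falls, TOP2A, which untangles replicated DNA, had slopes of -3.97 ± 0.76 (SE, adjusted p = 0.00897) and -4.30 ± 0.64 (SE, adjusted p = 0.00216). MCM2 and MCM3, subunits of the replicative helicase, fell by 3.31 and 2.85 on the log2 scale in mRNA. The flap endonuclease FEN1, the replication licensing factor CDC6 and the uracil glycosylase UNG fell with them, as did LMNB1 of the nuclear lamina, the sulfatase SULF2, the chondroitin polymerizing factor CHPF and SREBF1, which drives lipid synthesis genes. HMGB1 had slopes of -2.66 ± 0.37 (SE, adjusted p = 0.00420) and -2.43 ± 0.47 (SE, adjusted p = 0.00620). In all, 360 transcripts rose in both assays, 277 fell in both and 5 were called in opposite directions. mRNA alone gave 1697 calls (896 up, 801 down) and footprints gave 1074 (574 up, 500 down). Without 0, 1.5, 3, 9 or 12 h the mRNA calls numbered 958, 545, 955, 1103 and 2565; without 0, 1.5, 3 or 9 h the footprint calls numbered 448, 413, 614 and 627. Of the 38 gene calls named, 29 held when any 1 time point was left out. The others were lost in some of these fits, 9 without 0 h, 5 without 1.5 h, 4 without 3 h and 3 without 9 h (adjusted p up to 0.214), though no slope changed sign. Such fits share most libraries with the full fit, so an unchanged sign of a called slope, here and below, is weak evidence of stability.

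**Figure D2:**
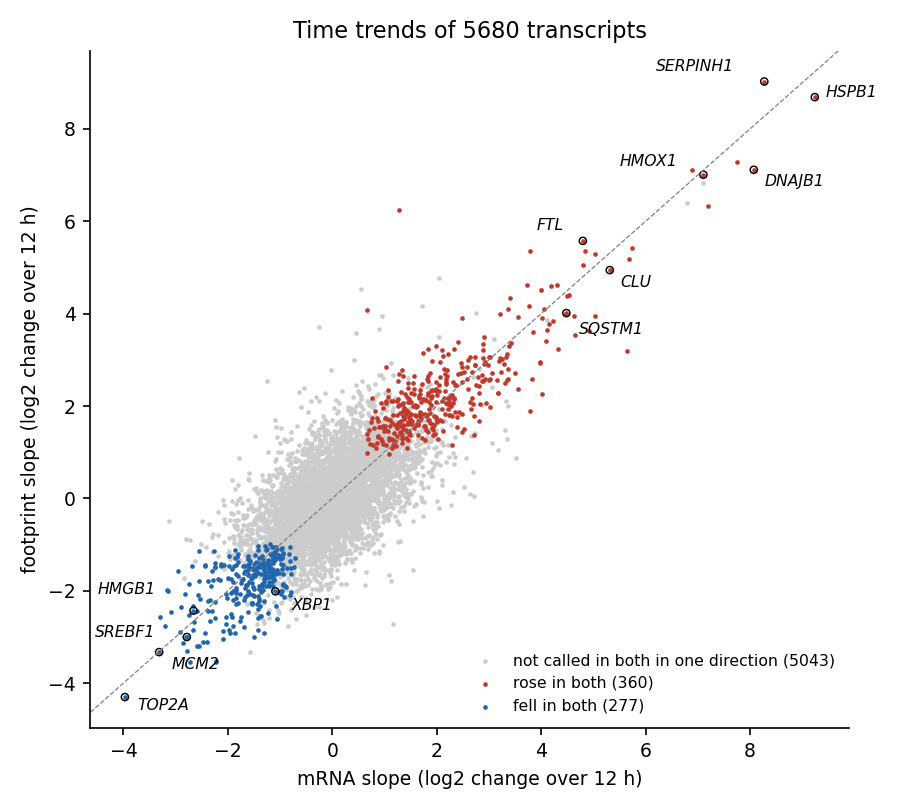
Footprint slope against mRNA slope (log2 change over 12 h) for 5680 transcripts; the dashed line marks equal slopes and named genes are circled. The 360 transcripts that rose in both assays and the 277 that fell in both lie along the line, with HSPB1 and SERPINH1 farthest up and TOP2A farthest down.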

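Many transcripts stayed within 2-fold of their 0 h level. Over the whole course, 2536 of the 5680 transcripts were never 2-fold from 0 h in mRNA or in footprints. No call was made in mRNA, footprints or TE for 3525. Among them were HSF1, the transcription factor of the heat shock response, and EIF2AK3, which encodes the stress kinase PERK. HSF1 had slopes of 0.10 ± 0.25 (SE, adjusted p = 0.788) in mRNA and -0.12 ± 0.36 (SE, adjusted p = 0.850) in footprints, from edgeR. EIF2AK3 had slopes of -0.24 (adjusted p = 0.410) and -0.30 (adjusted p = 0.563). EIF4EBP1, a repressor of cap-dependent translation, was not called although its footprints stood at 2.89-fold at 6 h and 2.17-fold at 9 h. Its slopes were 0.14 ± 0.55 (adjusted p = 0.866) and 0.69 ± 0.70 (adjusted p = 0.529). The chaperonin subunit CCT5 and EIF2S1, the alpha subunit of eIF2, were not called either, with mRNA slopes of 0.63 and -0.65, and CCT5 stood at 2.14-fold in mRNA and 2.10-fold in footprints at 6 h. The number of mRNAs 2-fold from 0 h was 948 at 6 h, 1438 at 9 h and 1217 at 12 h. For footprints the counts at 1.5, 3, 6, 9 and 12 h were 240, 216, 1122, 1409 and 1646. Against the mean of 0 and 1.5 h, the mRNA count at 3 h was 56 in place of 97. Simulated log2 changes of 1 over 12 h were called for 22% of mRNAs and 6% of footprints, so a transcript that was not called may have changed by that much.

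**Figure D3:**
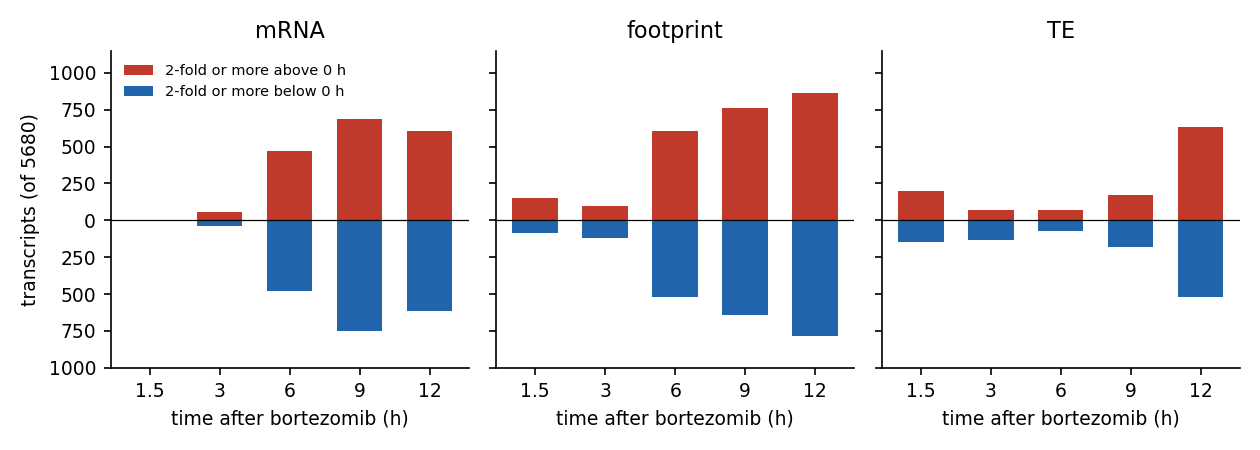
Number of transcripts (of 5680) at least 2-fold above (upward bars) or below (downward bars) their 0 h RPKM in mRNA, footprints and TE, by time after bortezomib in hours. The mRNA and footprint counts are low at 1.5 and 3 h and high from 6 h; the TE count is highest at 12 h.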

Cluster ‘Stable’ includes transcripts that demonstrate very mild changes at both the mRNA and footprint level. We calculated the translational efficiency (TE) from the ratio of ribosome footprint to mRNA-seq read density for each transcript (Ingolia et al., 2011). This enabled us to characterize two other groups that are particularly interesting, Cluster ‘TE Up’ and ‘TE Down’. These groups showed little change in the level of mRNA, but large increases or decreases, respectively, in relative ribosome footprint density. This suggests that genes in these two clusters are regulated at the level of translation.

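A small set of transcripts changed in translational efficiency. BMPR1A, a receptor of bone morphogenetic proteins, had the largest TE rise, with a slope of 5.25 ± 0.56 (SE, adjusted p = 2.25e-04) from edgeR. Its TE stood at 9.42-fold the 0 h value at 9 h and 23.6-fold at 12 h. LARP4, an RNA-binding protein of mRNA 3' ends, and RGS1, a regulator of G protein signaling, had TE slopes of 2.68 ± 0.33 (SE, adjusted p = 0.00103) and 2.35 ± 0.36 (SE, adjusted p = 0.00591). TE also rose for NOP56 and GNL3, nucleolar proteins of ribosome assembly, with slopes of 4.01 and 3.77. It rose for the helicases EIF4A2 (3.24) and DDX39B (2.95), for the kinase PKN2 (2.91) and for DCUN1D2 (3.98). NOP56, GNL3, EIF4A2, DDX39B and RALGAPA1 (TE slope 3.03) carry small nucleolar RNAs within them. Among the falls, SAT1, which degrades polyamines, had a TE slope of -2.53 ± 0.42 (SE, adjusted p = 0.00894). The TE of CCDC12 fell by 2.80 on the log2 scale, the immediate early factor JUNB by 2.60, the mitochondrial protease PARL by 2.44, the kinase GSK3B by 2.31 and ACBD6 by 2.26. In mRNA, SAT1 (slope 5.64), JUNB (2.71), GSK3B (2.27) and CCDC12 (1.12) were called up, while PARL and ACBD6 were not called. The footprints of SAT1 were also called up (3.19), so its TE fall is a smaller rise in footprints than in mRNA. The linker histone H1-4 had a TE slope of -3.66 ± 0.56 (SE, adjusted p = 0.00591), but the paper notes that histone mRNAs lack poly(A) tails and are under-represented in the mRNA libraries. Its mRNA slope of 1.16 (adjusted p = 0.165) became -1.02 without 12 h (adjusted p = 0.0427), and its reads may be shared with other histone genes. Of the 171 calls, 93 were rises and 78 were falls, and in 97 (54 rises and 43 falls) the mRNA was not called. Without 12 h edgeR called 1 transcript (761 at an unadjusted p under 0.05). All 171 slopes kept their sign in that fit, which shares most of its libraries with the full one, at a median of 0.860 times the slope and 1.28 times the SE. Without 0, 1.5 or 3 h it called 381, 37 and 39; DESeq2 called 493, the late against the early time points gave 11, the rank of the time point 19 and the fit without the flask factor 3. When the fit was repeated with 1 time point left out, 0 of the 17 TE calls named held each time. The losses were 4 without 1.5 h, 2 without 3 h and 17 without 12 h (adjusted p up to 0.483), and every slope kept its sign. From little change in mRNA beside large changes in relative footprint density, the paper proposes that the genes in these clusters are regulated at the level of translation.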

**Figure 2.**
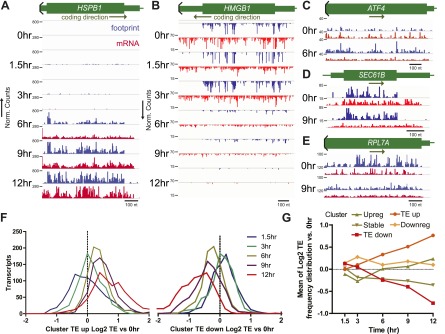
Translational efficiency (TE) during bortezomib-induced apoptosis. (**A** and **B**) Paired mRNA and ribosome footprint reads for *HSPB1* (Cluster Upreg) and *HMGB1* (Cluster Downreg) showing that protein translation generally tracks with transcript abundance. Displayed read counts are median-normalized to total aligned reads in 0 hr sample for comparison across the time course. Thick green bars = protein coding sequence (CDS); medium bars = untranslated regions (UTR); thin lines = intronic or intergenic regions. Read counts are inverted depending on coding direction. (**C**) *ATF4* shows increased footprint read density in the absence of mRNA increase at 6 hr. (**D**) *SEC61B*, a downstream target of XBP1, shows increased footprints and decreased mRNA reads, leading to increased TE. (**E**) Many ribosome structural proteins, including *RPL7A*, are found in Cluster TE down. (**F**) Log_2_ changes in transcript TE from Cluster TE up and Cluster TE down at 12 hr vs 0 hr demonstrate statistically significant changes in the overall TE distribution (p<0.0001, Mann-Whitney test). (**G**) Mean (±SEM) changes in TE during the apoptotic time course generally do not exceed twofold even at later time points. **DOI:** http://dx.doi.org/10.7554/eLife.01236.008

**Figure 2—figure supplement 1.**
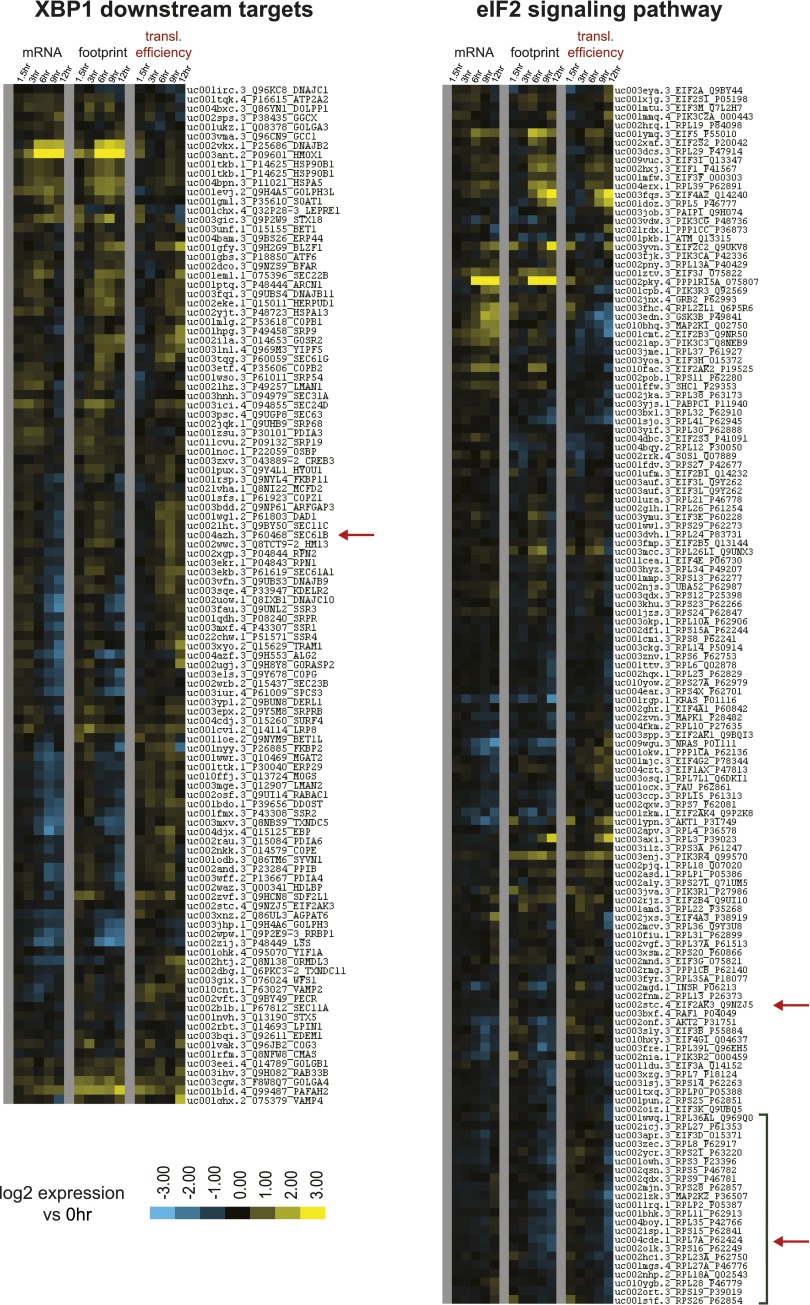
Subgroup analysis from biological pathways showing changes in translation efficiency from Ingenuity Pathway Analysis. Genes included in IPA as XBP1 downstream targets (left) and Genes included as part of the eIF2 signaling pathway in IPA (right). Green boxed area indicates numerous ribosome structural proteins with decreased footprint reads relative to mRNA. *SEC61B* and *RPL7A* (shown in Figure 2) are highlighted with red arrows, as is PERK (*EIF2AK3*). All data are shown as Log_2_ expression ratio vs 0 hr. **DOI:** http://dx.doi.org/10.7554/eLife.01236.009

### A subset of stress response genes show changes in translational efficiency

Bortezomib is known to be an inducer of the unfolded protein response (UPR) and endoplasmic reticulum (ER) stress (Aronson and Davies, 2012). Myeloma plasma cells are particularly sensitive to proteasome inhibition in vivo due to extremely high rates of immunoglobulin production, potentially leading to apoptosis via the UPR (Obeng et al., 2006; Walter and Ron, 2011). In Figure 2C we display reads for one of the critical factors in the UPR, *ATF4,* a transcription factor known to be under translational control during ER stress (Lu et al., 2004). Consistent with this prior work, we find that *ATF4* does not increase in transcript abundance but shows a nearly threefold increase of ribosome occupancy (see heat map in Figure 1—figure supplement 3).

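ATF4, a transcription factor of the unfolded protein response, had more footprints per mRNA from 6 h on while its mRNA stayed near its 0 h level. Its footprints stood at 3.31-, 2.16- and 2.14-fold the 0 h level at 6, 9 and 12 h, and its mRNA at 1.19-, 0.818- and 1.24-fold. The TE was 2.78-, 2.64- and 1.72-fold. By immunoblot the paper finds lower phosphorylation of eIF2α after bortezomib, and it calls the mechanism of ATF4 induction unclear. The gene lies on chromosome 22 from 39915700 to 39918688 of GRCh37. As trends over all 6 time points, its slopes from edgeR were 0.39 ± 0.30 (SE, adjusted p = 0.346) in mRNA, 1.45 ± 0.52 (SE, adjusted p = 0.0680) in footprints and 1.02 ± 0.40 (SE, adjusted p = 0.139) in TE, none of which passed the threshold. Of the genes that act with or after ATF4, DDIT3, PPP1R15A, DDIT4 and CHAC1 rose in mRNA and footprints. DDIT3, which encodes the pro-apoptotic factor CHOP, had slopes of 4.48 ± 0.42 (SE, adjusted p = 0.00147) and 3.99 ± 0.81 (SE, adjusted p = 0.00764). PPP1R15A, which directs the phosphatase of eIF2 (GADD34), had 4.62 and 3.94. DDIT4, an inhibitor of mTORC1, and CHAC1, which degrades glutathione, had mRNA slopes of 5.75 and 4.09 and footprint slopes of 5.43 and 3.41. PPP1R15B, the constitutive partner of the same phosphatase, was not called, with slopes of 0.70 (adjusted p = 0.0818) and -0.24 (adjusted p = 0.770). TXNIP, which binds thioredoxin, had a footprint slope of 1.35 ± 0.34 (SE, adjusted p = 0.0179) and a TE slope of 1.13 ± 0.26 (SE, adjusted p = 0.0370), at an mRNA slope of 0.23. Of 26 measured targets of ATF4 and CHOP, 5 rose and none fell in mRNA, and 5 rose and 1 fell in footprints (2 and 5 rises when adjusted over the list alone). The list was called up in mRNA (camera, adjusted p = 0.0119; adjusted p = 0.774 with an estimated correlation) and in footprints (adjusted p = 0.0435 and 0.803). The mRNA call of the list was lost without 0 h (adjusted p = 0.0509), and the footprint call without 0, 1.5, 3 or 9 h (up to 0.258). Leaving out any 1 time point kept 3 of these 10 gene calls. Calls were lost as 5 without 0 h, 6 without 1.5 h, 5 without 3 h, 1 without 6 h, 5 without 9 h and 2 without 12 h (adjusted p up to 0.255), with no change of sign.

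**Figure D4:**
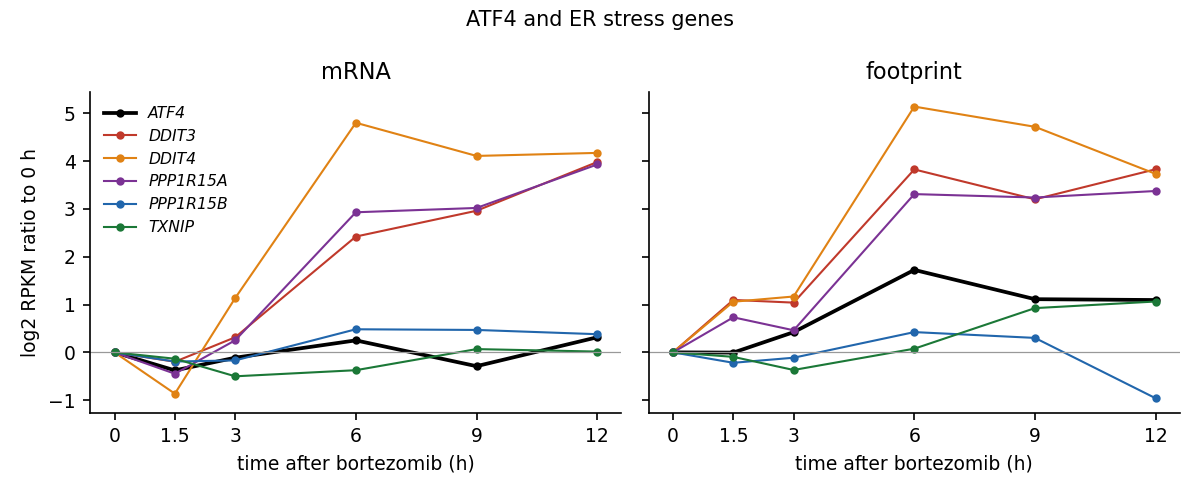
Log2 ratio of RPKM to 0 h against time after bortezomib in hours for ATF4, DDIT3, DDIT4, PPP1R15A, PPP1R15B and TXNIP, in mRNA (left) and footprints (right), 1 library per point. DDIT3, DDIT4 and PPP1R15A stand above 0 in both panels from 6 h, while ATF4 does so in footprints.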

To better assess the biological implications of these results we turned to Ingenuity Pathway Analysis (IPA) (Ingenuity Systems, www.ingenuity.com) (Table 1). 

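Heat shock chaperones, proteasome subunits and ubiquitin genes, each as a group, rose in mRNA and footprints. Of 26 measured heat shock chaperones, 20 rose in mRNA and 19 in footprints, and 1 fell in each (23 and 21 rises when adjusted over the list alone). The median member stood at 2.06-, 8.21-, 9.07- and 6.30-fold its 0 h mRNA level at 3, 6, 9 and 12 h. HSP90AA1, the inducible cytosolic HSP90, had an mRNA slope of 7.20 ± 1.54 (SE, adjusted p = 0.0127) from edgeR, and the HSP70 family member HSPA8 had 4.83 ± 0.99 (SE, adjusted p = 0.0110). DNAJA1, an HSP40 co-chaperone, and HSP90AB1 had 3.77 and 3.56. At 1.5 h the median member was at 0.989-fold in mRNA and 1.31-fold in footprints. Of 41 proteasome subunits and assembly factors, 15 rose and 2 fell in mRNA, and 13 rose and none fell in footprints (15 and 19 rises when adjusted over the list alone). PSMC4, an ATPase of the 19S base, rose by 2.35 in mRNA (adjusted p = 0.00776) and PSMD12, a 19S lid subunit, by 2.10 (adjusted p = 0.0110). The polyubiquitin gene UBB, which may share reads with related genes, had an mRNA slope of 3.06 ± 0.39 (SE, adjusted p = 0.00322). Of 24 ubiquitin and p97 genes, 7 rose in mRNA and 10 in footprints and none fell (8 and 11 rises, and 1 fall in footprints, when adjusted over the list alone). Of the 8 subunits of TRiC, the chaperonin that folds actin and tubulin, 2 rose in footprints, TCP1 by 2.48 and CCT4 by 2.19, and no member passed in mRNA. Of 19 genes of glycolysis and hypoxia, 5 rose and 6 fell in mRNA and 2 rose and 5 fell in footprints. In the paper's pathway table, the p of its hypoxic response stands for the oxidative stress response of NRF2, not for this list. The list of NRF2 targets was called up in mRNA and footprints (camera, adjusted p = 3.74e-08 and 3.94e-08, and 0.516 in both with an estimated correlation). The camera adjusted p in mRNA and footprints was 7.36e-09 and 2.65e-12 for chaperones, 2.25e-04 and 2.84e-04 for the proteasome and 0.00128 and 0.00241 for ubiquitin genes. It was 0.186 and 0.0341 for TRiC and 0.724 and 0.194 for glycolysis and hypoxia, whose positive median mRNA slope (0.14) and downward test differ in sign. With an estimated correlation the adjusted p in mRNA and footprints was 0.639 and 0.639 for chaperones, 0.742 and 0.742 for the proteasome and 0.639 and 0.674 for ubiquitin genes, and 0.774 for TRiC in footprints, whose call was lost without 0, 1.5 or 9 h (adjusted p up to 0.118). With any 1 time point left out, 2 of the 9 named gene calls were kept throughout and the rest were lost in at least 1 fit (7 without 0 h, 5 without 1.5 h, 2 without 3 h and 3 without 9 h, adjusted p up to 0.203), all with slopes of the same sign.

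**Figure D5:**
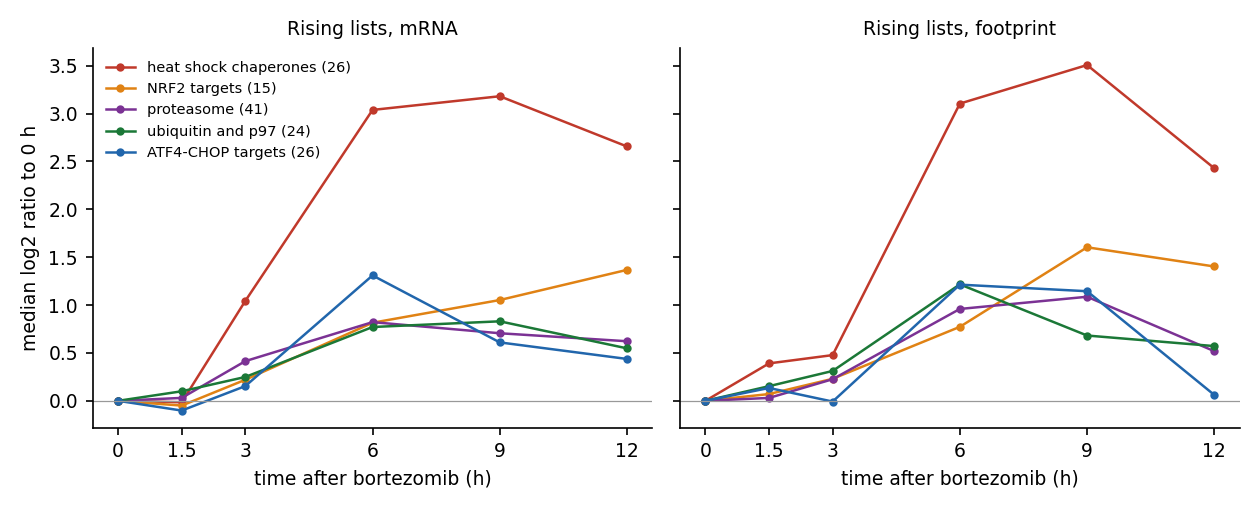
Median log2 ratio of RPKM to 0 h over the measured members of 5 gene lists (number of members in brackets) against time after bortezomib in hours, in mRNA (left) and footprints (right). The heat shock chaperones have the highest medians from 6 h, at 8.21-, 9.07- and 6.30-fold in mRNA.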

Cluster Upreg is enriched for genes related to protein ubiquitination (p=1.50 × 10^−34^), protein degradation (9.63 × 10^−9^), chaperones (4.15 × 10^−11^), and hypoxic response (2.90 × 10^−10^). Cluster Downreg includes genes important in cellular proliferation (p=3.61 × 10^−11^) and DNA repair (3.81 × 10^−9^). These findings are consistent with mRNA microarray studies of bortezomib response (Mitsiades et al., 2002). 

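Genes that copy and segregate DNA fell as groups. Of 24 measured DNA replication genes, 18 fell in mRNA and 12 in footprints and 1 rose in each (19 and 16 falls when adjusted over the list alone). The median member stood at 0.588, 0.321 and 0.427 of its 0 h mRNA level at 6, 9 and 12 h. The helicase subunit MCM5 had a footprint slope of -3.54 ± 0.53 (SE, adjusted p = 0.00216) and the DNA ligase LIG1 had -3.32 ± 0.59 (SE, adjusted p = 0.00437), from edgeR. Of 16 genes of mitosis and the cell cycle, 8 fell in mRNA and 9 in footprints and none rose (11 and 10 falls, and 1 rise in footprints, when adjusted over the list alone). CDK1, the kinase that starts mitosis, had an mRNA slope of -3.15 ± 0.49 (SE, adjusted p = 0.00530). The kinetochore protein CENPF, the condensin subunit NCAPG and the proliferation marker MKI67 fell by 2.81, 2.74 and 2.57 on the log2 scale in mRNA. Of 21 DNA repair genes, 7 fell in mRNA and 2 in footprints and none rose (9 and 2 falls when adjusted over the list alone). They include the mismatch repair gene MSH6, at 0.329 of its 0 h mRNA level at 12 h, and the checkpoint kinase CHEK1, with an mRNA slope of -1.59. MYC, which drives growth, had slopes of -1.52 ± 0.42 (SE, adjusted p = 0.0286) in mRNA and -2.10 ± 0.47 (SE, adjusted p = 0.0110) in footprints. Of 36 genes of MYC and ribosome biogenesis, 5 fell and 1 rose in mRNA, and 9 fell and 2 rose in footprints (5 and 13 falls when adjusted over the list alone). The camera adjusted p in mRNA and footprints was 3.05e-08 and 7.36e-09 for replication, 1.21e-04 and 3.78e-04 for mitosis, 0.0394 and 0.249 for repair and 0.0400 and 0.00808 for MYC. With an estimated correlation the adjusted p of the calls was 0.639 in both assays for replication and for mitosis, 0.639 for repair in mRNA, and 0.798 and 0.774 for MYC in mRNA and footprints. The repair call was lost without 9 or 12 h (adjusted p up to 0.240). The MYC call in mRNA was lost without 3 or 9 h (up to 0.242), and in footprints without 12 h (0.186). Of the 10 gene calls named, 7 held when any 1 time point was left out. The others were lost in some of these fits, 2 without 0 h, 3 without 1.5 h, 2 without 3 h and 2 without 9 h (adjusted p up to 0.0896), though no slope changed sign.

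**Figure D6:**
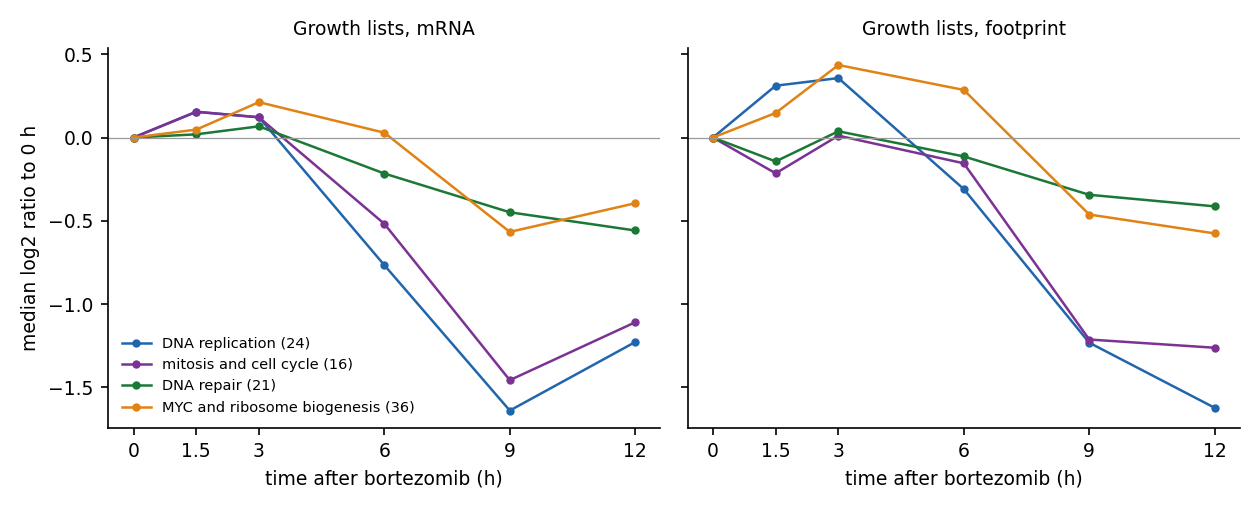
Median log2 ratio of RPKM to 0 h over the measured members of 4 gene lists (number of members in brackets) against time after bortezomib in hours, in mRNA (left) and footprints (right). DNA replication has the lowest median mRNA from 6 h (0.588, 0.321 and 0.427 of the 0 h level at 6, 9 and 12 h).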

We examined in more detail a subset of genes related to cellular apoptosis and both ER stress and hypoxic response (Figure 1—figure supplement 3). 

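The apoptosis genes moved in both directions, and the list as a whole was not called in any readout. Of 28 measured members, 7 rose and 4 fell in mRNA and 4 rose and 4 fell in footprints (8 rises in mRNA when adjusted over the list alone). None passed in TE. BIRC3, an inhibitor of apoptosis, had slopes of 2.38 ± 0.41 (SE, adjusted p = 0.00689) in mRNA and 2.46 ± 0.67 (SE, adjusted p = 0.0241) in footprints, from edgeR. BID, which links caspase-8 to the mitochondrion, rose by 1.94 (adjusted p = 0.00592) and 1.49 (adjusted p = 0.0411). The inflammatory caspase CASP4 rose by 1.51 in mRNA and 2.27 in footprints. CASP2 had slopes of -1.37 ± 0.39 (SE, adjusted p = 0.0308) and -2.55 ± 0.62 (SE, adjusted p = 0.0155), and BNIP3L, a mitochondrial BH3-like protein, had an mRNA slope of -1.77 ± 0.50 (SE, adjusted p = 0.0302). CYCS, the cytochrome c released in apoptosis, had an mRNA slope of -0.84 ± 0.27 (SE, adjusted p = 0.0493) and was not called in footprints (0.09, adjusted p = 0.921). PARP1, a caspase substrate, fell by 1.07 and 1.25 on the log2 scale in mRNA and footprints. The camera adjusted p was 0.448 in mRNA, 0.991 in footprints and 0.399 in TE. When the fit was repeated with 1 time point left out, 2 of the 12 gene calls named held each time. The losses were 8 without 0 h, 8 without 1.5 h, 7 without 3 h, 8 without 9 h and 3 without 12 h (adjusted p up to 0.201), and every slope kept its sign.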

Notably, we found little change in expression or translation of canonical apoptosis players.

**Table 1.** Biological relevance of findings from Ingenuity Pathway Analysis (IPA) **DOI:** http://dx.doi.org/10.7554/eLife.01236.010

Cluster	Molecular and cellular function	*p* value	Canonical pathway	*p* value	Upstream regulator	*p* value
Cluster Upreg	Post-translational modification	4.15 e-11	Protein ubiquitination pathway	1.50e-34	NFE2L2 (NRF2)	7.77e-16
	Protein Folding	4.15 e-11	NRF2-mediated oxidative stress response	2.90e-10	HSF1	1.70e-14
	Cell death and survival	2.47 e-10			EIF2AK3 (PERK)	6.47e-10
	Protein synthesis	8.82 e-09				
	Protein degradation	9.63 e-09				
Cluster Stable	RNA post-transcriptional modification	1.44e-09	–		–	
	Molecular transport	8.87 e-09				
	Protein trafficking	8.87 e-09				
Cluster TE Up	–		Mitochondrial dysfunction	6.04e-10	XBP1	8.79e-10
Cluster Downreg	Cell death and survival	7.56e-12	–		TP53	2.67e-15
	Cellular growth and proliferation	3.61e-11			MYC	1.53e-10
	DNA replication, recombination and repair	3.81e-09			XBP1	1.65e-10
	RNA post-transcriptional modification	8.91e-08			INSR	5.94e-09
					E2F4	6.20e-09
Cluster TE Down	RNA post-transcriptional modification	8.88e-11	EIF2 signaling	2.35e-17	–	
	Gene expression	3.24e-09	Regulation of eIF4 and p70S6K signaling	1.40e-08		
5% transcripts highest TE at 0 hr	–		Mitchondrial dysfunction	1.52e-26	–	
Increased 5′ UTR translation	–		EIF2 signaling	2.45 e-17	MYC	1.09e-08
					HSF1	8.11e-08
Decreased 5′ UTR translation	–		–		–	

Clusters defined by hierarchical clustering of mRNA, footprint, and translational efficiency data as shown in Figure 1B (included genes listed in Figure 1—source data 1). We also analyzed the top 5% of transcripts by translational efficiency at 0 hr as calculated by (footprint RPKM)/(mRNA RPKM) per transcript. p values are as calculated using Fisher′s exact test by Ingenuity Pathway Analysis software. We report findings here with a p<10^−7^. Results from each category (Molecular and cellular function; Canonical pathway; Upstream regulator) are listed in order of decreasing p, independent of the other categories.

Surprisingly, IPA showed that Cluster TE Up included many genes regulated by XBP1 (p=8.79 × 10^−10^) (Table 1), an important component of the UPR (Walter and Ron, 2011). The only known function of XBP1 is as a transcription factor (Acosta-Alvear et al., 2007) without known direct effects on translation. Although we do see a slight increase in the active XBP1 protein (Figure 1—figure supplement 2), most downstream XBP1 targets do not respond by increases in mRNA abundance. Instead we see increased translation efficiency (Figure 2—figure supplement 1). 

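Genes of ER folding and degradation, as a group, were lower in mRNA at 9 and 12 h and rose in translational efficiency. Their median mRNA stood at 1.13-, 1.17-, 1.05-, 0.704- and 0.743-fold its 0 h level at 1.5, 3, 6, 9 and 12 h. Their median footprints stood at 1.10-, 1.40-, 1.18-, 0.978- and 0.779-fold, so a straight line misses an early rise. Of 34 measured members, 12 fell and 1 rose in mRNA, and 6 fell and 2 rose in footprints (9 falls in footprints when adjusted over the list alone). The median TE slope was 0.34, although no member passed the TE test as a rise or a fall. The median TE stood at 0.991-, 1.18-, 1.26-, 1.44- and 1.19-fold its 0 h value at 1.5, 3, 6, 9 and 12 h. The ER disulfide isomerase TXNDC5 had an mRNA slope of -1.89 ± 0.28 (SE, adjusted p = 0.00469) from edgeR, the disulfide reductase DNAJC10 had -2.24 ± 0.36 (SE, adjusted p = 0.00565) and DERL3, of the ER-associated degradation channel, had -2.41 ± 0.42 (SE, adjusted p = 0.00689). PDIA4 and SELENOS fell by 1.52 and 1.26 on the log2 scale in mRNA. HSPA5, the ER chaperone BiP, went the other way, with slopes of 0.83 ± 0.30 (SE, adjusted p = 0.0674) in mRNA and 1.45 ± 0.43 (SE, adjusted p = 0.0333) in footprints, and SELENOK rose by 0.98 and 1.96. HERPUD1, an ER-stress protein of the degradation machinery, was not called, with a footprint slope of 0.95 (adjusted p = 0.121). XBP1, counted over its canonical transcript, had slopes of -1.09 ± 0.33 (SE, adjusted p = 0.0380) in mRNA, -2.01 ± 0.32 (SE, adjusted p = 0.00247) in footprints and -0.87 ± 0.35 (SE, adjusted p = 0.153) in TE. These counts do not separate the spliced, active form, whose protein the paper finds slightly increased by immunoblot. The camera test gave an adjusted p of 0.00148 for the fall of the list in mRNA, 0.0456 for the fall in footprints and 0.0193 for the rise in TE. With an estimated correlation the adjusted p was 0.739, 0.774 and 0.742. The mRNA call was lost without 12 h (adjusted p = 0.0570), the footprint call without 3 or 12 h (up to 0.843) and the TE call without 0 or 9 h (up to 0.245). Leaving out any 1 time point kept 4 of these 10 gene calls. Calls were lost as 5 without 0 h, 6 without 1.5 h, 5 without 3 h, 6 without 9 h and 1 without 12 h (adjusted p up to 0.201), with no change of sign.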

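Genes that carry proteins into the ER and modify them there, as a group, were lower in mRNA at 9 and 12 h and rose in translational efficiency. Their median mRNA stood at 1.18-, 1.20-, 1.01-, 0.686- and 0.534-fold its 0 h level at 1.5, 3, 6, 9 and 12 h. Of 34 measured genes of ER translocation and glycosylation, 20 fell and 1 rose in mRNA (23 falls when adjusted over the list alone), while 4 fell and none rose in footprints. In TE 4 rose and none fell, and 13 rose when adjusted over the list alone. The median TE of the list stood at 0.827 and 0.998 of its 0 h value at 1.5 and 3 h, and at 1.17-, 1.37- and 1.35-fold its 0 h value at 6, 9 and 12 h. SEC61B, the beta subunit of the translocation channel, lies on chromosome 9 from 101984346 to 101992897 of GRCh37. Its TE stood at 1.37-, 1.91- and 1.35-fold at 6, 9 and 12 h. It had slopes of -1.13 ± 0.32 (SE, adjusted p = 0.0310) in mRNA, -0.12 ± 0.43 (SE, adjusted p = 0.879) in footprints and 0.92 ± 0.33 (SE, adjusted p = 0.111) in TE, from edgeR, so its own TE trend did not pass the test. SPCS1, of the signal peptidase, had a TE slope of 1.85 ± 0.35 (SE, adjusted p = 0.0167), the signal recognition particle subunit SRP9 had 1.71 ± 0.37 (SE, adjusted p = 0.0311) and the translocating chain protein TRAM1 had 1.69 ± 0.32 (SE, adjusted p = 0.0167). The translocon-associated protein SSR3 and the mannosyltransferase ALG2 fell by 2.55 and 2.07 on the log2 scale in mRNA. Of 35 genes of transport between the ER and the Golgi, 7 fell and none rose in mRNA and 2 rose and none fell in TE (5 rises when adjusted over the list alone). The rises were SAR1B, a GTPase of COPII coats, with a TE slope of 1.86, and the SNARE protein GOSR2 with 1.61. The camera test gave an adjusted p of 1.84e-06 in mRNA, 0.0672 in footprints and 2.85e-06 in TE for translocation, and 0.00435, 0.675 and 0.00135 for ER-Golgi transport. With an estimated correlation the adjusted p was 0.674 in mRNA and 0.639 in TE for translocation, and 0.770 and 0.674 for ER-Golgi transport. Both TE calls of the lists held when any 1 time point was left out, with adjusted p up to 1.59e-04 and 0.0187, while the mRNA call of ER-Golgi transport was lost without 12 h (adjusted p = 0.311). With any 1 time point left out, 2 of the 8 named gene calls were kept throughout and the rest were lost in at least 1 fit (6 without 1.5 h, 4 without 3 h, 1 without 6 h, 1 without 9 h and 6 without 12 h, adjusted p up to 0.375), all with slopes of the same sign.

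**Figure D7:**
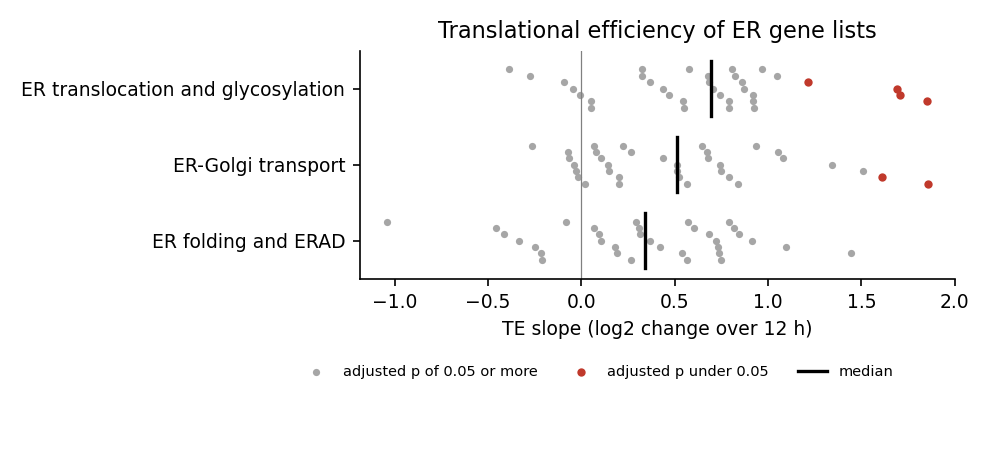
TE slope (log2 change over 12 h) of each measured member of 3 ER gene lists; red points passed the TE test, grey points did not, and black bars are medians. The medians lie above 0, at 0.70 for translocation and glycosylation, 0.51 for ER-Golgi transport and 0.34 for folding and degradation.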

Notably, transcripts related to the ER transport machinery (including *SEC61B*, Figure 2D) demonstrate 1.5- to 2-fold increases in translation vs transcription. Therefore, changes in translation of XBP1downstream targets may reflect the activity of a parallel UPR mechanism to favor adaptation to cellular stress.

Cluster TE Down includes many transcripts involved in the translational machinery itself, particularly ribosomal structural proteins (Figure 2E, Figure 2—figure supplement 1) of which the most significant pathway affected involved eIF2 signaling (p=2.35 × 10^−17^) (Table 1). 

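Ribosomal proteins and elongation factors, each as a group, were lower in translational efficiency at 12 h. The median TE of 74 cytosolic ribosomal proteins stood at 0.948, 0.963, 1.02 and 0.975 of its 0 h value at 1.5, 3, 6 and 9 h and at 0.676 at 12 h, with a median slope of -0.35. RPL7A, a protein of the large subunit encoded on chromosome 9 from 136215073 to 136218281 of GRCh37, had slopes of -0.16 ± 0.23 (SE, adjusted p = 0.637) in mRNA, -1.37 ± 0.32 (SE, adjusted p = 0.0130) in footprints and -1.20 ± 0.28 (SE, adjusted p = 0.0370) in TE, from edgeR. Its TE stood at 0.705, 0.694 and 0.463 of its 0 h value at 6, 9 and 12 h. RPL41, the smallest ribosomal protein, had a TE slope of -1.44 ± 0.27 (SE, adjusted p = 0.0165). In TE 4 members fell and 2 rose (14 and 3 when adjusted over the list alone), and the rises were RPL3 (2.07) and RPL5 (2.62). RPL3, RPL5 and RPL7A host small nucleolar RNAs, and ribosomal protein reads may be shared with pseudogenes. In footprints 6 members fell and 3 rose. Of 8 elongation factors, 2 fell and none rose in TE. EEF2, which moves the ribosome along mRNA and hosts a small nucleolar RNA, had a TE slope of -1.33 ± 0.29 (SE, adjusted p = 0.0298) and EEF1D, of the factor that recharges eEF1A, had -1.21 ± 0.29 (SE, adjusted p = 0.0375). The 37 initiation factors and poly(A)-binding proteins went both ways. EIF4A2 rose in TE (slope 3.24) and PABPC4, which also hosts a small nucleolar RNA, fell by 1.36 on the log2 scale. The camera adjusted p for TE was 1.39e-04 for ribosomal proteins, 0.0193 for elongation factors and 0.850 for initiation factors, and for footprints it was 0.0193 for ribosomal proteins. With an estimated correlation the adjusted p of the TE calls was 0.739 and 0.639, and that of the footprint call 0.763. Without 12 h the ribosomal protein calls were lost in TE (adjusted p = 0.427) and footprints (0.375); the footprint call was also lost without 0 h, and the elongation factor call without 0 or 12 h (up to 0.123). Of the 9 gene calls named, none held in every fit with 1 time point left out. They were lost as 1 without 0 h, 5 without 1.5 h, 5 without 3 h and 8 without 12 h (adjusted p up to 0.380), though no slope changed sign.

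**Figure D8:**
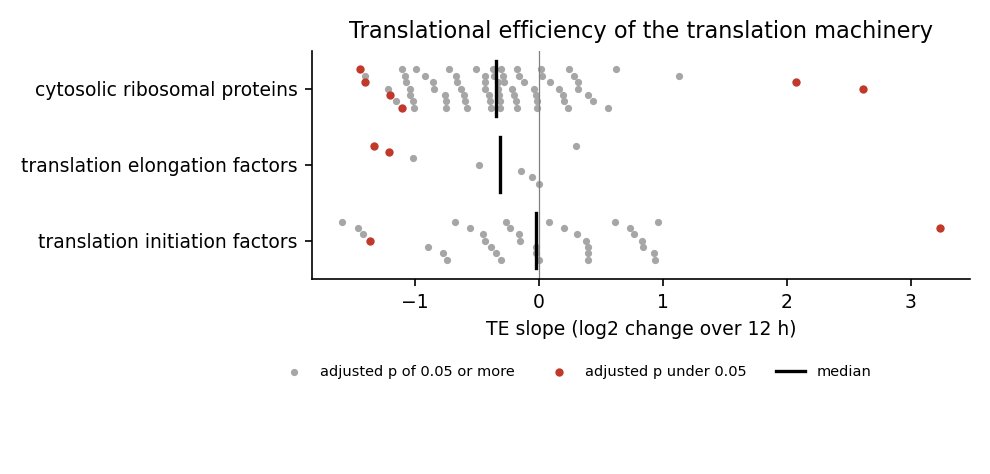
TE slope (log2 change over 12 h) of each measured member of 3 lists of the translation machinery; red points passed the TE test, grey points did not, and black bars are medians. The median lies at -0.35 for cytosolic ribosomal proteins, with RPL3 and RPL5 as red points above 0.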

In parallel we examined the 5% of genes with the highest translational efficiency in the untreated sample. The pathway ‘mitochondrial dysfunction’ was highly enriched (p=1.52 × 10^−26^) (Table 1), including numerous cytochrome *c* oxidase and NADH dehydrogenase subunits (Figure 1—source data 1). This finding suggests a favoring of translation of aerobic metabolism components in myeloma cells at baseline. 

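Subunits of the respiratory chain had high translational efficiency in the cells at 0 h. Of 74 measured oxidative phosphorylation transcripts, 31 (41.9%) were among the 284 transcripts in the top 5% by TE. Their median TE was 1.91, against 0.775 over all 5680 transcripts. They included 7 of 11 cytochrome c oxidase subunits, 15 of 34 NADH dehydrogenase genes and 8 of 16 ATP synthase genes, but 1 of 8 genes of complex III. NDUFA1 and NDUFA3, of NADH dehydrogenase, had a TE of 5.01 and 4.91, from 958 and 370 mRNA reads and 5500 and 2082 footprint reads. The cytochrome c oxidase subunits COX7A2 and COX8A had 3.79 and 3.36. These 4 transcripts were picked out after their values were seen. Random lists of 74 named transcripts were matched on the mean of log2 mRNA RPKM and log2 footprint RPKM, and could include members of the list. Neither the number of reads nor the length of the transcripts was matched, so a part of short length in these TE values cannot be told apart. Among 10000 such lists at 0 h, the median number in the top 5% was 14 and the highest was 28. In the 1.5 h libraries 22 of the 74 were in the top 5%, against a matched median of 12 and a highest of 25. The count describes 1 pair of libraries, so no p is attached to it.

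**Figure D9:**
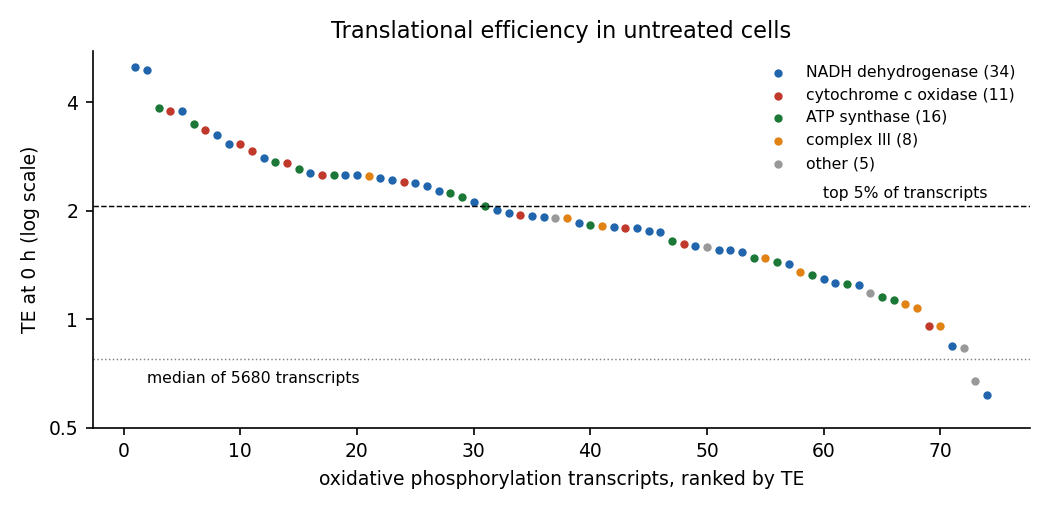
TE (footprint RPKM divided by mRNA RPKM, log scale) at 0 h of 74 oxidative phosphorylation transcripts, ranked and colored by complex; the dashed line marks the top 5% of transcripts and the dotted line the median of 5680. NDUFA1 (5.01) and NDUFA3 (4.91) are highest, and 31 transcripts lie on or above the dashed line.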

In Figure 2F we display the distribution of log_2_-fold changes in translational efficiency for Clusters TE Up and TE Down, which both show a significant difference between 12 hr vs 1.5 hr (p<0.0001, Mann-Whitney test). These changes contrast with the large majority of transcripts which show little change in TE (Figure 2G).

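For most transcripts TE stayed within 2-fold of its 0 h value, as it did for SQSTM1, a receptor that takes ubiquitinated proteins to autophagy, and for the replication genes TOP2A and MCM2. At 12 h these had 0.870, 0.649 and 1.00 of their 0 h TE. Some strongly induced genes departed further at single time points. At 1.5 h, where reads of a later footprint library were not excluded as the source, DNAJB1, BAG3, SERPINH1 and FTL had a TE of 7.92-, 5.35-, 7.45- and 3.36-fold. The heat shock genes DNAJB1 and BAG3 had 1.31- and 1.05-fold at 12 h. SERPINH1 and FTL had 3.03- and 3.13-fold at 9 h and 2.13- and 2.11-fold at 12 h. All TE ratios of SERPINH1 rest on only 39 footprint reads at 0 h. Of 5680 transcripts, 345 had a TE at least 2-fold from 0 h at 1.5 h, 202 at 3 h, 140 at 6 h and 355 at 9 h. At 12 h the number was 1148 (631 above and 517 below), so 79.8% lay within 2-fold. Against the mean of 0 and 1.5 h as the baseline, the number at 6 h was 222. In 3971 transcripts TE was never 2-fold from 0 h. With a single library per time point and assay, these counts include counting error, which is largest at 9 and 12 h, where the median footprint count was 195 and 139 reads. Thinned to the reads of the 12 h footprint library, the 6 h library gave 160 to 180 in 20 draws and the 9 h library 360 to 396. These values argue against counting error as the whole cause of the 1148 at 12 h.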

### Differential 5′ UTR translation

Taking advantage of the nucleotide resolution of ribosome profiling, we examined whether there were any large-scale changes in ribosome occupancy along mRNA during apoptosis. We performed a metagene analysis, where all footprint profiles are averaged and then aligned based on the midpoint of the protected reads (Figure 3A). We find a strong peak of ribosome occupancy at both the 5′ and 3′ ends of annotated coding sequence (CDS) and a 3-nucleotide offset resulting from position of the ribosome P site, as described previously (Ingolia et al., 2009). We also note peaks appearing every three nucleotides across the averaged reads, consistent with the triplet nucleotide coding sequence. Averaged across all transcripts, we did not find any large changes in footprint read distribution across mRNAs at different time points.

**Figure 3.**
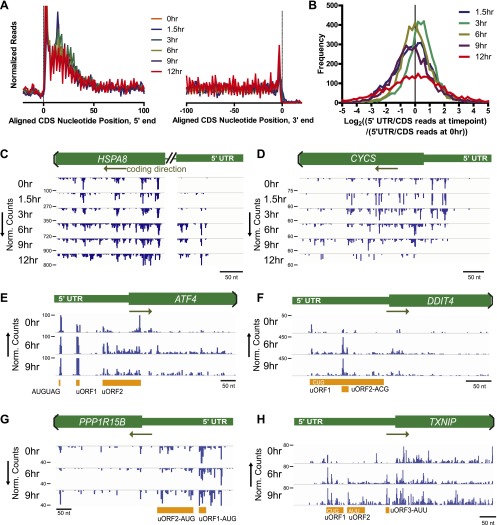
Nucleotide resolution of ribosome profiling reveals changes in 5′ UTR translation. (**A**) Metagene analysis, the alignment of footprint reads across all transcripts, to both the 5′ CDS start site and 3′ termination site (Ingolia et al., 2009). Reads counts are median-normalized to total aligned reads per sample. No significant changes are noted in overall read alignments during apoptosis. (**B**) Relative translation of 5′ UTR measured by the ratio of 5′ UTR reads to CDS reads per transcript. The log_2_ change in this ratio is compared to the 5′ UTR/CDS ratio at 0 hr. (**C** and **D**) Examples of genes with most increased or decreased relative 5′ UTR translation include *HSPA8* (Hsc70 protein) and *CYCS* (cytochrome *c*), respectively. (**E**–**H**) Genes known to be involved in ER stress response show increased read density at 5′ UTR upstream open reading frames (uORFs). *ATF4* shows density at known uORFs as well as a single upstream AUG codon. Putative uORF translation with noted initiation codon is also identified based on areas of increased read density for *DDIT4* (REDD1), *PPP1R15B*, and *TXNIP* (see detailed sequence information in Figure 3—figure supplement 2). **DOI:** http://dx.doi.org/10.7554/eLife.01236.011 10.7554/eLife.01236.012Figure 3—source data 1.5′ UTR translation.(**A**) RPKM values of reads uniquely mapped to either 5′ UTR or CDS of transcripts (same list of transcripts as in Figure 1—source data 1). Sequence and length of 5′ UTR and CDS (for RPKM calculation) are defined based on the canonical transcript isoform annotated in hg19. (**B**) Transcripts with 5′ UTR/CDS translation ratio increased ≥twofold at a minimum of three time points compared to transcript 5′ UTR/CDS translation ratio at 0 hr. **(C)** as in **B** but for transcripts with decreased 5′ UTR to CDS translation ratio.**DOI:** http://dx.doi.org/10.7554/eLife.01236.012

**Figure 3—figure supplement 1.**
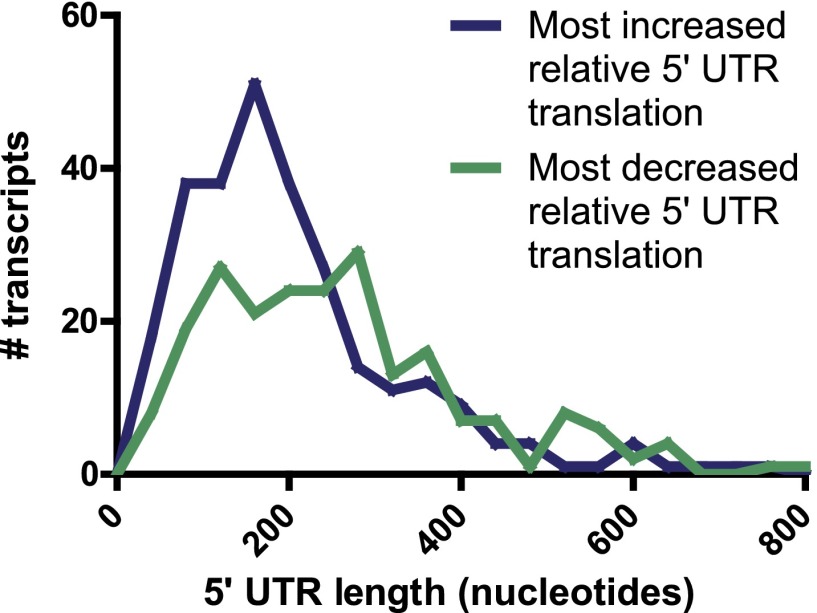
5′ UTR length. For genes found to have most increased (274 genes) and most decreased (219 genes) relative 5′ UTR translation during the time course, there is no significant difference in the distribution of annotated 5′ UTR length (p=0.94, Mann-Whitney U test). **DOI:** http://dx.doi.org/10.7554/eLife.01236.013

**Figure 3—figure supplement 2.**
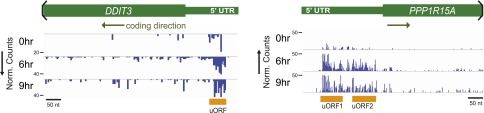
Ribosome profiling demonstrates strong footprint read density in known uORFs of *DDIT3* (CHOP) and *PPP1R15A* (GADD34). **DOI:** http://dx.doi.org/10.7554/eLife.01236.014

**Figure 3—figure supplement 3.**
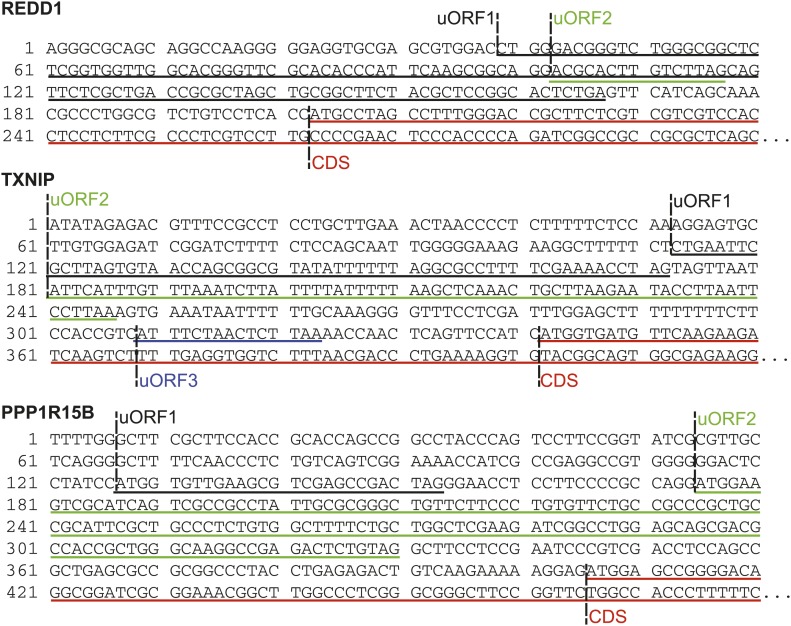
Sequence data indicating uORFs suggested by increased footprint read density in *REDD1*, *TXNIP*, and *PPP1R15B* 5′ UTRs. Putative *REDD1* uORFs are translated out of frame with the CDS; *TXNIP* uORFs 1 and 2 are out of frame, while uORF3 is in frame; both *PPP1R15B* uORFs are in frame with the CDS. **DOI:** http://dx.doi.org/10.7554/eLife.01236.015

We next investigated whether there were general changes in proteome control by differing ribosome occupancy of the mRNA 5′ untranslated region (UTR). Ribosome occupancy in this region may indicate translation of short regulatory polypeptides in upstream open reading frames (uORFs) or production of alternate N-terminal isoforms of canonically translated proteins (Ingolia et al., 2011; Lee et al., 2012; Stern-Ginossar et al., 2012). Others have shown that yeast responding to oxidative stress produce large increases in 5′ UTR translation (Gerashchenko et al., 2012). A general decrease in 5′ UTR translation was also seen in differentiating mouse embryonic stem cells (Ingolia et al., 2011). In contrast, we identified no overall trend toward altered 5′ UTR translation relative to CDS translation in our system (Figure 3B). However, these frequency distributions are broad and some individual transcripts do have large changes in the relative translation of the 5′ UTR during apoptosis. We examined transcripts with >twofold change in 5′ UTR translation relative to CDS translation when compared to untreated sample in at least three time points after drug exposure (Figure 3—source data 1). By χ^2^ analysis, genes in Cluster Upreg were significantly over-represented among the 274 genes in the increased UTR translation group (p=0.033). Both Clusters Upreg and Downreg were over-represented among the 219 genes in the decreased UTR translation group (p=0.0006 and p=0.014, respectively). 

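Chaperone genes were found in both groups of transcripts with altered 5' UTR translation. Among the 219 genes with decreased 5' UTR translation are BAG3, the collagen chaperone SERPINH1 and the polyubiquitin gene UBB, which rose in mRNA and footprints, as did NFE2L2, the antioxidant transcription factor NRF2, with slopes of 1.27 ± 0.37 (SE, adjusted p = 0.0334) in mRNA and 2.15 ± 0.41 (SE, adjusted p = 0.00620) in footprints from edgeR. ATF4 is in the same group. HSPA8, HSP90AB1 and DNAJA1, which had footprint slopes of 5.35 ± 0.82 (SE, adjusted p = 0.00216), 3.94 and 4.17, are among the 274 genes with increased 5' UTR translation, together with TXNIP, CCT5 and SEC61B. Membership of the groups is the paper's, and the trends are of the reads per canonical transcript in the deposited table. The groups were defined from the ratio of 5' UTR to coding sequence footprints in these same libraries. More coding sequence footprints lower that ratio, so membership and footprint calls are not independent. An excess of rises in the decreased group may be partly built in. Of the decreased group, 24 (11.0%) rose in both assays, against 6.15% of the other transcripts (Fisher's exact test, two-sided, p = 0.00696, adjusted p = 0.0278 over 4 tests). In the same group 7 (3.20%) fell in both, against 4.94% (exact p = 0.334, adjusted p = 0.445). Of the increased group, 22 (8.03%) rose in both, against 6.25% (exact p = 0.251, adjusted p = 0.445), and 13 (4.74%) fell in both, against 4.88% (exact p = 1). With calls from the late against the early time points, 38 of the increased group rose (13.9% against 9.23%, adjusted p = 0.0290). With transcripts 2-fold from 0 h at 2 or more of the 3 late time points, 23 of the decreased group were up (10.5% against 6.67%, adjusted p = 0.0771). When the fit was repeated with 1 time point left out, 5 of the 11 gene calls named held each time. The losses were 6 without 0 h, 5 without 1.5 h, 2 without 3 h and 2 without 9 h (adjusted p up to 0.165), and every slope kept its sign.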

No other Clusters showed significant over- or under-representation. We did not find any difference in 5′ UTR length between the groups with most increased and most decreased relative 5′ UTR translation (Figure 3—figure supplement 1). IPA (Table 1) and inspection of genes in the increased UTR translation group revealed numerous translation elongation and initiation factors, ribosome structural proteins, chaperones (i.e., *DNAJA1*, *HSP90AB1*, *CCT5*, *HSPA8*; Figure 3C), and proteasomal subunits. The decreased UTR translation group does not show as strong a biological pattern although we do find ubiquitin (*UBB*), the co-chaperone BAG3, and cytochrome *c* (*CYCS*; Figure 3D), that are relevant to bortezomib-induced apoptosis.

The production of ATF4 is thought to be governed by the relative translation of two uORFs in the 5′ UTR (Lu et al., 2004). We find that changes in the footprint density across both of these uORFs correspond with increased translation of the *ATF4* CDS (Figure 1—figure supplement 3) and detection of the protein product by immunoblot (Figure 1—figure supplement 2). We do also note strong footprint read density of a single amino acid uORF 22 nucleotides from the 5′ end of the ATF4 transcript (Figure 3E). Ribosome occupancy of this single methionine is of unclear significance, though it may also play an uncharacterized role in regulating ATF4 translation in myeloma.

We note that in these samples translation elongation was inhibited by cycloheximide. This treatment does not identify uORFs with as high precision as inhibition of initiation complexes by harringtonine or lactimidomycin (Ingolia et al., 2011; Lee et al., 2012; Stern-Ginossar et al., 2012). Thus, we cannot confidently assign 5′ UTR read density across all genes to specific start codons, particularly non-AUG uORFs. However, we did focus on a subset of genes important in the ER stress response. We first looked at *DDIT3* (CHOP) and *PPP1R15A* (GADD34), where in both genes we found strong footprint read density in uORFs known to regulate CDS translation (Figure 3—figure supplement 2) (Jousse et al., 2001; Lee et al., 2009). We next examined other genes with a role in the ER stress response but without known uORF translation. These include *DDIT4* (REDD1), a repressor of mTOR signaling potentially under control of *ATF4* (Whitney et al., 2009); *TXNIP*, recently found to be a key mediator of apoptosis under the UPR (Lerner et al., 2012; Oslowski et al., 2012); and *PPP1R15B*, which also plays a role in the dephosphorylation of eIF2α (Harding et al., 2009). Intriguingly, all three genes showed apparent uORF translation, identified as areas of increased 5′ UTR read density with a peak corresponding to AUG or near-AUG initiation codons (Ingolia et al., 2011) and bounded by a stop codon on the 3′ end (Figure 3F–H, Figure 3—figure supplement 3).

### Quantitative proteomics detects only a small subset of anti-apoptotic proteins notably produced

We next explored how the changes at the level of transcription and translation compare to the changes in protein levels during bortezomib-induced apoptosis. At each time point we isolated total protein and employed 6-plex iTRAQ labeling with a different isobaric mass tag (Mertins et al., 2012) so that data from all time points can be compared simultaneously in a single mass spectrometry (MS) experiment. After analysis on two different mass spectrometers, a total of 2686 proteins were identified with at least two unique peptides and quantifiable iTRAQ reporter intensities. Typical MS spectra are shown in Figure 4A.

**Figure 4.**
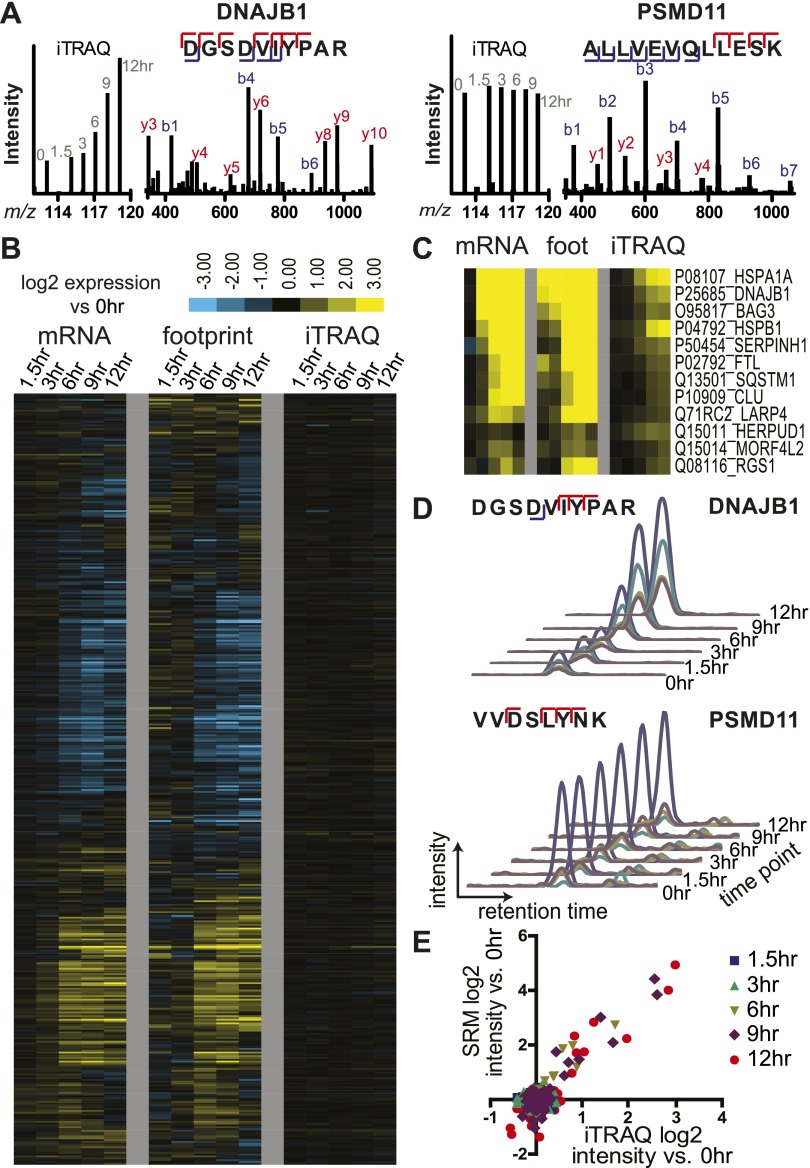
Unbiased and targeted quantitative proteomics reveals abundance changes in a small subset of proteins. (**A**) Example mass spectra demonstrating both *m/z* peaks used for peptide sequencing and iTRAQ reporter ion signal to measure relative abundance across time points. (**B**) Hierarchical clustering heat map of paired mRNA and ribosome footprint relative read density vs 0 hr with relative iTRAQ protein abundance for 2572 proteins. (**C**) Inset of heat map for proteins increased in relative abundance by >50% at ≥2 time points shows few proteins are measurably produced during bortezomib-induced apoptosis. (**D**) Targeted selected reaction monitoring (SRM) assays orthogonally validate iTRAQ data for 152 proteins. In this representative data, each colored trace monitors the intensity of a given parent and fragment ion pair, as demarcated in the peptide sequence; multiple co-eluting peaks positively identify a targeted peptide. (**E**) Protein abundance measured by both SRM and iTRAQ demonstrate strong correlation across time points (*r* = 0.80). **DOI:** http://dx.doi.org/10.7554/eLife.01236.016 10.7554/eLife.01236.017Figure 4—source data 1.Proteomic data.iTRAQ proteomic data organized at the protein (**A**) and peptide (**B**) level for 2686 proteins. All proteins included had a minimum of two unique peptides mapping to the protein; all peptides showed minimum iTRAQ reporter ion intensity of 300 cps at 0 hr. (**C**) iTRAQ proteomic data matched by UniProt Accession number to genes tracked in mRNA and footprint data across the time course. (**D**) List of proteins identified by iTRAQ proteomics but not present in analyzed genes from RNA deep sequencing. (**E**) List of parent and fragment ion transitions used for all peptides in SRM validation of iTRAQ data. (**F**) Protein and (**G**) peptide intensity data for targets tracked in SRM assay.**DOI:** http://dx.doi.org/10.7554/eLife.01236.017

**Figure 4—figure supplement 1.**
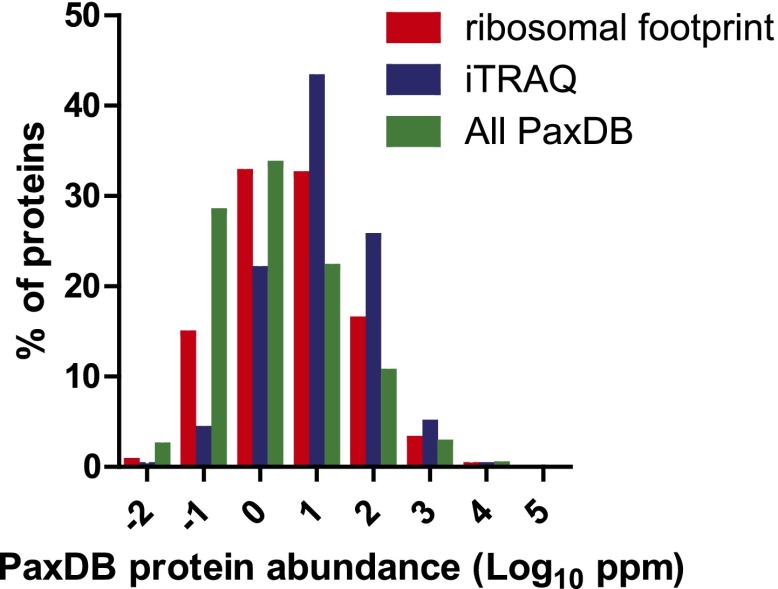
Protein abundance comparison. Frequency distribution of protein abundance monitored by iTRAQ proteomics (∼2700 proteins) and ribosome profiling (∼5700 proteins) compared to average cellular protein abundance as estimated in PaxDB (www.pax-db.org). We note that both distributions examine similar portions of the proteome, though the iTRAQ demonstrates greater coverage of higher abundance proteins. **DOI:** http://dx.doi.org/10.7554/eLife.01236.018

**Figure 4—figure supplement 2.**
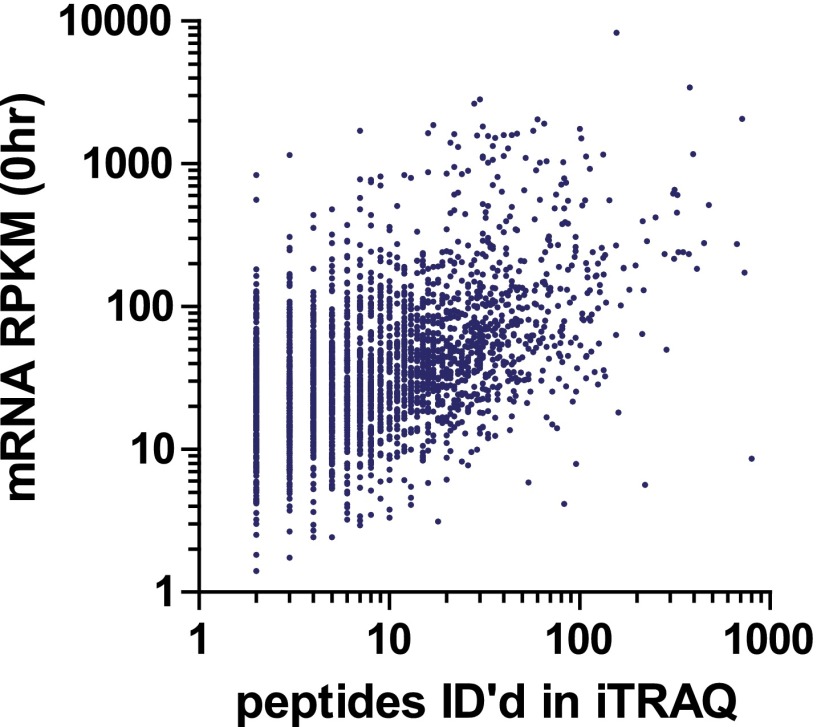
Comparison of baseline (0 hr) read density of mRNA transcripts vs number of identified peptides mapping to each protein in iTRAQ proteomics. We find a weak but positive correlation (*R* = 0.27, p<0.0001). This distribution is comparable to the relationship between absolute transcript and protein copies at baseline in Figure 5—figure supplement 2. **DOI:** http://dx.doi.org/10.7554/eLife.01236.019

**Figure 4—figure supplement 3.**
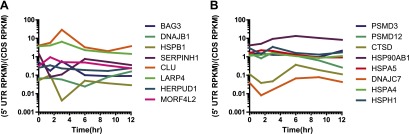
Relative 5′ UTR translation across the time course for upregulated genes. Relative 5′ UTR translation (measured as normalized footprint read density in 5′ UTR vs normalized footprint read density in coding sequence) over the time course for selected genes (**A**) upregulated at the mRNA and footprint level and also increased by iTRAQ proteomics and (**B**) upregulated at the mRNA and footprint level with no detected change by iTRAQ. We note that for both sets of genes relative 5′ UTR translation stays relatively constant during bortezomib-induced apoptosis, consistent with genome-wide analysis in Figure 3B. **DOI:** http://dx.doi.org/10.7554/eLife.01236.020

**Figure 4—figure supplement 4.**
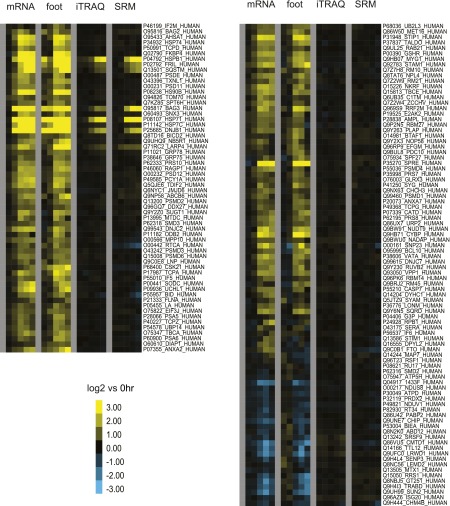
Unbiased and targeted proteomics comparison to deep sequencing data. Data from 150 proteins targeted in SRM assay to validate iTRAQ data. Comparison heat map of mRNA and footprint read density with iTRAQ and SRM relative protein abundance. **DOI:** http://dx.doi.org/10.7554/eLife.01236.021

We compared the proteins identified by MS as well as those tracked by ribosome profiling to a database of cellular protein abundance (www.pax-db.org; Figure 4—figure supplement 1; Wang et al., 2012). There was significant overlap between the protein abundance range monitored both by ribosome profiling and iTRAQ proteomics, demonstrating that these two techniques are probing a similar portion of the proteome. We concentrated on 2572 of these proteins that also had corresponding mRNA and ribosome footprint data (Figure 4—source data 1). We noted a slight positive correlation (*R* = 0.27) between baseline transcript read density and number of peptides identified by iTRAQ proteomics (Figure 4—figure supplement 2). Strikingly, for the vast majority of proteins there is no distinct change in relative protein abundance while large changes are observed in relative mRNA and footprint reads (Figure 4B).

Nonetheless, we did find a subset of 12 proteins (0.47% of total) with >50% increase in protein abundance across at least two time points (Figure 4C). The majority of these proteins show strong upregulation at the mRNA and footprint level and have potential functions mediating either the folding (*HSPA1A, DNAJB1, BAG3, HSPB1, SERPINH1, CLU*) or degradation (*SQSTM1*) of unfolded proteins. These proteins are key players in an anti-apoptotic response that reduce cellular stress after proteasome inhibition by bortezomib. 

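The genes of protein folding and degradation with raised protein rose many-fold in mRNA and footprints, although the mRNA trend of HSPA1A did not pass the test. CLU, an extracellular chaperone, stood at 25.9-fold its 0 h mRNA level and 22.2-fold its 0 h footprint level at 12 h. SQSTM1 stood at 17.1- and 14.9-fold. BAG3 and DNAJB1 were highest in mRNA at 6 h, at 103- and 116-fold, and stood at 74.3- and 101-fold at 12 h. SERPINH1 stood at 79.2-fold in mRNA and 240-fold in footprints at 9 h. Its footprint fold rests on 39 reads at 0 h, where the lowest count of any transcript in that library was 36. CLU had slopes of 5.31 ± 0.41 (SE, adjusted p = 7.06e-04) in mRNA and 4.94 ± 0.40 (SE, adjusted p = 4.80e-05) in footprints, from edgeR, and SQSTM1 had 4.48 ± 0.29 (SE, adjusted p = 5.50e-04) and 4.01 ± 0.36 (SE, adjusted p = 1.24e-04). HSPA1A, the inducible HSP70, had slopes of 6.80 ± 3.09 (SE, adjusted p = 0.126) and 6.39 ± 1.84 (SE, adjusted p = 0.0305). Its mRNA counts were 171, 4564, 21559, 17438 and 2513 at 1.5, 3, 6, 9 and 12 h, a course that a straight line follows poorly. Its gene is nearly identical to HSPA1B, with which it may share reads, and its deposited RPKM does not follow its counts, so no fold is given for it. The TE slopes of these genes were not called. Without HSPA1A they ranged from -0.56 for DNAJB1 to 0.59 for SERPINH1. That of HSPA1A, 0.98 ± 1.05 (SE), differs in sign from the difference of its separately fitted slopes, so no direction is given for it. Leaving out any 1 time point kept 5 of these 11 gene calls. Calls were lost as 6 without 0 h, 4 without 1.5 h, 3 without 3 h and 2 without 9 h (adjusted p up to 0.165), with no change of sign.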

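FTL, the light chain of the iron-storage protein ferritin, rose in both assays. Its mRNA stood at 0.947-, 1.40-, 4.72-, 10.8- and 19.3-fold the 0 h level at 1.5, 3, 6, 9 and 12 h. Its footprints stood at 3.18-fold at 1.5 h, were lower at 3 h (1.93-fold) and then reached 10.5-, 33.9- and 40.8-fold at 6, 9 and 12 h. The gene lies on chromosome 19 from 49468566 to 49470136 of GRCh37, and its slopes from edgeR were 4.80 ± 0.35 (SE, adjusted p = 7.05e-04) in mRNA and 5.58 ± 0.58 (SE, adjusted p = 4.67e-04) in footprints. Its TE slope was 0.76 ± 0.50 (SE, adjusted p = 0.381). Other targets of the antioxidant transcription factor NRF2 rose with it. SRXN1, which repairs peroxiredoxins, had mRNA and footprint slopes of 3.35 and 3.13, GCLM, of glutathione synthesis, had 2.74 and 3.05, and the biliverdin reductase BLVRB had 2.95 and 2.07. Of 15 measured targets, 12 rose in mRNA and 10 in footprints and none fell (13 and 12 rises when adjusted over the list alone). HMOX1, named from a figure label, is not counted among the 15. The camera adjusted p was 3.74e-08 in mRNA and 3.94e-08 in footprints, and with an estimated correlation the adjusted p was 0.516 in both. Of the 8 gene calls given here, all 8 held when any 1 time point was left out.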

Interestingly, we also find ferritin light chain (*FTL*) increased (Figure 4C). Another group has recently found that depleting ferritin light chain enhances myeloma cell sensitivity to bortezomib (Campanella et al., 2012), suggesting it also plays an anti-apoptotic role here. Of note, we did not observe any distinct changes in relative 5′ UTR translation for the few proteins increased by iTRAQ (Figure 4—figure supplement 3).

To further validate the iTRAQ findings, we employed an orthogonal method of label-free, targeted, quantitative mass spectrometry termed Selected reaction monitoring (SRM). This method is analogous to Western blotting without the need for dozens of antibodies and potential improvement in performance characteristics (Maiolica et al., 2012). We prepared an independent biological time course of MM1.S cells treated with 20 nM bortezomib and isolated tryptic peptides from total cellular lysate. We tracked the relative abundance of one to three peptides from 152 proteins. The SRM peak area intensity data was compared to the iTRAQ reporter signal (e.g., in Figure 4A–D, respectively; heat map in Figure 4—figure supplement 4). Comparing across all time points in Figure 4E we found a strong correlation between SRM and iTRAQ data (*R* = 0.80). For the few increased proteins the abundance changes detected by SRM are greater than those found by iTRAQ, which is consistent with the greater suppression of iTRAQ reporter ions often seen in complex samples (Ow et al., 2009). The label-free SRM data do not suffer from this same limitation and more likely reflect the true change in protein abundance. This independent MS assay confirms that only a small subset of proteins show measurable increases in abundance during apoptosis.

### Global translational shutdown during apoptosis

Our quantitative proteomic results are strongly consistent with polysome analysis (Figure 5—figure supplement 1) showing a significant decrease in translation well before any loss in cell viability. We wished to better understand the mechanism leading to this translational shutdown during apoptosis. During the UPR, it is well-known that phosphorylation of the initiation factor eIF2α by the ER-resident sensor kinase PERK is associated with general translation inhibition (Walter and Ron, 2011). At early time points we find that PERK appears phosphorylated, as previously reported (Atkins et al., 2013), and at later time points it undergoes proteolysis (Figure 5A). In contrast to other drugs that induce ER stress, we find levels of eIF2α phosphorylation actually decrease after bortezomib exposure (Figure 5A). This finding suggests that there must be other drivers of translation inhibition in this system.

**Figure 5.**
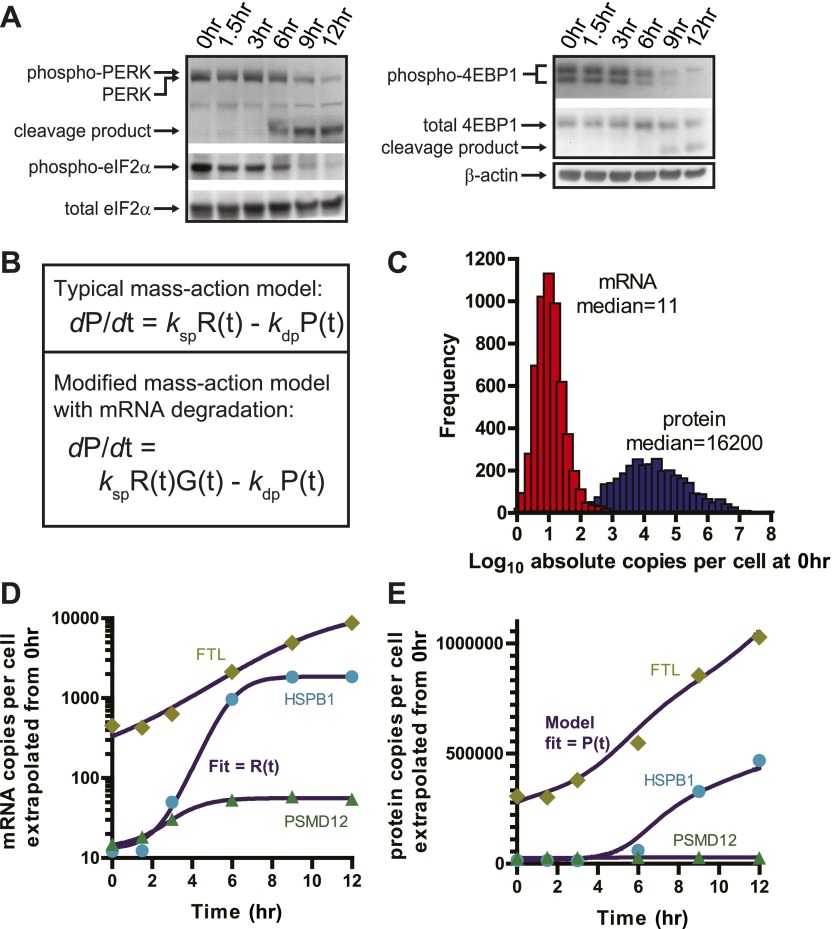
Translational shutdown during apoptosis and quantitative modeling reconciles deep sequencing and proteomic data. (**A**) Western blotting tracked UPR proteins important in modulating translation via ER stress. We detect the known caspase cleavage of PERK and 4E-BP1. (**B**) Differential rate equations describing protein production. R(*t*) = mRNA abundance; P(*t*) = protein abundance; *k*_sp_ = protein translation rate constant; *k*_dp_ = protein degradation rate constant. G(*t*) describes global mRNA degradation (Figure 1B). (**C**) Absolute copies per cell at 0 hr of both mRNA (∼5700 transcripts) and protein measured by iBAQ (∼3400 proteins) demonstrates distributions of same order of magnitude as those seen in mouse NIH3T3 cells (Schwanhausser et al., 2011). (**D**) Extrapolation of absolute mRNA copy numbers per cell based on RPKM, not accounting for mRNA degradation, is well-fit by either a sigmoid or quadratic function to define R(*t*). (**E**) Absolute protein copies per cell were extrapolated from iBAQ results based on SRM assay intensity. The modified mass-action model incorporating mRNA degradation was able to well-fit the subset of proteins that were detectably increased and also explained why others increased at the transcriptional level did not show protein increases. **DOI:** http://dx.doi.org/10.7554/eLife.01236.022 10.7554/eLife.01236.023Figure 5—source data 1.mRNA and protein absolute abundance.(**A**) Absolute copies of mRNA and (**B**) protein per MM1.S cell at 0 hr as determined using mRNA read density and iBAQ calculation, respectively, as described in the ‘Materials and methods’. (**C**) Relative 5′ UTR translation at baseline vs absolute protein copies per cell by iBAQ. (**D**) Extrapolated mRNA and protein copies per cell for 13 genes as used for model fitting as shown in Figure 5—figure supplement 4.**DOI:** http://dx.doi.org/10.7554/eLife.01236.023

**Figure 5—figure supplement 1.**
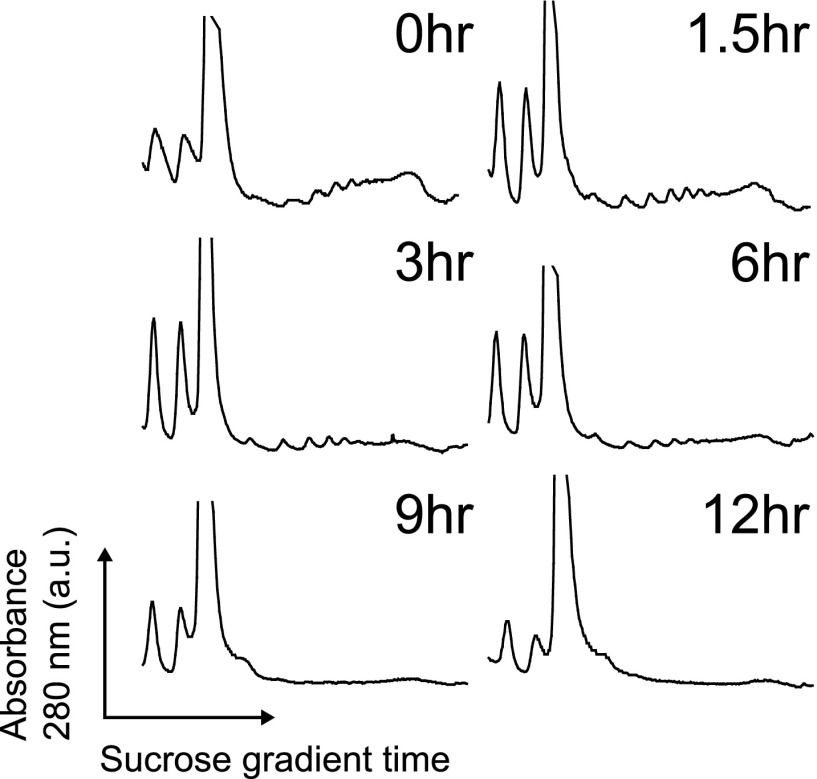
Polysome profiles. Polysome profiles by sucrose gradient during the apoptotic time course show decrease in polysome peaks over time during during apoptosis. Translation is largely suppressed well before any loss in cell viability. **DOI:** http://dx.doi.org/10.7554/eLife.01236.024

**Figure 5—figure supplement 2.**
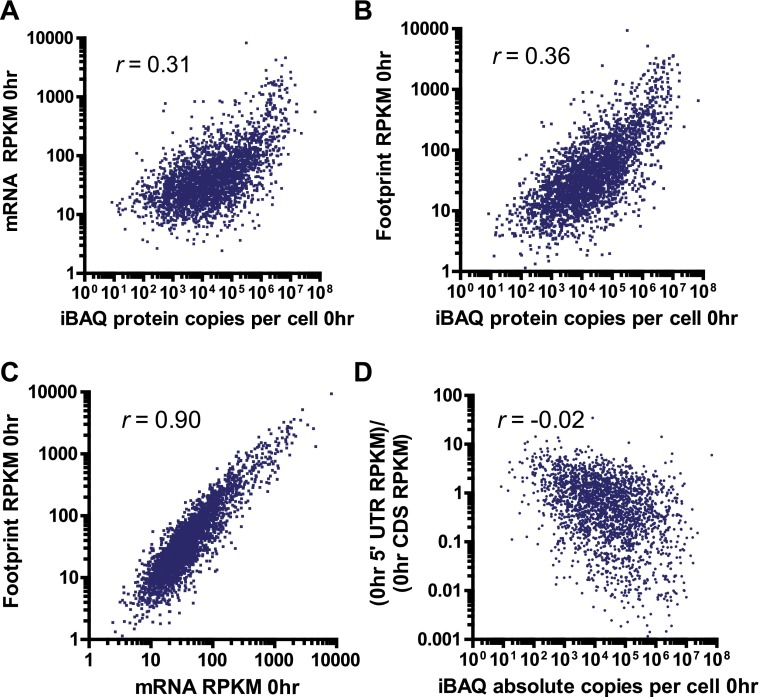
Comparison between deep sequencing and proteomic data. Correlation of mRNA amount (**A**) and ribosome footprint (**B**) read density (in RPKM) with absolute protein abundance by iBAQ MS analysis at 0 hr in MM1.S cells demonstrates limited correlation. (**C**) Strong correlation of ribosome footprint and mRNA read density at 0 hr. All correlations in **A**–**C** with p<0.0001. (**D**) Relative 5′ UTR translation at baseline vs protein abundance. We note a weak but non-significant correlation (p=0.35) suggesting that increased 5′ UTR translation may relate to lower steady-state protein abundance. **DOI:** http://dx.doi.org/10.7554/eLife.01236.025

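At 0 h, footprint RPKM followed mRNA RPKM across transcripts that span the abundant to the rare. Respiratory chain subunits such as NDUFA1, with 222 RPKM of mRNA and 1113 RPKM of footprints, lay above the general relation. HSPB1, which had the largest mRNA slope of the 5680 transcripts, began at 31.3 RPKM of mRNA and 72.8 RPKM of footprints. Pearson's r between the 2 assays was 0.881 across 5680 transcripts (95% bootstrap interval 0.800 to 0.937). On the log2 scale r was 0.874, and Spearman's rho was 0.846. Transcripts are not independent replicates, and each assay had 1 library at 0 h.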

**Figure 5—figure supplement 3.**
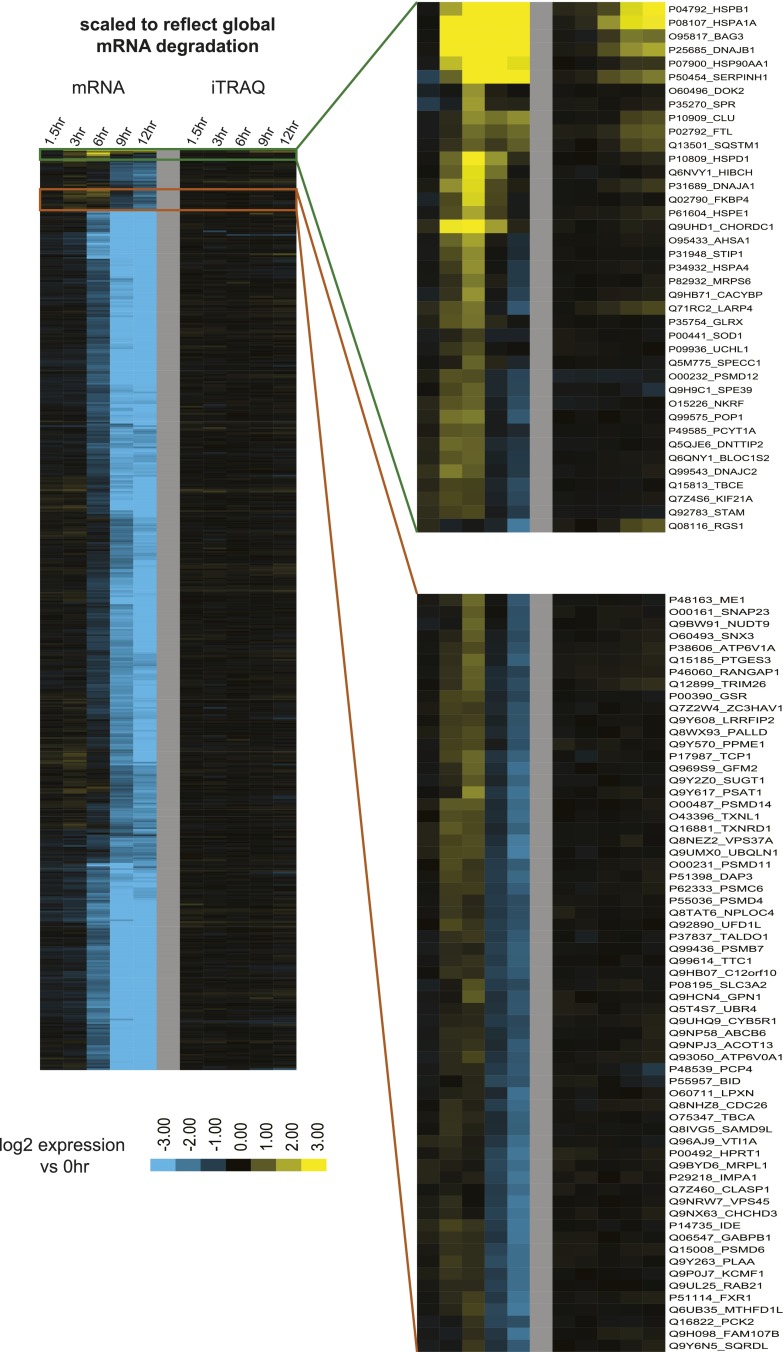
mRNA-seq data scaled by global mRNA degradation. Relative mRNA expression data from Figure 4B scaled to reflect global mRNA degradation at later time points during apoptosis. By this scaling (scaling factors for mRNA based on fit G(*t*) function = 1.0 at 0 hr, 0.93 at 1.5 hr, 0.91 at 3 hr, 0.48 at 6 hr, 0.17 at 9 hr, 0.12 at 12 hr), assuming that all mRNA are degraded at the same rate, the absolute mRNA abundance can be estimated across all cells in the population. Upper inset demonstrate that transcripts with absolute mRNA abundance changes across the entire time course are more likely to have increases in protein level, whereas those with transient increases in mRNA generally do not result in detectable protein production. **DOI:** http://dx.doi.org/10.7554/eLife.01236.026

**Figure 5—figure supplement 4.**
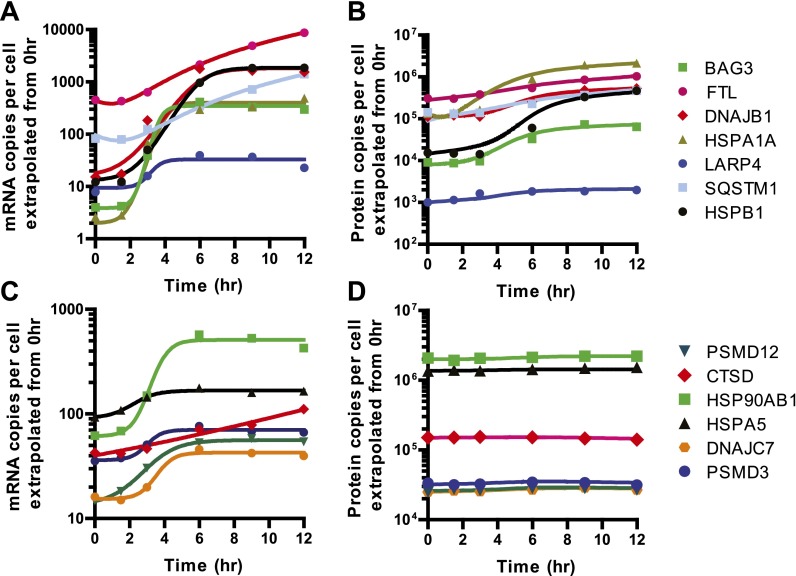
Model fits to 13 selected genes. We used our quantitative model to describe a subset of genes increased at both the transcript and protein level (**A** and **B**) and those where relative transcript levels increased but protein levels were unchanged (**C** and **D**). Solid lines in (**A** and **C**) represent quadratic fits (FTL, SQSTM1, CTSD) or four-parameter sigmoid fits (all others) to relative mRNA abundance data to describe R(*t*), as in Figure 5E. Solid lines in (**B** and **D**) represent fits to modified mass-action to describe P(*t*) as shown in Figure 5F. **DOI:** http://dx.doi.org/10.7554/eLife.01236.027

**Figure 5—figure supplement 5.**
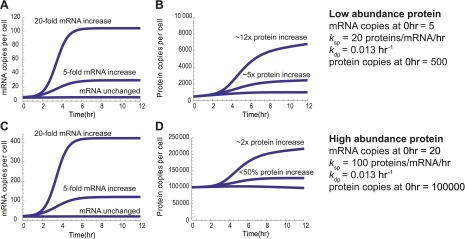
Predicted protein changes from mRNA changes. Model predictions demonstrating that even during apoptosis, for the same increase in relative transcript levels low-abundance proteins (500 copies per cell at baseline) will have substantial relative protein increases, whereas high abundance proteins (100,000 copies per cell at baseline) will have much smaller changes in relative protein abundance. This is even true when the absolute transcript abundance change is much greater for the high abundance protein and including *k*_sp_, the rate constant describing proteins produced per mRNA per hour, as greater for the high abundance protein based on the results of Schwanhausser et al. 2011. **DOI:** http://dx.doi.org/10.7554/eLife.01236.028

Phosphorylation and dephosphorylation of proteins in the eIF4 complex may also inhibit mRNA cap-dependent translation, including hypophosphorylation of 4E-BP1 (Spriggs et al., 2010). Indeed, we observed 4E-BP1 dephosphorylation at the 6 hr time point. This is followed by rapid caspase degradation of 4E-BP1 during cell death (Figure 5A). It is also known that caspases target other proteins in the eIF4 complex (Bushell et al., 2004). Using N-terminomics (described in more detail below) we found that proteolysis of initiation factors begins at the 6 hr time point and accelerates later in apoptosis (Figure 6—figure supplement 1). Another potentially important mechanism is the global degradation of mRNA during apoptosis (Del Prete et al., 2002) (Figure 1B), depriving ribosomes of substrates for translation. Together, these results demonstrate that well before the loss of cellular viability, translation is inhibited both by shutting down translation initiation and destruction of mRNA.

### A quantitative mass-action model describes protein changes

We sought a quantitative explanation for the limited changes in relative protein level we observed despite large changes in relative transcript and ribosome footprints. Recently developed systems-level technologies, as we use here, enable genome-wide quantitative assessment of the efficiency for decoding of mRNA to protein (Vogel and Marcotte, 2012). In this apoptotic system, proteins are relatively stable due to several factors: at 20 nM bortezomib in MM1.S cells, proteasomal activity is almost completely inhibited (Berkers et al., 2005). The proteasome is also extensively cut by caspases leading to loss of activity (Gray et al., 2010; Figure 6—figure supplement 1). Moreover, we find that endoproteolysis during apoptosis cuts fewer than 20% of the proteins in the cell and often only once or twice per protein leading to stable domains (Dix et al., 2008; Mahrus et al., 2008; Crawford et al., 2013). These domains would be indistinguishable from intact proteins by iTRAQ. Therefore, we expect that detectable protein degradation is extremely limited and changes by iTRAQ largely reflect protein production alone. In contrast, mRNAs with very different stabilities (steady-state half-lives on the order of minutes to hours) are rapidly degraded with similar kinetics under various apoptotic inducers even prior to cell death (Del Prete et al., 2002).

Mass-action models, as shown in Figure 5B, can describe the dynamic relationship between protein and mRNA but require absolute abundance measurements per cell. As described in (Schwanhausser et al., 2011), we used measurements of total mRNA combined with mRNA-seq read density to estimate the absolute abundance of each transcript per cell in untreated MM1.S cells. For absolute protein abundance we used a recently described method of label-free quantitation termed intensity based absolute quantitation (iBAQ) (Schwanhausser et al., 2011). From untreated MM1.S cells we generated absolute abundance estimates for 3369 proteins (Figure 5—source data 1). Compared to baseline protein abundance, we found a slightly stronger correlation for footprint read density than mRNA (Figure 5—figure supplement 2). Interestingly, we also found that increased 5′ UTR translation at baseline may correlate with decreased steady-state protein abundance (Figure 5—figure supplement 2). 

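The number of mRNA copies per cell at 0 h was computed for each transcript from its reads, its length and the total of mRNA nucleotides per cell (T), by the equation in the paper's Methods. With the T and the total reads printed there, the median over 5680 transcripts was 104 copies per cell (95% bootstrap interval over transcripts 101 to 107, interquartile range 57.9 to 199). With the column sum of the deposited table as the total, the median was 122. With T taken from the paper's mRNA yield per cell and nucleotide mass (6.45e-16 mol per cell, which is lower than the T printed), a setting chosen after the values were seen, it was 10.5. The printed T thus conflicts with the yield and mass printed beside it. The paper's own copy numbers, read for 1999 transcripts, have 0.391 copies per RPKM. The T from the yield gives 0.388 and the printed T gives 3.85, so the median of 104 follows from the printed T. The relative scale does not depend on T: HSPB1 at 0 h had 31.3 RPKM and the ER chaperone HSPA5 had 238. The proteomic values are not analysed here.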

Overall distributions of protein and mRNA copies per MM1.S cell, with a median of 11 transcript copies and ∼16,000 protein copies (Figure 5C), were similar to those previously found in mouse NIH3T3 cells (Schwanhausser et al., 2011).

We used these absolute abundance measurements to prepare an approximate quantitative model in our system. We built a mass-action model similar to that in (Schwanhausser et al., 2011) but modified to incorporate a term to account for global mRNA degradation (Figures 1B and 5B) (see ‘Materials and methods’ for details of modeling). This model describes the change in protein copies per cell as a function of transcript copies per cell, the rate of translation, and the rate of protein degradation. We analyzed a subset of 13 genes with transcriptional increase but non-uniform changes in protein levels (Figure 5D, Figure 5—figure supplement 4). This model was able to fit the protein abundance data, primarily by varying the term *k*_sp*,*_ describing the number of proteins produced per transcript per hour (Figure 5E, Figure 5—figure supplement 4). *k*_sp_ ranged from 10 to 270, consistent with the range found previously (Schwanhausser et al., 2011).

Based on this model, we can begin to reconcile our deep sequencing and proteomic data. During the early stages of apoptosis, the group of transcripts with multi-fold increases in relative abundance do not all lead to measurable protein increases. This is because the absolute number of these transcripts per cell in the sample remains fairly stable as transcription and mRNA degradation offset. This is illustrated by scaling the relative mRNA data shown in Figure 4A by a factor reflecting global mRNA degradation (Figure 5—figure supplement 3). 

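Scaled by the paper's factors for global mRNA loss, most transcripts that rose relative to the pool were at or below their 0 h level by 9 h. Of the 360 transcripts that rose in both assays, 258 were above 0 h at 3 h after scaling, 205 at 6 h, 58 at 9 h and 36 at 12 h. Their median fold relative to the pool was 1.28, 2.29, 3.01 and 2.94 at 3, 6, 9 and 12 h, and 1.16, 1.10, 0.511 and 0.352 after scaling. PSMD12 of the proteasome and the ubiquitin gene UBB, which rose relative to the pool, were at 1.72 and 1.57 of their 0 h level at 6 h after scaling and at 0.439 and 0.658 at 12 h. NFE2L2 was at 1.07 and 0.231. HMGB1 was at 0.0263 of its 0 h level at 12 h. In edgeR the scaling moved the median mRNA slope of all transcripts from 0.01 to -3.41, with 18 calls up and 5508 down, a shift that follows from the factors themselves, since they lower every transcript alike. The factors are the paper's (0.48 at 6 h, 0.17 at 9 h and 0.12 at 12 h), and their error is not part of these counts.

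**Figure D10:**
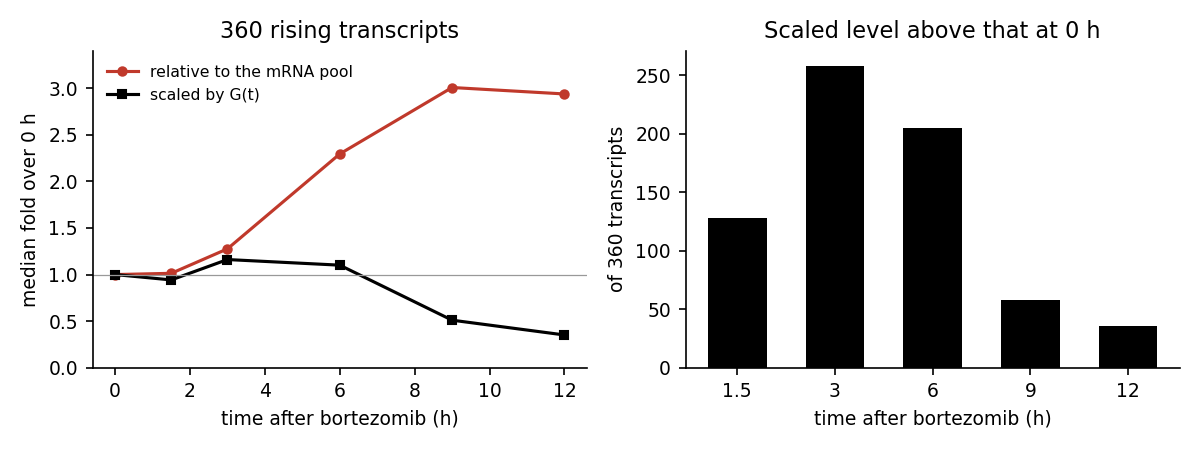
Left: median fold over 0 h of the 360 transcripts that rose in both assays, relative to the mRNA pool (red) and scaled by the paper's global mRNA factor G(t) (black), against time after bortezomib in hours. Right: number of the 360 whose scaled level was above that at 0 h, which is 36 at 12 h.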

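After the same scaling, some chaperone, ferritin and stress genes stayed above their 0 h mRNA level to the end of the course, and others did not. At 12 h HSPB1 was at 18.2-fold, DNAJB1 at 12.1-fold, BAG3 at 8.91-fold and SERPINH1 at 8.87-fold. The chaperone CLU was at 3.10-fold, the ferritin chain FTL at 2.32-fold and the autophagy receptor SQSTM1 at 2.06-fold. CLU, FTL and SQSTM1 had scaled values of 2.43, 1.84 and 1.48 at 9 h, and HSPB1 had 25.6. DDIT3 and PPP1R15A, of the ER stress response, were at 1.89- and 1.83-fold at 12 h, and HSPA8 was at 1.94-fold. The HSP70 family member HSPA4 and HSP90AB1, which stood at 3.03- and 4.41-fold at 6 h, were at 0.515 and 0.826 at 12 h. The co-chaperone DNAJC7, the chaperonin subunit CCT5, the ER chaperone HSPA5 and the proteasome subunit PSMD11 were at 0.295, 0.169, 0.212 and 0.327 at 12 h. Each value is from 1 library and carries the error of the paper's factor.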

Notably, the few proteins that are increased tend to demonstrate increases in absolute transcript level at later time points. Our model further shows that with the same fold-increase in transcript level, proteins with low baseline abundance will have more dramatic increases in relative protein concentration when compared to proteins with high baseline abundance (Figure 5—figure supplement 5).

### Cellular struggle with chemotherapy does not affect apoptotic proteolysis

It is unknown how the cellular response to chemotherapeutic treatment influences cellular deconstruction by proteases during apoptosis, including both caspase and non-caspase proteases (Pop and Salvesen, 2009; Moffitt et al., 2010). Our laboratory has developed an N-terminomics technology using the engineered enzyme subtiligase to specifically label and enrich for free protein N-termini generated by proteolysis in complex biological samples (Mahrus et al., 2008). Others have also identified caspase cleavage substrates after treatment with chemotherapeutics with different N-terminomics approaches (Gausdal et al., 2008; Impens et al., 2008). By MS analysis in a variety of cell lines under both apoptotic and non-apoptotic conditions our laboratory has identified >8000 protein cleavage sites, including >1700 putative caspase substrates with an Asp immediately N-terminal to cleavage site (P1 position). We have compiled these cleavage sites into the ‘DegraBase’ (Crawford et al., 2013); wellslab.ucsf.edu/degrabase).

We have previously found that different apoptotic inducers result in different patterns of caspase substrate cleavage, though the reasons for these differences remain unknown (Shimbo et al., 2012). We can now directly compare whether the cellular response to chemotherapy at the transcriptional and translational level influences the cleavage of substrates during terminal apoptosis. For each Cluster (Figure 1C) we queried the DegraBase to investigate if a potential substrate was identified in the DegraBase, if it was cut by caspases, and, if so, the relative frequency of caspase cleavage. If the cellular response to bortezomib induced common anti-apoptotic pathways targeted by the caspases, it was possible that genes in Cluster Upreg would be more prominently featured as substrates in the DegraBase. However, we found no evidence that genes in any Cluster were significantly enriched (or de-enriched) among identified caspase substrates (Figure 6A).

**Figure 6.**
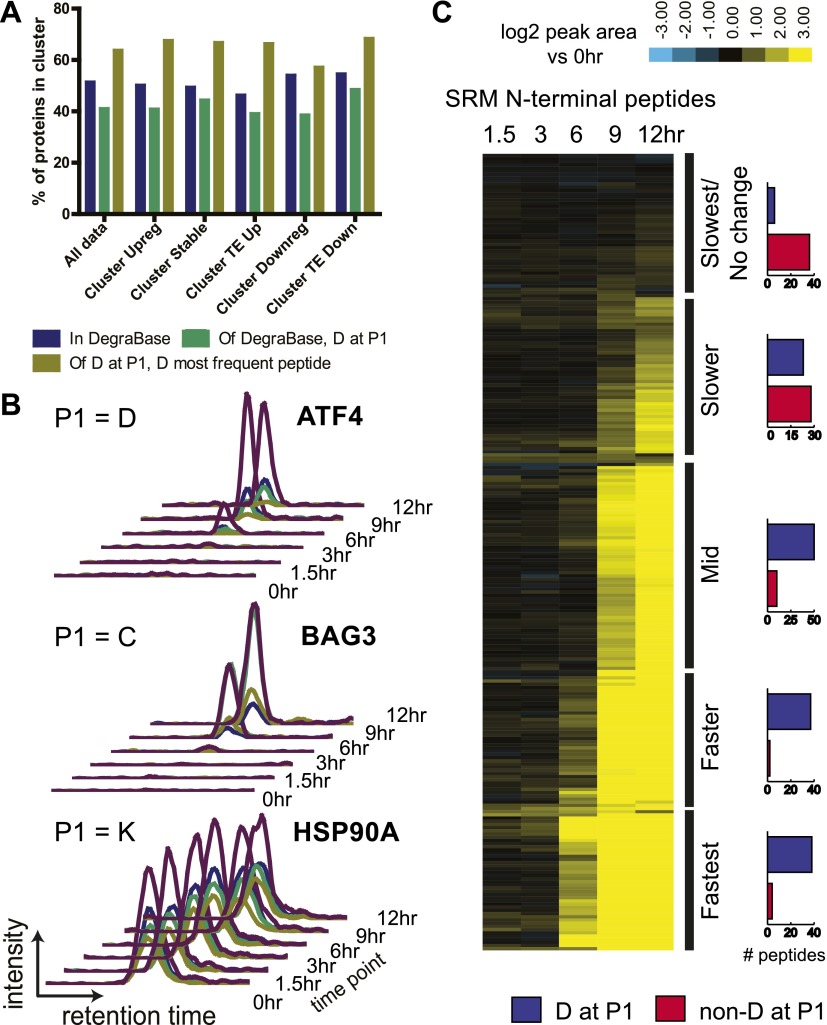
N-terminomics tracks proteolytic cleavage substrates. (**A**) We compared defined hierarchical clusters (Figure 1C) to all proteolytic cleavage substrates present in the DegraBase, a database of over 8000 cleavage events (Crawford et al., 2013). D at P1 suggests a putative caspase substrate. We find no significant variation in levels of proteolysis by χ^2^ analysis of each cluster compared to the set of all substrates. (**B**) Representative SRM intensity for appearance of proteolytically-processed peptides, both caspase- and non-caspase-cleaved (Figure 6—source data 1). Each trace represents a single parent ion/fragment ion transition; co-elution of multiple targeted transitions confirms peptide. (**C**) Heat map showing relative SRM intensity of 252 proteolytic peptides monitored in this system compared to 0 hr baseline. Five groups defined by unsupervised hierarchical clustering representing relative cleavage kinetics show caspase proteolysis generally precedes other apoptotic proteolytic events. **DOI:** http://dx.doi.org/10.7554/eLife.01236.029 10.7554/eLife.01236.030Figure 6—source data 1.Degradomics SRM assay.(**A**) SRM intensity data for peptides included in targeted degradomics assay. P1 residue refers to residue immediately N-terminal to identified proteolytic cleavage site based on protein sequence. (**B**) List of parent and fragment ion transitions tracked for targeted degradomic SRM assay.**DOI:** http://dx.doi.org/10.7554/eLife.01236.030

**Figure 6—figure supplement 1.**
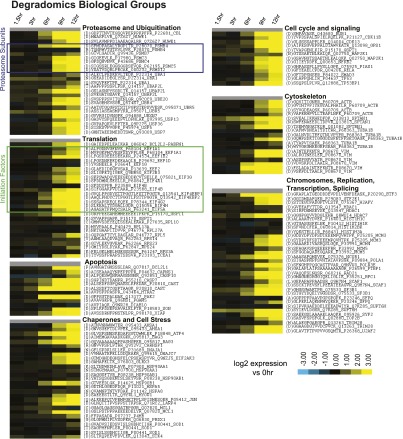
N-terminomics biological data subgroups. Log_2_ expression of N-terminomics SRM data across apoptotic time course. N-terminomics data divided by biological function show that caspase proteolysis proceeds with similar rates across biological subdivisions. Proteins increased at the transcriptional and ribosome footprint level after bortezomib treatment are primarily included in the ‘chaperones and cell stress’ and ‘proteasome and ubiquitination’ groups. The ‘translation’ group demonstrates cleavage of many translation initiation factors. **DOI:** http://dx.doi.org/10.7554/eLife.01236.031

**Figure 6—figure supplement 2.**
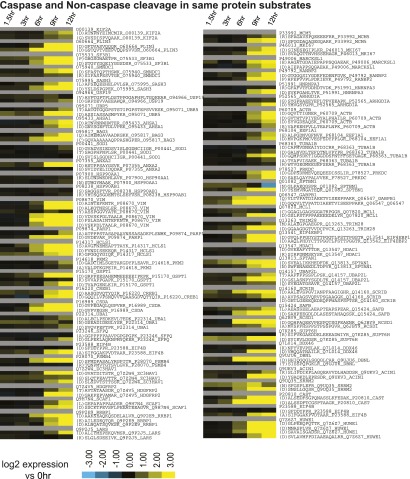
N-terminomics data with caspase and non-caspase cleavage sites in same substrate. These data demonstrate that even in the same protein substrates, caspase cleavage tends to proceed more rapidly during apoptosis than non-caspase cleavage. **DOI:** http://dx.doi.org/10.7554/eLife.01236.032

These findings suggest that protease substrates are not targeted based on changes in their abundance. We further explored this hypothesis by monitoring the kinetic appearance of proteolytic substrates with a quantitative SRM assay (Agard et al., 2012; Shimbo et al., 2012). We included both non-caspase and caspase-cleaved peptides in our SRM assay with a preference for those found in multiple experiments under apoptotic conditions. Interestingly, many of the chaperone and co-chaperone proteins, relatively increased at the transcriptional and translational levels, had only non-caspase proteolytic peptides identified in the DegraBase. These included Hsp70-1, Hsp40, Hsp27, BiP (*HSPA5*), Hsc70 (*HSPA8*), and BAG3. The highly abundant and constitutively expressed chaperone Hsp90-β had numerous non-caspase cleavages and a single caspase-cleaved peptide.

We used this SRM assay to explore whether proteins upregulated in response to bortezomib were more rapidly cleaved during apoptotic proteolysis. In Figure 6B we show example SRM intensity data while Figure 6C displays a heat map of similar SRM intensity data compared to the untreated baseline across all 252 peptides targeted. Caspase-cleaved peptides begin to appear at the 6 hr time point, when caspase activity was also detected biochemically (Figure 1B). In Figure 6—figure supplement 1 we subdivide the monitored peptides based on biological function. We do not find that stress response proteins are cleaved more rapidly than those in other groups. However, we note rapid cleavage of ATF4 (as seen before, [Shimbo et al., 2012]), BAG3, and Hsp90-β. It is possible that these particular proteins represent important nodes in deconstructing the cellular stress response after bortezomib. Generally, our results suggest that drug-specific response at the transcriptional and translational level does not broadly affect protease dynamics once apoptosis ensues.

### Non-caspase proteolytic events with caspase-like kinetics

Our prior studies examining quantitative appearance of proteolytic substrates only focused on caspase substrates (Agard et al., 2012; Shimbo et al., 2012). Here, we also monitored the kinetics of appearance of non-caspase proteolytic events during apoptosis. We tracked 163 caspase-cleaved peptides (D at P1) and 89 peptides derived from non-caspase proteolysis. The list includes 52 proteins that were cleaved by both caspase- and non-caspase proteases to examine the relative kinetics of different proteolytic events in the same substrate (Figure 6—figure supplement 2).

Unsupervised hierarchical clustering was used to rank the rates of proteolytic cleavage events (Figure 6C). We defined five broad groups ranging from the Fastest cleavages, with robust substrate appearance at 6 hr, to Slowest/No Change, with no increase in cleavage even at late apoptosis. Interestingly, the large majority of non-caspase-cleaved substrates appear in the Slow and Slowest/No Change groups. While this only represents a small portion of the >3,000 non-caspase endoproteolytic cleavages in the DegraBase, this finding suggests that most non-caspase proteolytic events in apoptotic cells are a consequence of and not a driver of apoptosis itself.

However, we did find 16 non-caspase-cleaved peptides appearing in either the Fastest, Faster, or Mid categories (Table 2). Of the 89 non-caspase peptides monitored, 24 were tryptic-like (K or R at P1). Yet none of the 16 most rapidly cleaved peptides had a tryptic-like cleavage and only one has been previously annotated in MEROPS, the largest current database of proteolytic cleavage (Rawlings et al., 2012). These 16 peptides were cleaved with kinetics similar to caspases, suggesting that they may play roles in driving apoptosis. Among these we noted a relative preponderance of Pro (3 peptides), Gln (4 peptides), and Glu (4 peptides) residues at the P1 site (Table 2). While caspases may occasionally cleave at Glu (Krippner-Heidenreich et al., 2001), none of the other classic proteases thought to be active during MM1.S cell apoptosis, including the cathepsins or calpains, have a preference for Pro, Gln, or Glu at the P1 site (as described in MEROPS). Our findings suggest that, at least in a limited set of substrates, non-Asp cleavages may be mediated by uncharacterized proteases acting with similar kinetics as the caspases during apoptosis.

**Table 2.** Comparison of caspase- and non-caspase cleavages during apoptotic time course as monitored by N-terminomics and SRM **DOI:** http://dx.doi.org/10.7554/eLife.01236.033

Total D = P1 peptides	163	
Total non-D = P1 peptides	89	
	Tryptic-like (K or R at P1)	24
	Non-tryptic (all other residues at P1)	65

	Cluster	D at P1	Non-D at P1
	*Slowest/no change*	6	36
	*Slow*	23	28
	*Mid*	50	10
	*Faster*	37	2
	*Fastest*	38	4

Non-D peptides in fastest three clusters		UniProt	Gene	P1	Sequence Position	MEROPS annotated?
*Fastest*	(C)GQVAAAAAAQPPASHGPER	O95817	BAG3	C	151	N
	(S)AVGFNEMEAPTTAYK	P14317	HCLS1	S	208	N
	(P)GHGSGWAETPR	O75533	SF3B1	P	304	N
	(Q)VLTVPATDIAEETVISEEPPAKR	Q06547	GABP1	Q	306	N
*Fast*	(Q)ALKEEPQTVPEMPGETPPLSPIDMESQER	P05412	JUN	Q	223	N
	(P)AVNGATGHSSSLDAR	Q07817	BCL2L1	P	63	N
*Mid*	(E)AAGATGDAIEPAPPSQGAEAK	P49006	MARCKSL1	E	56	N
	(Q)AASGDVQTYQIR	P16220	CREB1	Q	243	N
	(E)GGIDMDAFQER	P29083	GTF2E1	E	297	N
	(A)SIFGGAKPVDTAAR	P23588	EIF4B	A	358	Y–meprin alpha (Becker-Pauly et al., 2011)
	(E)AIQNFSFR	O75122	CLASP2	E	946	N
	(P)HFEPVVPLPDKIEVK	P49792	RANBP2	P	1170	N
	(N)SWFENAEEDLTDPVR	Q13813	SPTAN1	N	2104	N
	(L)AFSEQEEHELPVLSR	O75995	SASH3	L	128	N
	(Q)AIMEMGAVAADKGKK	O95817	BAG3	Q	522	N
	(E)AILEDEQTQR	Q9P2E9	RRBP1	E	1298	N

By Fisher′s exact test there is a significant absence of tryptic-like cleavages in the 16 rapidly cleaved peptides (p=0.005).

### An integrated approach informs combination therapeutic regimens

Genes upregulated at both the transcriptional, translational, and protein level may represent the cellular protective response to avoid apoptosis. We thus hypothesized that by inhibiting these ‘first responders’ to the chemotherapeutic treatment we may be able to drive the malignant cell toward apoptosis and reduce therapeutic resistance. To this end we identified the most prominent upstream regulators of the genes in Cluster Upreg (Table 1). These include NRF2, a transcription factor regulating the hypoxic response; HSF1, a transcription factor regulating the heat shock response; and PERK, the ER-resident kinase. HSF1 in particular regulates the transcription of many genes we also found increased by proteomics experiments (Mendillo et al., 2012).

We therefore explored whether HSF1 inhibition would enhance cell death by bortezomib in MM1.S cells. We used a recently described small molecule inhibitor of HSF1, KRIBB11 (Yoon et al., 2011). This drug was added with and without a low dose of 2.5 nM bortezomib, which alone led to ∼50% cell death over 48 hr. At the 24 hr time point, the combination of KRIBB11 and bortezomib caused significant cell death, while neither compound alone decreased cell viability (Figure 7A).

**Figure 7.**
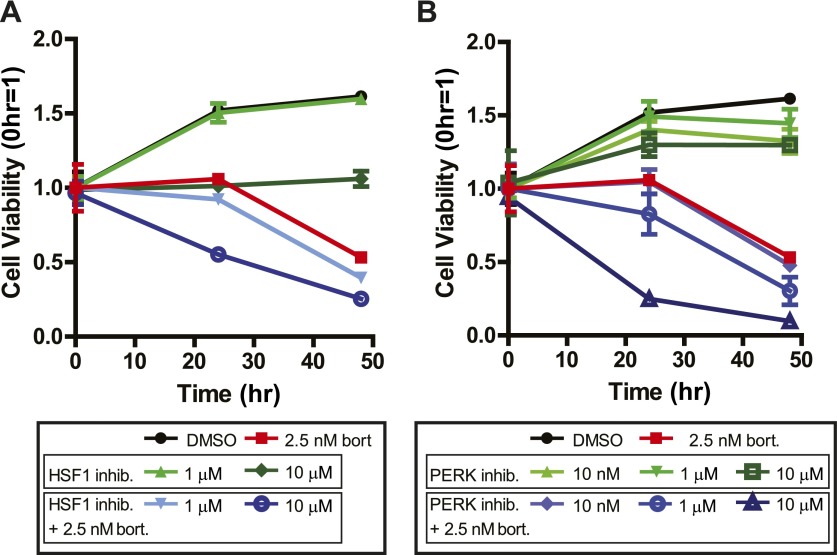
Systems-level analysis suggests potential chemotherapeutic combinations with bortezomib in myeloma. (**A**) Bort = bortezomib. HSF1 inhibitor used was KRIBB11 (Yoon et al., 2011) and shows additive effect with bortezomib. (**B**) PERK inhibitor was GSK2606414 and shows additive effect with bortezomib (Axten et al., 2012). All measurements in 24-well plates in triplicate; mean ± SD shown. **DOI:** http://dx.doi.org/10.7554/eLife.01236.034

There are no known small molecules which specifically inhibit NRF2, but we could test whether PERK inhibition could sensitize cells to death using a newly described small molecule PERK inhibitor, GSK2606414 (Axten et al., 2012). Indeed, PERK inhibition did sensitize cells to death by bortezomib (Figure 7B). For both the HSF1 and PERK inhibitors the most robust effects were seen at concentrations in excess of the in vitro IC_50_ (∼1.2 µM for KRIBB11, ∼1 nM for GSK2606414). Notwithstanding potential off-target effects, these results would support the notion that integrated systems-level data can inform potential chemotherapeutic combinations.

## Discussion

Here we present a systems-level study of how malignant cells respond to apoptosis induced by a clinically relevant chemotherapeutic. Our results show how myeloma cells initially struggle to adapt to the proteasome inhibitor bortezomib. A general inhibition of translation coupled with mRNA degradation leads to surprisingly little change in overall protein levels despite relative transcriptional increases in many genes. Furthermore, global protein levels are maintained due to inhibition of proteasomal activity by bortezomib and extensive cleavage of proteasomal subunits by caspases (Gray et al., 2010). The cell also modulates translational control of stress responsive proteins related to bortezomib treatment. Co-targeting key regulators of these processes such as HSF1 and PERK can further accelerate apoptosis. Myeloma cells ultimately succumb to the pharmacologic insult, leading to activation of the caspases as well as one or more non-caspase proteases that have yet to be characterized. While pieces of this story have been told by other experiments, the approach we present here, examining the integrated regulation of the transcriptional, translational, and proteolytic machinery, gives a global and in-depth view of the apoptotic process.

Translational regulation during apoptosis has only been examined in a limited context. Bushell and coworkers examined the relative changes in translational efficiency during early TRAIL-induced apoptosis by polysome profiling (microarray analysis of mRNA associated with translating ribosomes) (Bushell et al., 2006). Genes with the greatest degree of decrease in TE included many translation-related proteins, similar to our findings. Those with the largest increase, however, did not overlap with our results, suggesting that positive changes in TE may be specific to the apoptotic inducer or induction of the intrinsic vs extrinsic apoptotic pathways.

Importantly, after proteasomal inhibition in myeloma cells we found that translational reprogramming favors proteins which help the cell adapt to unfolded protein stress. Possible mechanisms for the alteration of translation efficiency involve preferential translation via internal ribosome entry sites (IRES) (Bushell et al., 2006), partitioning of transcripts toward ER-bound ribosomes under stress (Reid and Nicchitta, 2012), or other uncharacterized regulatory programs governing ribosomal-transcript association. We also identified uORF translation in genes related to the ER stress response, *TXNIP*, *PPP1R15B*, and *DDIT3* (REDD1), that had not previously been characterized. The exact interplay of uORF and CDS translation for these genes remains to be investigated, but it is possible there is a regulatory function similar to that already known for ATF4, CHOP, and GADD34. We also found that differential 5′ UTR translation appears common in the cellular response to bortezomib but relates variably to increased CDS translation. It will be interesting to compare the effects on translation regulation in different cell types exposed to chemotherapeutics with different mechanisms of action to find whether these changes are unique to bortezomib. Incorporation of translation initiation inhibitors in ribosome profiling and paired-end reads in mRNA-seq can also provide novel insight into translation regulation through generation of custom proteomic databases (Stern-Ginossar et al., 2012; Menschaert et al., 2013; Sheynkman et al., 2013).

Surprisingly, we found that eIF2α phosphorylation did not play a major role in translation inhibition in this apoptotic system involving the UPR. Others have also observed decreased eIF2α phosphorylation in MM1.S cells after proteasome inhibition (Parlati et al., 2009). However, eIF2α phosphorylation is thought to be necessary for increased ATF4 translation (Lu et al., 2004). The mechanism leading to the induction of ATF4 in this system (Figure 1—figure supplement 2) is therefore unclear, but may relate to translation of the additional uORF we identified (Figure 3E).

Our paired transcriptomic and proteomic data stands in stark contrast to studies of heat and osmolar shock in yeast, where increases at the transcript level are well-correlated with increases in protein (Lee et al., 2011; Lackner et al., 2012). We used a quantitative model incorporating global mRNA degradation to explain this contrast with non-apoptotic systems. While our proteomic analysis is quite extensive, this mass-action model suggests that low abundance proteins not detected by MS, such as CHOP or XBP1 (Figure 1—figure supplement 2), are more likely to be increased in relative protein abundance after transcriptional changes. Future advances in proteomic techniques may allow us to detect more biologically relevant protein changes. The mass-action model also suggests the kinetics of protein production from mRNA transcripts largely governs protein abundance (Schwanhausser et al., 2011). In a system undergoing less rapid apoptosis, such as those explored at the single cell level (Cohen et al., 2008; Geva-Zatorsky et al., 2010), there may be greater opportunity for proteins to accumulate and reveal relationships between ribosome footprint occupancy and protein production.

Previous work showed that caspase substrates were largely conserved at the identification level after different chemotherapeutic treatments, though different quantitative signatures of caspase proteolysis could be observed (Shimbo et al., 2012). Here we find that in the setting of rapid apoptosis, proteins with changes at the transcriptional and translational level do not appear to be targeted more efficiently by proteases during apoptosis. Under conditions of more prolonged apoptosis, however, changes in the proteome may influence the appearance of proteolytic substrates and this remains to be investigated. Furthermore, our identification of non-caspase proteolytic events occurring with similar kinetics to caspase cleavage suggests other proteases are being activated during apoptosis. The biological role of these proteases during apoptosis awaits exploration.

Based on our systems-level analyses, we identified potential small molecules which may be effective in combination with bortezomib in myeloma therapy. Inhibition of HSF1 and PERK have also recently been proposed by others as promising therapeutic targets in myeloma (Heimberger et al., 2012; Atkins et al., 2013) and represents a proof of principle for our approach. Our deep sequencing and proteomic results suggest in particular that the combination of bortezomib with HSF1 inhibition could be beneficial in myeloma therapy.

We hypothesize that using a similar systems-based approach with less well-studied therapeutics will reveal novel means by which cells attempt to evade apoptosis, not just at the transcriptional level but also at the translational and post-translational levels. This analysis will likely complement information gained by genome-wide RNA knockdown approaches (Zhu et al., 2011). By targeting these early response pathways identified at multiple systems levels cancer cell death can be maximized and resistance avoided. Furthermore, changes in specific proteins revealed by these analyses may be monitored after treatment to establish novel biomarkers of chemotherapeutic efficacy or drug resistance. We anticipate that integrated, systems-level approaches, such as that presented here, will help to form the future basis of evaluating preclinical chemotherapeutic effects.

## Materials and methods

### Cell culture and drug treatment

MM1.S cells (obtained from ATCC, Manassas, VA, USA) were grown in suspension to 1 × 10^6^ cells/ml in RPMI-1640 media with 10% FBS. Bortezomib (LC Laboratories, Woburn, MA, USA) 20 µM stock solution in sterile-filtered phosphate buffered saline (PBS) was simultaneously added to a final concentration of 20 nM to flasks each containing 300 × 10^6^ cells (PBS only added to control sample). At the indicated time point cells were separated into aliquots for each experimental approach (15 × 10^6^ cells in duplicate for each of mRNAseq, iTRAQ proteomics, and ribosome footprinting; 200 × 10^6^ cells for N-terminomics). Cells for ribosome footprinting alone were incubated at 37°C for 1 min with 100 µg/mL cycloheximide (Sigma-Aldrich, St. Louis, MO, USA) from 50 mg/ml stock in 100% EtOH. All cells were washed in PBS (PBS + 100 µg/ml cycloheximide for ribosome footprint samples), pelleted by centrifugation, and flash frozen in liquid N_2_, then stored at −80°C. Cell viability and caspase activity were assessed by Cell-Titer Glo and Caspase-Glo (Promega, Madison, WI, USA) assays per manufacturer protocol, respectively. KRIBB11 and GSK2606414 were purchased from EMD Millipore (Billerica, MA, USA) and 10 mM stock solutions prepared in DMSO and stored in single-use aliquots at −80°C. These drugs and bortezomib were added as indicated in triplicate in 24-well plates at an MM1.S cell density of 0.5 × 10^6^ cells/ml.

### Measurement of total RNA and mRNA

Duplicate samples of 4 × 10^6^ MM1.S cells at each time point after 20 nM bortezomib treatment were pelleted at 800×*g* for 5 min, supernatant aspirated, resuspended in ice-cold PBS, pelleted again, and supernatant aspirated. Total RNA was extracted using Trizol reagent (Invitrogen, Carlsbad, CA, USA) following manufacturer’s protocol; lysis was performed by passing 20x through a 22½ gauge needle. Total RNA was resuspended in 100 µl RNAse-free water and further purified using RNAeasy kit (Qiagen, Germantown, MD) with on-column DNAse I treatment per manufacturer’s protocol. Purified RNA pellet was resuspended in 100 µl RNAse-free water. Total RNA concentration (as shown in Figure 1B) was measured spectrophotometrically using a NanoDrop ND-1000 UV-Vis spectrophotometer (Thermo Fisher, Waltham, MA, USA).

mRNA was further purified by poly(A) separation using Oligo (dT)_25_ Magnetic Beads kit (New England BioLabs, Ipswich, MA, USA). Total RNA samples were diluted with 500 µl of kit Lysis/Binding buffer and bound to of equilibrated beads (100 µl bead slurry used). Beads were washed once in 500 µl Wash Buffer one followed by one wash in 500 µl Wash Buffer two. mRNA was eluted in 40 µl Elution Buffer and concentration measured by NanoDrop.

### Immunoblotting and protein measurements

A separate time course of MM1.S cells was prepared and treated with 20 nM bortezomib as described above 10 × 10^6^ MM1.S cells harvested at indicated time points were lysed in RIPA buffer (50 mM Tris-HCl, 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, 0.1% SDS, pH 8.0) supplemented with 5 mM EDTA and 1x protease inhibitor cocktail (Cell Signaling Technology, Danvers, MA, USA). Protein concentration from cell lysates was measured by BCA assay (Thermo Fisher, Waltham, MA, USA). ∼25 µg of total protein at each time point was separated on NuPAGE 4–12% Bis-Tris polyacrylmide gels (Invitrogen) and transferred to 0.45 µM PVDF membrane. Primary antibodies used for immunoblotting were obtained from Cell Signaling Technology (α-CHOP, α-XIAP, α-Bid, α-PERK, α-4E-BP1, α-phospho(Thr37/46)-4E-BP1, α-eIF2α, α-phospho(Ser51)-eIF2α), Santa Cruz Biotechnology (Santa Cruz, CA, USA) (α-CREB2 [ATF4]), BioLegend (San Diego, CA, USA) (α-XBP1s), and Sigma (α-β-actin).

### Ribosome profiling and mRNAseq sample preparation and library generation

Harvested cell pellets for ribosome profiling were suspended and lysed in 500 µl ice-cold polysome lysis buffer (20 mM Tris, pH 7.4, 250 mM NaCl, 15 mM MgCl_2_, 1 mM dithiothreitol, 0.5% Triton X-100, 24 U/ml Turbo DNase (Ambion, Austin, TX, USA), and 100 µg/ml cycloheximide) by repeated pipetting. Lysate was clarified by centrifugation for 10 min at 20,000×*g* at 4°C. 3 µl of RNase I 100 U/μl (Ambion) was added and sample incubated for 45 min at room temperature. The digestion was stopped by the addition of 10 μl SuperaseIn 20 U/μl (Ambion). Digested samples was then loaded onto a 1 M sucrose cushion, prepared in polysome buffer plus 0.1 U/μl SuperaseIn. Ribosomes were pelleted by centrifugation for 4 hr at 70,000 rpm, 4°C in a TLA-110 rotor. The liquid was removed and the pellet was resuspended in 600 μl 10 mM Tris (pH 7), followed by the immediate addition of 40 μl 20% SDS. The sample was heated to 65°C and RNA was extracted using two rounds of acid phenol/chloroform followed by chloroform alone. RNA was precipitated from the aqueous phase by adding sodium acetate to a final concentration of 300 mM followed by at least one volume of isopropanol. Precipitation was carried out at −20°C overnight and RNA was then pelleted by centrifugation for 30 min at 20,000×*g*, 4°C. The supernatant was discarded, the pellet was air-dried, and the RNA was resuspended in 25 μl Tris (pH 7). RNA was separated by gel electrophoresis on a 15% TBE-Urea gel (Invitrogen) and gel fragments extracted corresponding to ∼25–35 nt in size. RNA was extracted from gel as in Ingolia et al. (2011).

Harvested cell pellets for mRNAseq were lysed by repeated pipetting in Trizol (Invitrogen) and total RNA isolated per manufacturer protocol. Poly(A) mRNA was purified from the total RNA sample using (dT)_25_ DynaBeads (Invitrogen) per manufacturer protocol. mRNA was fragmented in high pH buffer (50 mM NaCO_3_, pH 9.2) for 20 min at 95°C, then precipitated and separated by gel electrophoresis as above. mRNA fragments of 50–90 nt were extracted. Footprint and mRNA sample purity and fragment size were verified by Bioanalyzer 2100 (Agilent, Santa Clara, CA, USA).

RNA samples were dephosphorylated, ligated to linker, and separated by gel electrophoresis as described previously (Ingolia et al., 2011). Ribosome footprint samples were enriched by subtractive hybridization of contaminating rRNA sequences. We used biotin-modified oligonucletoides and capture on streptavidin-coated beads; oligonucleotide sequences complimentary to rRNA were identical to Stern-Ginossar et al. (2012). Reverse transcription and cDNA library preparation were completed as in Ingolia et al. (2011).

### Analysis of deep sequencing data

Sequencing was performed on an Illumina HiSeq 2000 using single end, 50-bp reads. Before alignment, linker and poly(A) sequences were computationally removed from the 3′ ends of raw sequencing reads. Bowtie v0.12.8 (Langmead et al., 2009) (allowing up to two mismatches) was used to perform the alignments with up to two mismatches allowed. For footprint data only reads of length 26–36 nt (footprint length with cycloheximide (Ingolia et al., 2011)) were used for alignment. Reads were first aligned vs human rRNA and tRNA sequences; aligned reads were discarded. All remaining reads were next aligned to known canonical transcripts in hg19 (downloaded from genome.ucsc.edu 23 May 2012). Remaining unaligned reads were aligned to the hg19 genome. We used in-house C++ scripts to assign and count unique reads mapping to canonical hg19 transcripts. Only uniquely mapping reads were used for further analysis. The midpoint of footprint reads was used to assign a unique nucleotide location for that read. mRNA-seq reads were assigned a unique nucleotide position at the 5′ end of the read. mRNA and footprint read density were calculated in units of reads per kilobase million (RPKM) to normalize for gene length and total reads per sequencing run. Raw sequencing data is available in the GEO repository with accession number GSE48785.

Selected sequencing reads were visualized through Integrative Genomics Viewer 2.0 (Robinson et al., 2011). Metagene analysis was performed as in Ingolia et al. (2009). 5′ UTR read assignments were based on canonical transcript splice isoform as in hg19. For UTR analysis normalized read counts (in RPKM) were used to compare relative 5′ UTR vs CDS translation across time points. For Figure 1C, unsupervised hierarchical clustering was performed using centroid linkage across mRNA, footprint, and translation efficiency data with Spearman-Rank correlation in Cluster 3.0 and visualized in TreeView.

All aligned transcripts were initially assigned to a unique UCSC gene ID. Conversion tables available from UCSC through the kgXref function were used to convert UCSC gene ID to HUGO gene nomenclature and to UniProt accession number for further analysis. Where indicated, gene lists were analyzed by Ingenuity Pathway Analysis (Ingenuity Systems, Redwood City, CA, USA) using default settings for included genes and interaction networks.

### iTRAQ proteomics—sample preparation

iTRAQ sample preparation was performed in a similar manner to Mertins et al. (2012) with some modifications. 15 × 10^6^ cells harvested at each time point (as above) were thawed and lysed by sonication in 250 µl lysis buffer (7M Guanidine HCl, 75 mM NaCl, 100 mM bicine pH 8.0) supplemented with protease inhibitors (500 µM 4-(2-Aminoethyl) benzenesulfonyl fluoride HCl, 1 mM E-64, 1 mM phenylmethylsulfonyl fluoride, and 1 mM EDTA). Lysates were cleared by centrifugation at 16,500×*g* for 10 min and protein concentration was measured by BCA assay. Lysate containing 250 µg of protein was diluted to 100 µl with lysis buffer. Disulfide bonds were reduced with 5 mM dithiothreitol and cysteines alkylated with 10 mM iodoacetimide. Lysate was diluted 1:8 with trypsin dilution buffer (100 mM bicine pH 8.0, 1 mM CaCl_2_, 75 mM NaCl). Sequencing grade modified trypsin (Promega) was added at an enzyme-to-substrate ratio of 1:25. Trypsin digestion took place for 16 hr with agitation at room temperature. Samples were acidified with trifluoroacetic acid to a final concentration of 0.5% to halt digestion. Tryptic peptides were desalted on Waters SepPak C18 (Milford, MA, USA) columns and evaporated to dryness on a vacuum concentrator.

Peptide samples were resuspended in 40 µl 0.5 M TEAB pH 8.5. Peptide concentration was determined by BCA assay. Labeling with 8-plex iTRAQ reagent was performed per manufacturer instructions (AB Sciex, Framingham, MA, USA): briefly, 100 µg of peptides at each time point was diluted to 30 µl with 0.5 M TEAB; 6-plex iTRAQ reagent was resuspended in 70 µl EtOH. Peptides were mixed with reagent and incubated for 1 hr at room temperature. The reaction was halted using 50 mM Tris/HCl pH 7.5. The labeled reaction products for each sample were combined and evaporated to dryness. Combined labeled peptides were desalted using Waters SepPak C18 cartridge. 0 hr samples were labeled with 113 mass tag; 1.5 hr, 115; 3 hr, 116; 6 hr, 117; 9 hr, 118; 12 hr, 119.

### iTRAQ proteomics–LC-MS/MS

Peptides were resuspended in 0.1% formic acid and then separated into 30 fractions via reverse phase high-pH fractionation using an XBridge C18 column (1.0 × 100 mm, 3.5 μm; Waters) on a Waters 2796 BioSeparations Module HPLC. We used a 70 min gradient with a linear increase from 2% to 38% acetonitrile in water and constant 10% ammonium bicarbonate, pH 10.5; flow rate was 50 µl/min. Fractions were evaporated to dryness and stored at −80°C, then resuspended in 0.1% formic acid prior to mass spectrometry analysis.

The combined iTRAQ sample was then analyzed using two separate mass spectrometers. The first was a QSTAR Elite QqTOF mass spectrometer (AB Sciex) coupled in-line to an Eksigent NLC-1DV-500 HPLC and in-house packed 75-µm × 15-cm C_18_ column. For each fraction in-line LC was performed in Buffer A (0.1% formic acid in water) and Buffer B (0.1% formic acid in acetonitrile) at a flow rate of 250 nl/min. The full method extended over 125 min with a linear gradient from 3% to 40% Buffer B over 90 min, increased to 75% B over 5 min and held for 15 min, then re-equilibration at 3% B for 15 min.

Data-dependent acquisition was performed using Analyst v.2.0 software (AB Sciex) across an *m*/*z* range of 385–1200. We used an isolation window of 100 mDa for ions selected for MS/MS with a dynamic exclusion window of 60 s after acquisition. The two most intense ions in each MS1 scan were chosen for CID fragmentation and sequencing. The ‘iTRAQ’ option was chosen within the instrument software to enhance MS2 collision energy and increase intensity of iTRAQ reporter signal.

Each fraction of the combined iTRAQ sample was also analyzed on an LTQ Orbitrap Velos mass spectrometer (Thermo Fisher Scientific) coupled in-line to a nanoAcquity UPLC system (Waters). Injected samples were trapped on a Symmetry C18 Column (0.18 × 20 mm, 5 μm; Waters) for 5 min at 1% of Buffer B before starting the gradient; an analytical BEH130 C18 column (0.075 × 200 mm column, 1.7 μm; Waters) was used with a flow rate of 600 nl/min. A linear gradient to 38% Buffer B was run over 100 min, then increased to 75% B over 10 min, increased to 90% B over 5 min, then decreased to 2% B and re-equilibrated for 15 min (total method 130 min). Data-dependent acquisition was performed using the Xcalibur 2.1 software in positive ion mode at a spray voltage of 2.5 kV. MS1 survey spectra were acquired in the Orbitrap with a resolution of 60,000 and a mass range from 300 to 1400 *m*/*z*. All iTRAQ data was acquired by fragmenting the eight most intense ions per cycle in higher-energy collisional dissociation (HCD) mode. Collision energy was set to 45, maximum inject time was 250 ms and maximum ion count was 1 × 10^5^ counts. We used an isolation window of 2.3 Th for ions selected for MS/MS. Ions selected for MS/MS were dynamically excluded for 60 s after acquisition.

### iTRAQ proteomics—peptide identification and protein quantification

Peptide identification was performed using Protein Prospector (v. 5.9) (University of California, San Francisco). All spectra were searched vs the full human SwissProt database (downloaded 21 March 2012) with reverse sequence database as implemented in Protein Prospector for decoy matches. Search parameters included: Fixed modifications carbamidomethyl (cysteine), iTRAQ-8plex (N-terminus), iTRAQ-8plex (lysine); Variable modifications methione-loss (N-terminus) and methionine oxidation; two missed tryptic cleavages allowed; for Orbitrap Velos data, parent and fragment mass tolerance of 20 ppm was used; for QSTAR Elite data, parent mass tolerance was 50 ppm and fragment mass tolerance was 150 ppm. Expectation value thresholds for peptide identification were modified to maintain a false discovery rate <1% based on the number of spectra matching to reverse decoy sequences.

iTRAQ signal was quantified using the Search Compare function of Protein Prospector, which extracts the peak intensity of the MS2 signal in the iTRAQ label range. Only peptides with an iTRAQ signal >300 cps at the 0 hr time point were included for further analysis to reduce noise in quantification. Only peptides uniquely matching to a single entry in the human SwissProt database were included. Proteins were only included with a minimum of two unique peptides matched. Protein quantification was performed by summation of iTRAQ signal across all peptides assigned to that protein at each time point. Total log_2_ iTRAQ signal intensity across all peptides at a time point was median-normalized for comparison across time points.

### SRM assay for iTRAQ validation–method development

We attempted to develop orthogonal, targeted, label-free Selected reaction monitoring (SRM) assays for 250 proteins that were identified in iTRAQ experiments. We primarily concentrated on proteins with relative increases in mRNA expression as found in deep sequencing experiments. Based on prior yeast studies (Lee et al., 2011), these would be expected to most likely result in protein changes after perturbation.

We used the open-source software Skyline (v1.3) (MacLean et al., 2010) to first build an unscheduled SRM method. Building these methods requires a library of MS/MS spectra for inclusion of the most intense transition pairs (*m*/*z* data for parent ion and sequence fragment ion) for a given peptide. We used a spectral database of tryptic peptides matched to >8,000 proteins from human cancer cell lines, as identified by extensive fractionation and analysis in HCD mode on the LTQ Orbitrap Velos (AU, J Oses-Prieto, ALB, unpublished data). We selected a minimum of two and up to the seven most intense peptides present in the spectral library for each protein target. For each peptide we used the most intense seven transitions (*y*- and *b*-series ions) for initial measurement by unscheduled SRM. Selected peptides were chosen independently of those found by iTRAQ analysis.

All SRM analysis was carried out on an AB Sciex QTRAP 5500 triple quadrupole mass spectrometer interfaced in-line with a nanoAcquity UPLC system (Waters) identical to that on the LTQ Orbitrap Velos (Trapping column: Symmetry C18 Column (0.18 × 20 mm, 5 μm; Waters); Analytical column: BEH130 C18 column (0.075 × 200 mm column, 1.7 μm; Waters)). We injected ∼500 ng of tryptic peptides from MM1.S cells on to the mass spectrometer with the following conditions: Trapping for 4 min in 1% buffer B at 5 µl/min, then after injection a linear gradient from 3%–35% B over 80 min, an increase to 90% B over 5 min, then held for 5 min, then a decrease to 3% B for 10 min (total run time 100 min). Unit resolution was used at Q1 and Q3. A three second cycle time was used for all runs. For unscheduled runs a 10 ms acquisition time was used per transition. Multiple injections were used to test for all targeted peptides. Using data analysis in SkyLine software, peptides were selected for further method development based on (1) the signal detection (above baseline) of at least 5 of 7 co-eluting transitions and (2) a retention time within 7 min of that acquired in the initial spectral library (acquired under the same chromatographic conditions).

Peptides chosen for further development were then limited to the four most intense transitions as found in unscheduled runs. A scheduled SRM method was developed with a retention time window of ±5 min. The four most intense transitions were first subject to collision energy (CE) optimization in ±4 V steps to enhance intensity of detected transitions. CE-optimization data from QTRAP 5500 on the same samples was again analyzed in SkyLine. Peptides were confidently assigned based on the identification of four out of four targeted transitions co-eluting at the appropriate retention time. Ultimately, our final SRM method included from one to three confidently-assigned peptides matching to 152 proteins (all transitions listed in Figure 4—source data 1) with the CE for each transition used which maximized detected intensity.

### SRM assay for iTRAQ validation—sample analysis

We prepared an independent time course of MM1.S cells exposed to 20 nM bortezomib and harvested at 0 hr, 1.5 hr, 3 hr, 6 hr, 9 hr, and 12 hr. Cell viability and caspase activity assays were similar to that shown in Figure 1B. We prepared tryptic peptides from 15 × 10^6^ cells at each time point (as described above prior to iTRAQ labeling). ∼500 ng of tryptic peptides were injected in triplicate and analyzed using the final scheduled SRM assay.

Peptide intensity in each sample was measured as the sum of all transition peak areas for that peptide (as measured by analysis in SkyLine). For peptides not clearly identified at all time points, a retention time window was used identical to that in other injections with background signal integrated and used for analysis. To normalize peptide concentration across samples, we used peptides derived from a set of high abundance proteins not expected to significantly change during the time course (actin, tubulin, and filamin-A). We derived an index based on the geometric mean intensity of peptides from these ‘housekeeping’ proteins and scaled SRM intensity of all peptides in each sample based on the median value of this index. Corrected peptide intensity was averaged across injections for each sample. Protein intensity was measured as the sum of peptide intensity for each sample.

### Estimation of absolute mRNA and protein copies per cell

For mRNA copy number estimation we used an approach similar to that used in Schwannhausser et al. (2011), described initially by Mortazavi et al. (2008). Total mRNA measured in duplicate by NanoDrop in the untreated MM1.S sample (0.88 ± 0.09 µg) was divided by 4 × 10^6^ cells to estimate the mRNA yield per cell (2.19 × 10^−13^ g). mRNA sequencing reads were approximately evenly distributed across A:C:G:T; the average molecular weight of a RNA monophosphate nucleotide (averaged across AMP, CMP, GMP, and UMP) is 339.5 g/mol. We can thus calculate the total number of mRNA nucleotides per cell (*T*; 6.40 × 10^−15^ mol/cell). The copy numbers of individual mRNAs (*c*) can be calculated by the total number of sequencing reads which mapped uniquely to a given transcript (*r*_*transcript*_), the total reads (*r*_*total*_; 8,744,024 reads uniquely aligning to hg19 transcripts for the 0 hr MM1.S sample), and the transcript length (*L*) by the equation:

$$\frac{r_{\mathrm{transcript}}}{r_{\mathrm{total}}}=\frac{c\times L}{T}.$$

For protein copy number estimation, we harvested and prepared tryptic peptides (as described above prior to iTRAQ labeling) from 15 × 10^6^ untreated MM1.S cells. Peptides were separated into 20 fractions by reverse-phase high pH chromatography (same protocol as above for iTRAQ peptides). Each fraction was analyzed separately in HCD mode on the LTQ Orbitrap Velos Mass Spectrometer and nanoAcquity UPLC as above (gradient: 60 min linear gradient from 3% to 30% buffer B, 5 min gradient to 90% B, held 10 min, re-equilibrate 15 min at 3% B; mass spectrometer settings same as for iTRAQ analysis except collision energy at 35% and ion accumulation at 1 × 10^6^). We analyzed the MS data using the MaxQuant software package (v.1.3.0.5) (Cox and Mann, 2008) with Carbamidomethyl cysteine as a fixed modification; Methionine oxidation and N-terminal acetylation as variable modifications; initial parent and fragment MS/MS tolerance of 20 ppm; a minimum peptide length of seven; one missed tryptic site; and razor peptides used for iBAQ quantification. Peptides were searched against the full Uniprot Human Proteome database (downloaded November 10, 2012) and contaminants enabled in MaxQuant; maximum allowable peptide and protein false discovery rate was 1% as searched against reverse sequence library based on Uniprot database. In MaxQuant peptide matches were assigned to protein groups (a cluster of a base protein plus additional proteins matching to a subset of the same peptides). Protein groups matching the reverse database or contaminants were discarded.

iBAQ quantification in MaxQuant evaluates the intensity of each protein in the sample as the sum of all the peptide intensities in the MS1 scan for peptides which matched to that protein group. iBAQ analysis and database searching resulted in assignment of intensity to 3390 protein groups with a minimum of one assigned peptide. We assigned each protein group to an individual protein based on the primary UniProt ID associated with the analysis output. We used the total iBAQ signal in the sample (*I*_*total*_), across all matched peptides, as a measure of the total cellular protein signal as measured on the mass spectrometer. We divided the measurement of total protein in the sample (from BCA assay) by 10 × 10^6^ cells to obtain an estimate of total protein per cell (*g*_*total*_; 5.28 × 10^−11^ g). We then calculated the grams of protein in the cell comprised of an individual protein (*g*_*protein*_) based on the iBAQ signal assigned to that protein (*I*_*protein*_) as a fraction of total iBAQ signal.

$$\frac{g_{\mathrm{protein}}}{g_{\mathrm{total}}}=\frac{I_{\mathrm{protein}}}{I_{\mathrm{total}}}$$

Using the grams of an individual protein per cell, the molecular weight of the assigned protein in g/mol, and Avagadro’s number, we assign an estimated number of copies per protein per cell.

These measures of absolute copies of mRNA transcripts and proteins per cell are clearly rough approximations. In an important initial comparison, the median of the distributions for both mRNA and protein copy per cell are of the same order of magnitude as, though somewhat lower than, those found in Schwanhausser et al. (2013). This may reflect differences in the cell line (mouse NIH3T3 vs human MM1.S) as well as differences in measurement. However, the overall similarity of the distributions found here to those found by Schwanhausser et al. (2013) indicates that our data are sufficient as a guide for our mass-action model (below). We further emphasize that our data are not intended as a definitive measure of mRNA or protein copy numbers in MM1.S cells. Even if there are systematic errors in the quantitation (i.e., if true protein copies per cell are all threefold higher), the fitting parameters for our mass-action model (see below) will be uniformly scaled but the overall interpretation of the model will be unchanged. This issue of scaling was illustrated in the corrigendum to the original manuscript by Schwanhausser et al. (2013). The original paper (Schwanhausser et al., 2011) used the incorrect standard for protein abundance estimation, leading to threefold in changes in the protein distribution; the corrected scale led to an increase in the fit parameter *k*_sp_ but no changes to the model or conclusions of the paper.

### Quantitative modeling of protein translation

To model the conversion of mRNA to protein in this system we used a mass-action model of translation, as originally described in Hargrove and Schmidt (1989), and further used by Schwanhausser et al. (2011), as an ordinary differential equation:

$$\frac{dP}{dt}=k_{sp}R\left(t\right)-k_{dp}P\left(t\right)$$

Here the number of protein copies (P(*t*)) changes over time as a function of the number of mRNA transcripts (R(*t*)), the translation rate constant *k*_sp_, and the protein degradation rate constant *k*_dp_.

In our system, we first modeled R(*t*) using the normalized sequencing reads (RPKM) at later time points and taking the ratio to the RPKM at 0 hr. We then multiplied this RPKM ratio at each time point by the absolute number of mRNA transcripts at 0 hr as measured above. We focused on analyzing only a subset of 13 transcripts with increased relative mRNA abundance but with variable detected changes at the protein level (i.e., some with increased protein, some with no protein change). We plot this data in Figure 5D, Figure 5—figure supplement 4A,C. We found that for this subset of transcripts, this mRNA transcript data could be well-approximated by fitting either a quadratic (FTL, SQSTM1, CTSD) or 4-parameter sigmoid (all others). This fit function (fitting performed in GraphPad Prism software) describes R(*t*).

However, as discussed in the main text, this function R(*t*) is based on *relative* transcript expression at different time points. This would be an effective measure of mRNA transcripts per cell in the setting of constant total mRNA concentration. In this system, though, we find that mRNA is significantly degraded at later time points (Figure 1B). Therefore, we fit an additional function G(*t*) to this mRNA data as a four-parameter sigmoid fit to describe this global mRNA degradation. By incorporating G(*t*) into the mass-action model above, assuming similar degradation rates of each transcript during apoptosis (as described by Del Prete et al. (2002)), the combined term R(*t*)G(*t*) now represents the *absolute* number of mRNA transcripts per cell in our system:

$$\frac{dP}{dt}=k_{sp}R\left(t\right)G\left(t\right)-k_{dp}P\left(t\right).$$

To estimate absolute protein copies per cell at later time points, we used the label-free SRM intensity data (as this does not suffer from compression ratio artifacts as seen in iTRAQ data). We took the ratio of SRM intensity at later time points to that at 0 hr, then multiplied by the absolute copies protein copies per untreated MM1.S cell as measured by iBAQ. We scaled the 12 hr SRM data to reflect the decreased protein concentration in the sample.

We used Mathematica (v. 9) software to numerically solve the differential equation above for each of the 13 genes chosen for analysis. We fit this differential equation to the plotted protein data (as shown in Figure 5E, Figure 5—figure supplement 4B,D). This equation has three free fitting parameters to describe the six protein data points: protein copies at 0 hr, *k*_sp_, and *k*_dp_. Protein copies at 0 hr was varied a maximum of 10% from the measured protein copies per cell by iBAQ. *k*_dp_ was assumed to be relatively constant for all proteins in the background of proteasomal blockade by bortezomib. We only varied the range between 0.010–0.015 hr^−1^, similar to the corresponding average protein half-life found in Schwanhausser et al. (2011). Therefore, we primarily varied the translation rate constant *k*_sp_ in order to fit this model to the protein data. We performed the fits by manually minimizing the least-squares difference between model fit and protein data in Mathematica. We found that the model could indeed well-describe the protein data; in addition, the fit *k*_sp_ parameter ranged from 10 to 270 proteins/transcript/hr, consistent with the range in Schwanhausser et al. (2011).

### SRM assay for degradomics

As described in Shimbo et al. (2012), cell pellets were lysed by sonication in 4.0% SDS, 400 mM Bicine (pH8.0), and supplemented with protease inhibitors 0.1 mM z-VAD-fmk, 0.1 mM E-64, 1 mM AEBSF, 1 mM PMSF, and 5 mM EDTA. Spike-in internal standards were added to each sample after lysis: 50 µg each of bovine catalase and yeast alcohol dehydrogenase (Sigma). Proteins were reduced by TCEP, cysteines alklyated by iodoacetamide, and free N-termini biotinylated via the reaction of TEVest4 ester and subtiligase enzyme as previously described (Shimbo et al., 2012). Biotinylated peptides were precipitated, resuspended in 5.3 M Guanidine HCl and captured on NeutraAvidin agarose beads (Thermo). The beads were extensively washed in 5 M Guanidine HCl followed by on-bead trypsin digestion overnight at room temperature with agitation. As previously described, captured peptides were released from beads by incubation with TEV protease (Shimbo et al., 2012). Peptides were desalted using C_18_ ZipTips (Millipore), evaporated to dryness, and stored at −80°C for analysis.

SRM assays were developed in a similar manner as described above, again using SkyLine software. In this case, however, targeted parent/fragment ion transitions were extracted from MS/MS spectra in the DegraBase. This publicly available database lists N-terminally labeled peptides found in human cell culture under both apoptotic and non-apoptotic conditions (wellslab.ucsf.edu/degrabase). *b*-ion fragment *m*/*z* was modified as necessary to reflect the Abu- tag at the N-terminus of the peptide (Shimbo et al., 2012). We initially chose 400 peptides for development of targeted SRM assays in SkyLine. We used the same chromatography and instrument settings as described for the earlier SRM assays. We initially examined seven transitions per peptide; we moved forward with peptides with a minimum of five co-eluting transitions and a retention time within 7 min of that predicted based on the peptide retention time prediction algorithm (SSRCalc 3.0) implemented in SkyLine. Ultimately, we included 252 proteolytic peptides in the final SRM assay.

We corrected samples for labeling efficiency and overall peptide concentration using five proteolytic peptides derived from the spike-in standards. Corrected peptide intensities were averaged across duplicate injections at each time point in the 20 nM bortezomib time course. These mean intensity values were used for analysis.

## Additional files

### Major dataset

The following dataset was generated:

WiitaAP, ZivE, WiitaPJ, UrismanA, JulienO, BurlingameAL, , 2013, Global response to chemotherapy-induced apoptosis, ; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE48785, Publicly available at GEO (http://www.ncbi.nlm.nih.gov/geo/).

How the deposited data were processed for this re-analysis (not part of the article)

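The data are 12 sequencing libraries of MM1.S human myeloma cells harvested 0, 1.5, 3, 6, 9 and 12 h after 20 nM bortezomib, with 1 mRNA-seq and 1 ribosome footprint library from each of 6 flasks. No time point has a replicate, and the samples were grouped only by assay and hours. Both libraries of a time point come from the same flask, which the TE model takes up as a factor.

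The authors sequenced single-end reads, removed rRNA and tRNA reads, aligned the rest to the canonical transcripts and the genome of build hg19 and kept uniquely aligned reads. The paper's Methods name Bowtie v0.12.8, while the sample labels name Bowtie 0.7 and CASAVA 1.7. The deposited table holds, per transcript and library, the raw counts of reads per canonical transcript made by the authors' own code and the RPKM that the authors computed from them. Only the 5680 transcripts that passed the authors' filter are in it. The filter is described as an RPKM of at least 1 in all samples, but 32 transcripts lie under 1 in some library. The total of aligned reads of the 0 h mRNA library is the one printed in the paper. Counts divided by RPKM, taken relative to that library, gave the other totals. The totals are 8744024, 10716987, 11273181, 11375394, 7790003 and 6683687 for mRNA, and 10022568, 8324511, 6921323, 12431945, 3232439 and 2327375 for footprints. These totals are for 0, 1.5, 3, 6, 9 and 12 h in turn. The deposited RPKM of the 1.5 h footprint library is marked as smoothed, and 5181 of its values depart from the counts (SD 0.0158 log2). The RPKM of HSPA1A does not follow its counts in most libraries. Trend tests used the counts, and folds, ratios to 0 h and TE (footprint RPKM over mRNA RPKM) used the RPKM, with log2 ratios taken without a pseudocount.

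Names were taken from the paper's supplement for 4292 transcripts and from a figure label for 7, and 1381 have no name, because the tables that would name them are held only in part. Coordinates are those of GENCODE v44 lifted to GRCh37, the build that hg19 follows, and 4273 named genes have them. Gene lists were written before the data were examined, but they overlap with genes that the paper names from these same libraries. Tests of the lists are therefore not independent of the paper's findings. The lists hold the named transcripts only, which had higher counts than the rest.

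Trends were tested in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood test of the slope on hours, TMM, residual degrees of freedom 4) for mRNA, footprints and, as the interaction of assay and hours over 12 libraries, TE. A transcript was called at a Benjamini-Hochberg adjusted p under 0.05 over 5680. The biological coefficient of variation was 22.0% for mRNA, 28.8% for footprints and 17.7% for TE, which holds curvature in time as well as flask differences. Of 27 gene lists, 25 had at least 5 measured members and were tested with camera (limma 3.58.1) at a preset correlation of 0.01 and with an estimated one, and p-values were adjusted over 75 tests. The lists are heat shock chaperones, TRiC, proteasome, ubiquitin and p97, NRF2 targets, ATF4 and CHOP targets, ER translocation, ER folding, ER-Golgi transport, oxidative phosphorylation, cytosolic and mitochondrial ribosomal proteins, initiation factors, elongation factors, apoptosis, DNA replication, mitosis, DNA repair, plasma cell identity, MYC and ribosome biogenesis, cholesterol synthesis, glycolysis and hypoxia, autophagy and lysosome, the spliceosome, and immediate early genes. Replication-dependent histones (3 measured) and markers of other blood cell types (0 measured) could not be tested.

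Correlations across transcripts, 2-fold counts, the similarity of early libraries, the TE of oxidative phosphorylation genes at 0 h and the copies per cell are descriptions of single libraries and carry no p. Bootstrap intervals come from 1000 resamples of transcripts, matched lists from 10000 draws and permutation tests from 100000. The 5' UTR groups are the paper's and were compared with the trend calls by Fisher's exact test, two-sided. These steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

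The trend model was tested on simulated data built on the deposited counts, with 100 transcripts changed by each of several sizes. A log2 change of 2 over 12 h was recovered in 92% of mRNAs, 60% of footprints and 76% of TE, and a change of 1 in 22%, 6% and 10%. Of the unchanged transcripts, edgeR called 2, 2 and 3, and DESeq2 called 30, 16 and 10.

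Alternatives were DESeq2 1.42.0, library totals in place of TMM, a mean count of at least 50, the rank of the time point, the 3 late against the 3 early time points, each time point left out in turn, the paper's global mRNA factors, TE without the flask factor, Spearman's rho, other baselines, filters on low counts and other totals for the copies. The genes given are drawn from all those the paper names for these data (42 of 43 have a row), the 10 largest rises and 10 largest falls called in the same direction in mRNA and footprints with a mean count of at least 50 in both, the 10 largest TE rises and falls, and the called members of each list with the 3 largest slopes per readout. This rule was set before the data were examined, although values of the genes in the paper were visible in its figures. It takes 175 transcripts, of which 169 have a name, and not every one of them is reported here.

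The paper's clusters could not be used, since their lists are held only in part, and calls stand in for them. Reads along transcripts, western blots, inhibitor experiments and proteomic values are not analysed here, apart from the paper's table of cleaved peptides.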

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

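The tests of the heat shock genes at 1.5 h and of read depth at small nucleolar RNA host genes were chosen after their results were seen, and those of exonic small nucleolar RNAs, of the 12 h libraries and of TE after thinning were set before.

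Heat shock chaperones were already raised in the footprint library at 1.5 h. The median log2 ratio to 0 h of 26 members was 0.38 from counts (upper end of the central 95% of matched lists 0.12), while their mRNA stood at -0.02. Smoothing of the deposited values is argued against, since the counts themselves give 0.385, and an exchange with the 3 h library is too, since the 1.5 h footprint changes follow the 3 h mRNA changes less closely than the 3 h footprints do (difference of r -0.263, interval -0.293 to -0.236). A small share of a later footprint library in the 1.5 h library (3.57% of 6 h, 2.40% of 9 h or 5.60% of 12 h) could give the pattern, since other strongly raised transcripts then lie near their predicted values at 12 h (median difference -0.168, interval -0.446 to 0.09) and at 6 h (0.32, interval -0.13 to 0.55), though above them at 9 h (0.38, interval 0.10 to 0.46). Early translation of heat shock mRNAs after bortezomib may also have occurred and was not tested.

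Of 74 TE rises among named genes, 10 were at hosts of small nucleolar RNAs, which are 166 of 4273 named genes, and of 59 TE falls 7 were at hosts, so calls in both directions were frequent there. Both counts rest on the main TE fit. Its 171 calls over all transcripts became 1 without 12 h, 37 without 1.5 h and 39 without 3 h. More reads at hosts are argued against as the cause of the rises, since a share of 0.0036 of sets matched on mean count held as many (median 4, highest 12), whereas for the falls the share was 0.0527 (median 3, highest 12) and the number of reads stays open. Reads of the small nucleolar RNAs themselves remain a candidate explanation, since 7 of the 10 rises and 5 of the 7 falls are at the 57 hosts with one in an exon, but the difference in median TE slope between hosts with and without one did not pass a permutation test (p = 0.671). Among matched sets the median slope lay at percentile 91.9 for hosts without one, at 82.85 for all hosts (84.42 without 12 h) and at 99.26 for the 140 hosts outside the ribosomal protein list, while that of the 26 ribosomal protein hosts was -0.21, so medians over hosts that go both ways decide neither this nor whether the 12 h libraries alone carry the calls. No biological explanation was tested.

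TE was more spread at 12 h, where 1148 transcripts were 2-fold from 0 h, against 140 at 6 h and 355 at 9 h. Counting error of the shallow 12 h footprint library is argued against as the whole cause, since the 6 h library thinned to the same number of reads gave at most 180 in 20 draws and the 9 h library at most 396. A difference in the preparation of the single 12 h libraries and a change in the dying cells stay open, and neither was tested.

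The other results concern gene groups whose change the paper does not discuss, and each direction is that of the group, many of whose members were not called. Plasma cell genes fell in mRNA (median slope -0.95; 12 of 22 members) and footprints (-0.74; 8). Genes of cholesterol synthesis fell in mRNA (-0.71; 6 of 16) and footprints (-1.04; 7). Immediate early and growth arrest genes rose in mRNA (1.94; 8 of 15) and footprints (0.70; 7) and fell in TE (-0.69; 2 fell and 1 rose). Genes of autophagy and the lysosome rose in footprints (0.32; 7 of 23). None of these calls held with an estimated correlation, where the lowest adjusted p of any list was 0.516. Those of immediate early genes in TE (adjusted p = 0.364) and of autophagy in footprints (0.186) were lost without 12 h, the last also without 1.5 h.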

How the results depend on the processing

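Every alternative given here was set before the data were examined, except the total of nucleotides from the yield. The 1697 mRNA and 1074 footprint calls stayed within 1.5 times under DESeq2, library totals, the rank of the time point and the late against the early time points. With any 1 time point left out, mRNA calls ranged from 545 (without 1.5 h) to 2565 (without 12 h) and footprint calls from 413 (without 1.5 h) to 1331 (without 6 h). The 171 TE calls became 493 with DESeq2, 19 with the rank of the time point, 11 with late against early, 3 without the flask factor, and 1 (without 12 h) to 381 (without 0 h) with a time point left out. Scaled by the paper's global mRNA factors, which lower every transcript over time, 5526 mRNAs were called. Of the 39 list calls 0 held with an estimated correlation (lowest adjusted p = 0.516), 6 were lost with late against early and 12 without 12 h, and library totals changed none. Of 525 tests of named genes, 297 passed, between 160 (without 1.5 h) and 308 (without 6 h) with a time point left out; DESeq2 lost 2 of the calls and added 35. Among called slopes of named genes none changed sign with a time point left out, which is weak evidence, since these fits share most libraries with the full one. Slopes that were not called reversed for H1-4 mRNA (1.16, from -1.02 without 12 h to 1.74 without 0 h) and ATP5IF1 mRNA (0.28, from -0.70 without 12 h to 0.51 without 0 h). The correlation of footprint and mRNA changes at 3, 6, 9 and 12 h was 0.374, 0.846, 0.795 and 0.585 by Spearman's rho, and 0.164, 0.704, 0.734 and 0.513 with 1.5 h as the baseline. With the mean of 0 and 1.5 h as the baseline, 56 mRNAs at 3 h and 222 TE values at 6 h were 2-fold changed. On the log2 scale the early r squared was 0.973 for mRNA and 0.939 for footprints. The median of copies was 122 with the column sum and 10.5 with the other total of nucleotides. In the 5' UTR groups the adjusted p of rises was 0.0290 in the increased group with late against early and 0.0771 in the decreased group with 2-fold changes. The cause of these changes was not tested. A mean count of at least 50 removed no transcript and is void. No paired analysis was possible between replicates because there are none, and the flask factor pairs the assays. Depth is lowest in the late footprint libraries, and a log2 change of 1 was recovered in 6% of simulated footprint trends.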

Differences from the paper's values

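The paper gives a median of 11 mRNA copies per cell at 0 h, and the equation of its Methods with its printed total of mRNA nucleotides per cell gave 104. The alternative set before the data were examined, the column sum of the table as the total of reads, gave 122 and also differs. With the total of nucleotides taken from the paper's yield of mRNA per cell and nucleotide mass, which was chosen after seeing the values, the median was 10.5 and lies within 1.5 times the paper's. The total from the yield is 6.45e-16 mol per cell, so the printed total conflicts with the yield and mass printed beside it. The 1999 rows read of the paper's table of copies have 0.391 copies per RPKM, against 0.388 with the total from the yield and 3.85 with the printed one.

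The paper states that transcripts that fell are over-represented among those with decreased 5' UTR translation. Here 7 of 219 (3.20%) fell in both assays, against 4.94% of the rest (Fisher's exact test, adjusted p = 0.445). The share was 5.94% against 7.12% by the late against the early time points and 2.28% against 5.75% by 2-fold changes, so no setting run here reached it. In the same group the paper also has transcripts that rose over-represented. Here 24 of 219 rose (Fisher's exact test, adjusted p = 0.0278). The late against the early time points gave 33 (adjusted p = 0.0255), and 2-fold changes gave 23 and did not reach it (adjusted p = 0.0771). The group and the footprint calls come from the same footprint libraries and are not independent. The paper also has transcripts that rose over-represented among those with increased 5' UTR translation. Here 22 of 274 rose (adjusted p = 0.445), and the calls of late against early time points, set before the data were examined, gave 38 and reached it (adjusted p = 0.0290). The paper tested its own clusters with another test, and trend calls stand in for those clusters here.

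The paper finds mitochondrial genes enriched among transcripts with raised translational efficiency. Here the 74 oxidative phosphorylation transcripts had a median TE slope of 0.16 and were not called (camera, adjusted p = 0.488), with 1 rise (NDUFA6) and 1 fall (ATP5IF1), or 4 rises and 1 fall when adjusted over the list alone, and 45 of 74 slopes above 0. Without 12 h the list was called up (adjusted p = 1.56e-04). The paper's categories come from another set of gene annotations.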

Other observations

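The tests of the orders and splits of the time points were chosen after the calls were seen, and the other tests were set before.

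Plasma cell and sterol genes, as groups, fell while immediate early genes, as a group, rose. Of 22 plasma cell genes, 12 fell and 2 rose in mRNA and 8 fell and 2 rose in footprints (13 falls in mRNA when adjusted over the list alone). JCHAIN, which joins secreted antibodies, had a slope of -2.54 ± 0.36 (SE, adjusted p = 0.00447) in mRNA and 1.36 ± 0.35 (adjusted p = 0.0477) in TE, the last lost without any of 1.5, 3, 6, 9 or 12 h. MZB1, an ER co-chaperone of antibody assembly, fell by 1.85 in mRNA and 2.15 in footprints on the log2 scale, while BLNK, an adaptor of the B-cell receptor, rose by 2.04 and 2.34. The camera adjusted p was 0.00202 in mRNA and 0.00808 in footprints (0.516 for each with an estimated correlation). Of 16 genes of cholesterol synthesis, 6 fell in mRNA and 7 in footprints and none rose (8 in each when adjusted over the list alone). They include the reductase DHCR7 (slopes -2.01 and -2.15) and CYP51A1 (-1.90 and -1.81), and the adjusted p was 0.00241 and 7.40e-04 (0.739 and 0.516 with an estimated correlation). Of 15 immediate early and growth arrest genes, 8 rose in mRNA and 7 in footprints and none fell. JUN, of the AP-1 factor, rose by 4.12 and 3.65 and IER5, which acts on HSF1, by 4.64 and 3.53. The adjusted p was 2.85e-06 and 2.05e-04 (0.639 for each with an estimated correlation), and in TE, where SAT1 and JUNB fell and TXNIP rose, it was 0.0119 (0.674 with an estimated correlation; lost without 12 h, adjusted p = 0.364). Of 23 genes of autophagy and the lysosome, 7 rose and 1 fell in footprints, with GABARAPL1, of the autophagosome, at 3.38 and the lysosomal protease CTSD at 2.10 (adjusted p = 0.0394, and 0.639 with an estimated correlation; lost without 1.5 or 12 h, up to 0.186). With any 1 time point left out, 11 of the 19 named gene calls were kept throughout and the rest were lost in at least 1 fit (4 without 0 h, 6 without 1.5 h, 3 without 3 h, 2 without 6 h, 3 without 9 h and 4 without 12 h, adjusted p up to 0.483), all with slopes of the same sign.

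Housekeeping groups were tested in the same way. Of 59 spliceosome genes, 8 fell and 2 rose in mRNA and 10 fell and 1 rose in footprints, among them the splicing factor SRSF1 (-1.60 and -1.80). The adjusted p was 0.0495 in mRNA, lost without 1.5, 3, 9 or 12 h (up to 0.168), and 0.0161 in footprints, lost without 12 h (0.364), and with an estimated correlation it was 0.774 in both. Of 74 oxidative phosphorylation genes, 10 fell and 2 rose in mRNA (adjusted p = 0.0459, and 0.770 with an estimated correlation; lost without 0, 3 or 9 h, up to 0.202), and footprints were not called (0.235). The 59 mitochondrial ribosomal proteins were not called in mRNA, footprints or TE (adjusted p = 0.850, 0.595 and 0.609), although MRPL18, whose gene lies beside TCP1, rose by 3.98 in mRNA. Initiation factors were not called in mRNA (0.988) or footprints (0.801), with 4 rises and 3 falls in mRNA. Of 19 genes of glycolysis and hypoxia, 5 rose and 6 fell in mRNA, and the list was not called (camera, adjusted p = 0.724). Among the falls were LDHA by 1.72 and PDK1 by 1.92 on the log2 scale. When the fit was repeated with 1 time point left out, 3 of the 5 gene calls named held each time. The losses were 1 without 0 h, 1 without 1.5 h and 1 without 12 h (adjusted p up to 0.0686), and every slope kept its sign.

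Of 100 orders of the time points, the real one included, only 1, the real order, gave as many mRNA calls (1697, highest other 1524). The same held for footprint calls (1074, highest other 951) and TE calls (171, highest other 14). These counts argue against a random order as the source of the calls. For TE they cannot tell a trend from a single deviating end library, since without 12 h only 1 TE call was left. The highest other order for mRNA and footprints keeps the 3 early time points before the 3 late ones. Of the 10 splits into 3 and 3 time points, 1, the late against the early, gave 1851 mRNA, 1439 footprint and 11 TE calls, and the highest of the others gave 0 in edgeR for each; 10 splits are too few for a share under 0.05.

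The hypothesis that proteins whose genes are induced are cleaved at another rate was tested on the paper's table of cleaved peptides, an experiment whose samples are not among the sequencing libraries. Over 119 proteins (140 peptides cut after aspartate), the log2 change of peptide intensity from 0 to 9 h had a Pearson r of 0.0186 with the mRNA change and -0.00879 with the footprint change (rho 0.0752 and 0.00268; permutation tests, two-sided, p = 0.839, 0.924, 0.414 and 0.977, adjusted p = 0.977 for each over 5 tests). Without the 2 proteins farthest from the median, r was 0.0308 and -0.0112. Cleaved peptides of 13 proteins in the stress lists had a mean log2 change of 2.34 ± 1.30 (SD), against 3.09 ± 1.34 for the rest (permutation p = 0.0591, adjusted p = 0.295). Over all peptides (149 proteins) the same permutation test gave p = 0.0132 and an adjusted p of 0.0659. Proteins are not independent replicates.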
